# Synthetically derived BiAux modulates auxin co-receptor activity to stimulate lateral root formation

**DOI:** 10.1093/plphys/kiae090

**Published:** 2024-02-20

**Authors:** Mary Paz González-García, Angela Sáez, Mónica Lanza, Pilar Hoyos, Estefano Bustillo-Avendaño, Luis F Pacios, Ana Gradillas, Miguel A Moreno-Risueno, María José Hernaiz, Juan C del Pozo

## Abstract

The root system plays an essential role in plant growth and adaptation to the surrounding environment. The root clock periodically specifies lateral root prebranch sites (PBS), where a group of pericycle founder cells (FC) is primed to become lateral root founder cells and eventually give rise to lateral root primordia or lateral roots (LRs). This clock-driven organ formation process is tightly controlled by modulation of auxin content and signaling. Auxin perception entails the physical interaction of TRANSPORT INHIBITOR RESPONSE 1 (TIR1) or AUXIN SIGNALING F-BOX (AFBs) proteins with AUXIN/INDOLE-3-ACETIC ACID (Aux/IAA) repressors to form a co-receptor system. Despite the apparent simplicity, the understanding of how specific auxin co-receptors are assembled remains unclear. We identified the compound bis-methyl auxin conjugated with *N*-glucoside, or BiAux, in Arabidopsis (*Arabidopsis thaliana*) that specifically induces the formation of PBS and the emergence of LR, with a slight effect on root elongation. Docking analyses indicated that BiAux binds to F-box proteins, and we showed that BiAux function depends on TIR1 and AFB2 F-box proteins and AUXIN RESPONSE FACTOR 7 activity, which is involved in FC specification and LR formation. Finally, using a yeast (*Saccharomyces cerevisiae*) heterologous expression system, we showed that BiAux favors the assemblage of specific co-receptors subunits involved in LR formation and enhances AUXIN/INDOLE-3-ACETIC ACID 28 protein degradation. These results indicate that BiAux acts as an allosteric modulator of specific auxin co-receptors. Therefore, BiAux exerts a fine-tune regulation of auxin signaling aimed to the specific formation of LR among the many development processes regulated by auxin.

## Introduction

Auxins are a class of phytohormone involved in a large number of processes related to growth and development, such as cell division, cell growth, root development, leaf formation, apical dominance, vasculature differentiation, or fruit development among other processes (Gallei et al. 2020). In Arabidopsis (*Arabidopsis thaliana*) plants, auxin plays an essential role in lateral root (LR) formation and emergence (Xuan et al. 2015; Du and Scheres 2018). The root clock in Arabidopsis integrates an oscillating gene expression and auxin signaling to, approximately every 6 h (h), specify a new prebranch site (PBS), which marks the region competent for the future formation of a lateral root primordia (LRP) (Moreno-Risueno et al. 2010; Kircher and Schopfer 2018; Xuan et al. 2020). This oscillatory gene expression generates two opposite tendencies, one is in phase with the expression of the auxin-response marker that contains a synthetic auxin-responsive promoter called DR5 fused to the *LUCIFERASE* (DR5::LUC) and the other one is in antiphase (Moreno-Risueno et al. 2010). The *AUXIN RESPONSE FACTOR 7* (*ARF7*) and *INDOLE-3-ACETIC ACID 18* (*IAA18*)*/POTENT* transcription factors control this oscillatory circuit to determine PBS (Perianez-Rodriguez et al. 2021). Furthermore, based on the epistatic effect of *iaa28-1* mutation, a mutation in the DII domain causing auxin insensitivity, on IAA18/ARF7-mediated PBS spacing, it has been proposed that IAA28 signaling might control the amplitude of the oscillations by altering auxin responses necessary for the formation of PBS (Perianez-Rodriguez et al. 2021). IAA28 also controls founder cell (FC) specification through the IAA28-GATA23 module (De Rybel et al. 2010). Later, and upwards from the basal meristem, FC at the PBS are activated to initiate nuclei migration and anticlinal cell division, forming LRP. This initiation process requires the activity of *IAA14/SOLITARY-ROOT* (*SLR*), which is degraded in an auxin depended manner (Guseman et al. 2015). As the primordium develops, it eventually breaks through the overlaying tissues, as an emerged LR (eLR) (Casimiro et al. 2003; De Rybel et al. 2010; Manzano et al. 2014).

Auxin facilitates and stabilizes the interaction between the TRANSPORT INHIBITOR RESPONSE 1 (TIR1) or AUXIN SIGNALING F-BOX (AFBs) family proteins and the Auxin/Indole-3-Acetic Acid (Aux/IAA) proteins to form an auxin co-receptor system (Tan et al. 2007). The crystal structure of the co-receptor revealed that auxin binds to a pocket in TIR1 to extend the Aux/IAA-contact surface, increasing and stabilizing their interaction (Tan et al. 2007). Once the co-receptor is assembled, Aux/IAA proteins are ubiquitinylated and subsequently degraded through the proteasome 26S (Gray et al. 2001; Dos Santos Maraschin et al. 2009). Aux/IAA degradation releases the ARF transcription factors to induce the auxin-depend signaling (Parry and Estelle 2006). During land plant evolution, the TIR1/AFBs and Aux/IAA gene family has expanded, with 6 and 29 members, respectively, in Arabidopsis (Parry et al. 2009; Luo et al. 2018). It has been proposed that the different ubiquitin-ligase (E3) complex (Cullin, F-box containing complex, SCF) SCF^TIR1/AFB^-Aux/IAA co-receptors, which can be simultaneously co-expressed in specific cell types or organs, might read a broad range of auxin concentrations to give specific auxin responses (Calderon Villalobos et al. 2012). Recent works have shed light on the diverse molecular mechanisms used by plant to trigger auxin responses. Auxin-trigged transcriptional responses mainly rely on the canonical SCF-TIR1/AFB-Aux/IAA-ARF signaling in the nucleus; while those rapid responses are usually regulated by nontranscriptional pathways, for instance the cytosolic SCFTIR/AFB-CNGC14 (the plasma-membrane-localized Ca^2+^ channel) pathway to mediate calcium flux and the cell surface AUXIN-BINDING PROTEIN 1 (ABP1)-TRANSMEMBRANE KINASE 1 (TMK1) signaling to induce ROP GTPase activation, cell wall acidification, and protein phosphorylation (Dindas et al. 2018; Powers and Strader 2020; Friml et al. 2022). In addition, TIR1/AFB proteins also have an adenylate cyclase (AC) activity that generates cAMP, a secondary metabolite that seems to participate in the auxin signaling (Qi et al. 2022). This AC activity is needed for root growth inhibition in response to auxin or gravitropism, but not for triggering calcium transient peaks needed for the rapid auxin-induced apoplast alkalinization and membrane depolarization. Recently, two proteins, ABP1-LIKE PROTEIN 1 (ABL1) and ABL2, have been shown to interact with TMKs in an auxin-dependent manner and seems to act as extracellular auxin co-receptors, showing overlapping and distinct functions with ABP1 (Yu et al. 2023). Despite these advances made in auxin perception some questions are still open, as for example how the specific recognition between TIR1/AFBs and the Aux/IAA is regulated.

Plants synthesized many secondary metabolites that regulate plant growth or responses to external environmental changes. The indole scaffold serves as a building block for a multitude of natural compounds and is considered as one of the most used heterocyclic motifs (Cna’ani et al. 2018), including the phytohormone auxin (Zhao 2010; Kitajima and Takayama 2016). Bioactive 1-indole 3-acetic acid (IAA) levels can be regulated by conjugation with amino acids, sugars or by methylation (Bajguz and Piotrowska 2009). Another important IAA-conjugate is the methyl 1*H*-indole 3-acetate (MeIAA), which was thought to be an inactive form that needs an esterase to release the active IAA (Yang et al. 2008). However, MeIAA seems to have a more specific role in inhibiting hypocotyl elongation or altering the root system architecture (Li et al. 2008; Ludwig-Müller 2011; Abbas et al. 2018). Different agonists and antagonists have been used to elucidate auxin signaling components and to understand how the interaction between TIR1 and a specific subset of Aux/IAA proteins is promoted (Hayashi et al. 2008a, 2008b; Vain et al. 2019).

In this work, using ultrahigh liquid chromatography–electrospray ionization mass spectrometry (UHPLC–ESI–QTOF–MS), we found a peak that accumulates in illuminated roots of Arabidopsis and inferred a possible formula that might correspond to bis-methyl auxin conjugated with a *N*-glucoside, called here BiAux. Following a previously published protocol (Chisholm and Van Vranken 1995), we synthesized this compound and demonstrated that it has bioactivity in plants. Treatment of Arabidopsis seedlings with BiAux specifically increases the number of PBS and eLR without substantially modifying the primary root growth or shoot development. Transcriptomic analyses show that BiAux induces the expression of a set of genes that are also regulated by auxin, and a set of specific genes, which includes genes related to root development. Remarkably, this BiAux regulation seems to be depended on *ARF7*, but not *ARF19* activity. BiAux modifies the auxin signaling by enhancing the formation of specific auxin co-receptor systems related to LR formation. Molecular docking analyses show that BiAux binds into the TIR1 solenoid, between IAA and inositol-6-phosphate (IP6) and generates different electrostatic potential on TIR1 and AFB2 from those on AFB1 or AFB3. In addition, genetic functional analyses show that TIR1 and AFB2 activities, but not AFB1 or AFB3, are needed for BiAux function. In agreement with these observations, BiAux enhances the interaction of TIR1 and AFB2 with IAA28 and IAA18/POTENT, two regulators of FC specification. Using confocal microscopy, we show that BiAux, when combined with auxin, enhances IAA28 protein degradation in the root meristem. Taken together our data support that BiAux enhances, in an auxin-dependent manner, the formation of specific auxin co-receptor systems to activate downstream signaling and exert a fine-tune regulation on a set of auxin-related genes involved in LR formation.

## Results

### BiAux regulates LR formation

Previously, we have shown that root illumination promotes LR formation while affecting gene expression and metabolite accumulation, such as flavonoids (Silva-Navas et al. 2015, 2016). Here, we wanted to study the accumulation of unknown metabolites in light-grown roots (LGR). Among several peaks with increased levels (Silva-Navas et al. 2016), we focused on the one corresponding to the metabolite of LC-ESI(+)-MS *m/z* of 707.2459 because it was significant and consistently accumulated by the effect of root illumination in all analyzed replicates (Fig. 1A). As we only had the exact mass, we searched for molecules that matched this mass using the chemical software ChemCalc (https://www.chemcalc.org/). All the molecular formulas retrieved (Supplementary Table S1) were analyzed in ChemSpider web site (http://www.chemspider.com/), through which we found that only four out of them matched with already known molecules. Among these four candidates, we noticed a compound that contained two auxin molecules (C_36_H_38_N_2_O_13,_ 3,3′-bis(2-methoxy-2-oxoethyl)-1-(2,3,4,6-tetra-*O*-acetyl-β-D-glucopyranosyl)-1*H*,1′*H*-2,2′-bisindole) and this compound was previously synthesized in vitro (Chisholm and Van Vranken 1995). As auxin regulates root growth and LR formation, the processes modified by root illumination, we decided to focus on this compound. We synthesized this compound (C707.24) following four steps: (i) dimerization; (ii) glycosylation; (iii) oxidation of the β-glucoside; (iv) finally acetylation of the sugar (Supplementary Fig. S1A and Materials and methods). To simplify its biosynthesis, we carried out a more sustainable process using dimethylaminopyridine instead of 2,3-dichloro-5,6-dicyano-1,4-benzoquinone (Fig. 1B; Supplementary Fig. S1A and Materials and methods). Using this approach, we obtained higher yield of a final product that was reduced in position C2 and C3 of the bisindol and showed a LC–ESI(+)–MS *m/z* of 709.2686 (Supplementary Fig. S1B and Materials and methods). We, therefore, termed this product as BiAux. The purity of the compound was of 99% and insubstantial traces of the precursors, except for the dimer, were detected. The presence of the product was confirmed by ^1^H NMR and ^13^C NMR and LC–MS/MS (see data in Supplementary Materials and methods). Finally, it is worth mentioning that two diasteroisomers were obtained: 3a, 3b, 4a, and 4b (Fig. 1B and Supplementary Materials and methods). This was confirmed by LC–ESI–QTOF–MS analyses and the results showed two peaks that correspond to diasteroisomers 4a and 4b, (Supplementary Fig. S1B).

**Figure 1.**
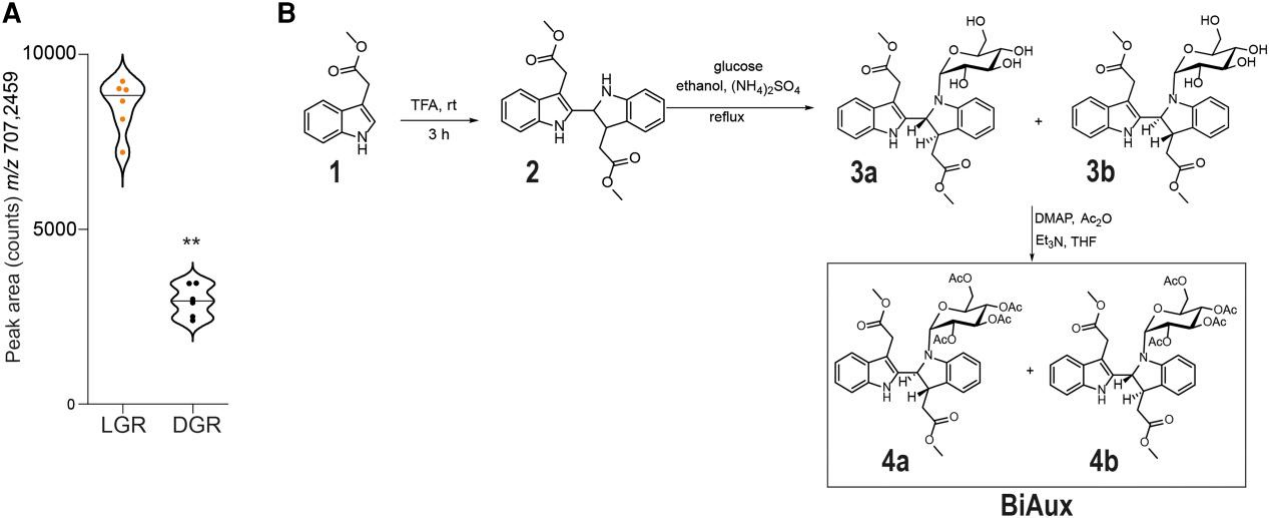
Light grown roots accumulate higher level of BiAux. **A)** Area (counts) of the peak corresponding to the metabolite *m/z* 707.2451 in light-grown roots (LGR) or dark-grown roots (DGR). Asterisks indicate the statistical significance by a *t*-test **P-value < 0.01. *n* = 6. **B)** Schematic procedure for BiAux synthesis process (for additional details see Supplementary Materials and methods). Notice that two diasteroisomers were obtained: 3a, 3b, which render the final BiAux diasteroisomers 4a and 4b.

Next, we tested whether the C707.24 and BiAux have similar biological activities. We treated SKP2Bp::GUS Arabidopsis seedlings, a maker line that labels LRFC, LRP, and eLRs with C707.24 or BiAux. Both compounds significantly increased the number of SKP2Bp::GUS expression sites (SKP2BES) (Supplementary Fig. S1, C and D), without reducing the length of the primary root as auxin did (Supplementary Fig. S1E). We also found that BiAux synthesis intermediates did not increase the number of SKP2BES or eLR nor the SKP2Bp::GUS expression (Supplementary Fig. S2, A to C). As BiAux synthesis was simpler than C707.24, we decided to use this compound for further experiments. Furthermore, BiAux treatment specifically increased *SKP2B* expression mainly inside of FC and LRP, while auxin increased its expression along the entire pericycle and vasculature (Supplementary Fig. S2D). Next, seedlings harboring DR5::LUC, a marker used to reflect lateral root oscillatory activities, were cultivated in LGR or dark-grown root (DGR) conditions (Silva-Navas et al. 2015) for 4 d and then they were treated with mock or BiAux. We found that BiAux-treated DGR seedlings showed more DR5::LUC expression sites (DR5ES) along the main root than the BiAux-treated LGR seedlings (Supplementary Fig. S2E), although we cannot discard that root illumination favor LRP arrest that do not express DR5.

It is possible that BiAux-associated phenotype could be due to free IAA originated from BiAux degradation. To answer this, we compared the capacity of inducing PBS after treatment with different IAA concentrations or BiAux. First, we found that BiAux increased the number of DR5ES at 0.25 *µ*M, and this effect increased in a dose-dependent manner (Supplementary Fig. S3A). Next, to analyze whether auxin produces the same effect, we treated DR5::LUC seedlings with increasing concentrations of IAA. As shown in Supplementary Fig. S3, B and C, none of the IAA concentrations mimicked the BiAux-treated phenotype in terms of root length or the spacing of DR5ES. Although we cannot rule out the possibility that BiAux can be modified inside of a specific subset of plants cells, our data suggest that the entire BiAux molecule might be specifically required to promote the formation of PBSs and eLRs, possibly by modulating the root clock activity.

### BiAux regulates lateral root formation

Arabidopsis seedlings treated with BiAux showed a slightly longer primary root and a significant longer root system (total root length of the primary root plus eLRs) (Fig. 2, A and B). We observed that BiAux treatment increased the number of cells in the root meristem but reduced the length of meristematic cells. Therefore, the meristem size between the BiAux- and mock-treated roots was similar (Supplementary Fig. S4). In addition, we found that BiAux-treated seedlings developed a significantly higher number of SKP2BES and eLR than the number in nontreated seedlings (Fig. 2C).

**Figure 2.**
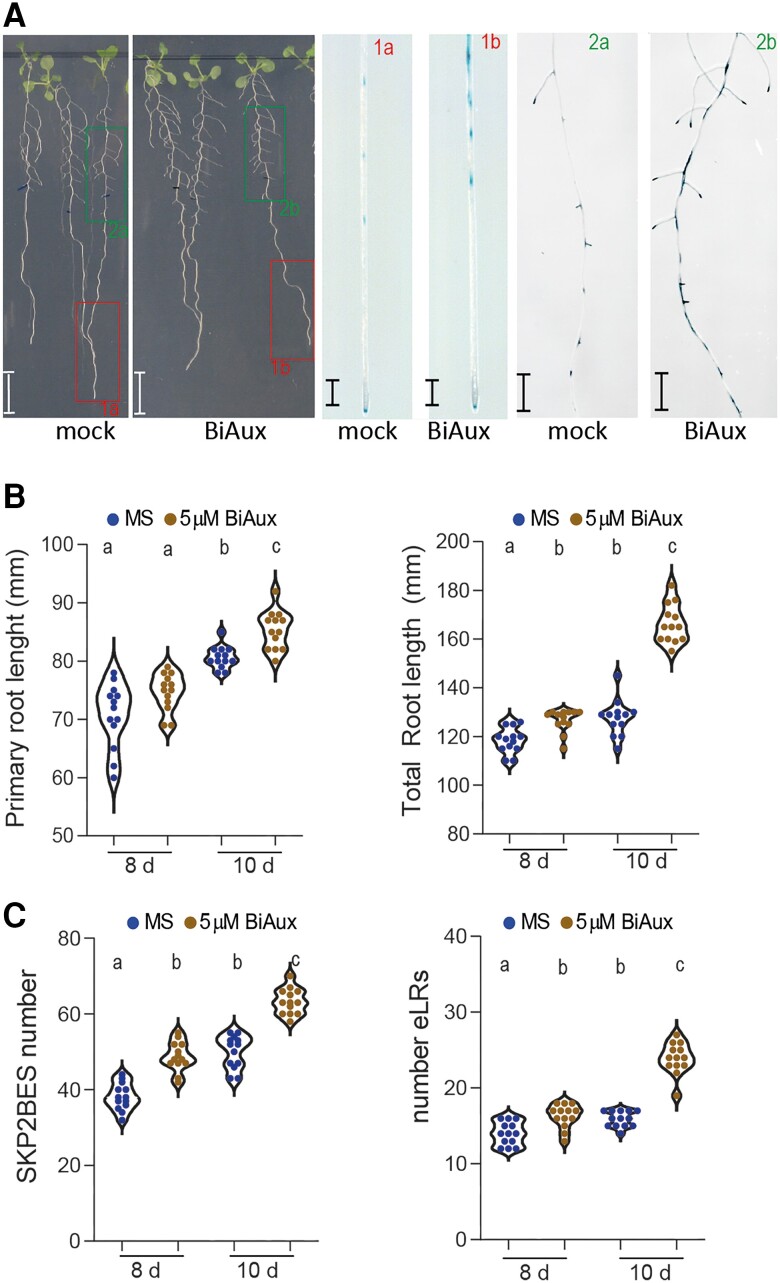
BiAux induces lateral root formation. **A)** Arabidopsis SKP2Bp::GUS seedlings grown in ½MS medium for 4 d and then transferred to new plates containing mock or 5 *µ*M of BiAux during 6 d. Right panels show the GUS-stained roots labeled as 1a and 1b (apical region of primary root) or 2a and 2b (shootwards part of the root). Numbers indicate the position of the pictures in the GUS-stained roots. Scale bar corresponds to 0.5 cm. **B)** Primary root length and total root length (root length of the primary root plus eLRs) of SKP2Bp::GUS seedlings grown or 4 d and then transferred to new plates containing mock or 5 *µ*M of BiAux during 4 or 6 d, *n* ≥ 20. **C)** Number of SKP2BES (left) or eLR (right) in SKP2Bp::GUS seedlings grown as in B. *n* ≥ 20 (two biological replicates). Significance was analyzed by ANOVA and Tukey HSD post-test. Different letters indicate statistical differences.

### BiAux alters the root clock and auxin signaling

As BiAux specifically increased the number of DR5ES, we decided to analyze whether it affects the root clock, which regulates PBS formation (Moreno-Risueno et al. 2010). Five-day-old DR5::LUC seedlings were transferred to fresh plates containing mock or 5 *µ*M of BiAux for 48 h. Afterwards, the luminescence in the root tip was recorded for 24 h. Kymograph analyses showed that in both mock- and BiAux-treated roots, DR5::LUC oscillated about four times per every 24 h while in BiAux-treated the number of oscillations was not significantly different (Fig. 3, A to C). However, in BiAux-treated seedlings, LUC activities in the oscillations were generally higher than the activities detected in mock-treated seedlings (Fig. 3, A and B), suggesting an increased amplitude of the oscillations. Corresponding with these alterations of the LUC activities in the oscillation zone (OZ), more and closer PBS were observed in BiAux-treated roots (Fig. 3, A and D). It should be noted that all PBS specified in BiAux-treated seedlings maintained higher expression of DR5::LUC over the time while in mock-treated roots about 25% of the PBS lost the DR5::LUC expression (Fig. 3, A and E). Taken together, these data indicate that BiAux increased the amplitude of the oscillations. As a result, more pericycle cells might be primed. Furthermore, BiAux maintains the expression of DR5 at high levels, favoring the formation of FC and LR. Conversely, in mock-treated roots some PBS loss DR5 expression and become “PBS-reservoirs” or “arrested-PBSs”, from which no LR are develop under normal conditions.

**Figure 3.**
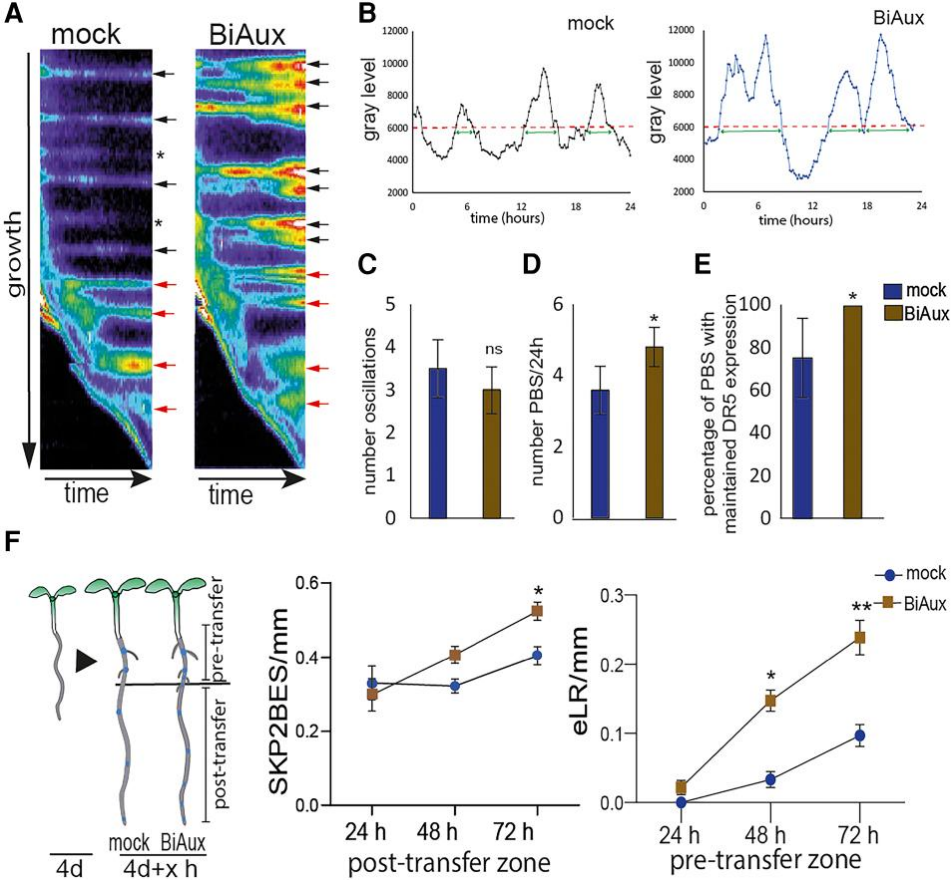
BiAux modifies the root clock. **A)** Kymographs of DR5::LUC luminescence showing PBS production and DR5:LUC signal intensity in mock- and BiAux-treated seedlings. Red arrows indicate priming events in a 24-h period. Black arrows indicate PBS already generated. Note that the DR5::LUC expression is maintained in all PBS over time in BiAux treated roots, while its expression is not maintained in all PBS (asterisks) over time in mock-treated roots. **B)** LUC activity measurements at the root tip registering the oscillations during 24 h. Dash lines indicate the threshold of the oscillation. Arrow lines indicate the length of the oscillations. **C)** Average of DR5::LUC oscillations during 24 h in mock- or BiAux-treated seedlings. ns, statistical significance by a *t*-test *P*-value > 0.05. **D)** Number of PBS specified in mock- or BiAux-treated roots per 24 h. **E)** Percentage of PBS that maintained the DR5::LUC signal over the time. *, significant differences by *t*-test *P* < 0.05. Number of roots analyzed in **(C)** to **(E)** = 12 for mock and 5 for BiAux. **F)** SKP2Bp::GUS seedlings were grown in ½MS for 4 d and then, transferred to fresh medium containing mock or 5 *µ*M BiAux for the indicated hours. Afterwards they were stained for GUS activity in the plate and SKP2BES in the post-transfer root section or number of eLRs in the pre-transfer section were quantified. *n* > 200 seedlings in each point (one biological replicate). Asterisks indicate the statistical significance by a *t*-test *, *P*-value < 0.05, ***, *P*-value < 0.001. In all cases, error bars correspond to standard deviation (Sd).

Next, we tested whether BiAux enhances the formation of FC and the emergence of LR. We analyzed 4-d-old SKP2Bp::GUS seedlings that were transferred to a medium containing mock or 5 *µ*M of BiAux for 24, 48, or 72 h. Afterwards, roots were directly stained for GUS activity in the cultivation plate to trace the transference point. We found that the number of SKP2BES in the root portion growing in presence of BiAux (post-transfer zone) was significantly higher than in the mock treatment after 72 h (Fig. 3F), indicating that BiAux favors FC specification. We also observed that BiAux treatment significantly increased the number of eLR in the pretransfer root zone (Fig. 3F) after 48 h, suggesting that it promotes the development of previously specified but arrested FCs and/or LRP (Manzano et al. 2014). Taken together, these data indicate that BiAux promotes FC specification and LR development.

As auxin participates in LR formation, we decided to analyze the effect of BiAux in auxin signaling mutants. First, we found that, compared to the mock treatment, BiAux treatment increased the number of DR5ES in wild-type roots to a similar level observed in IAA-treated roots up to 48 h after the treatment, and to a higher level than the IAA treatment at 120 h (Fig. 4A). Next, we analyzed the effect of BiAux in auxin-response mutants defective in LR formation, such as *auxin-resistant 1* (*axr1-12)*, has fewer eLRs (Timpte et al. 1995), the quadruple auxin receptor mutant *tir1/afb1/afb2/afb3*, which barely develops the primary root in those developed ones, no eLRs are observed (Prigge et al. 2020), and *solitary root-1* (*slr-1*), which does not produce LRP (Fukaki et al. 2002). We found that BiAux treatment increased the density of eLR in *axr1-12* and in *tir1/afb1/afb2/afb3* seedlings in a dose-dependent manner (Fig. 4, B and C). In the case of *slr-1*, BiAux did not lead to formation of emerged LRs, but significantly increased the number of SKP2BES (Fig. 4D), indicating that this compound promotes the formation of FC in this mutant.

**Figure 4.**
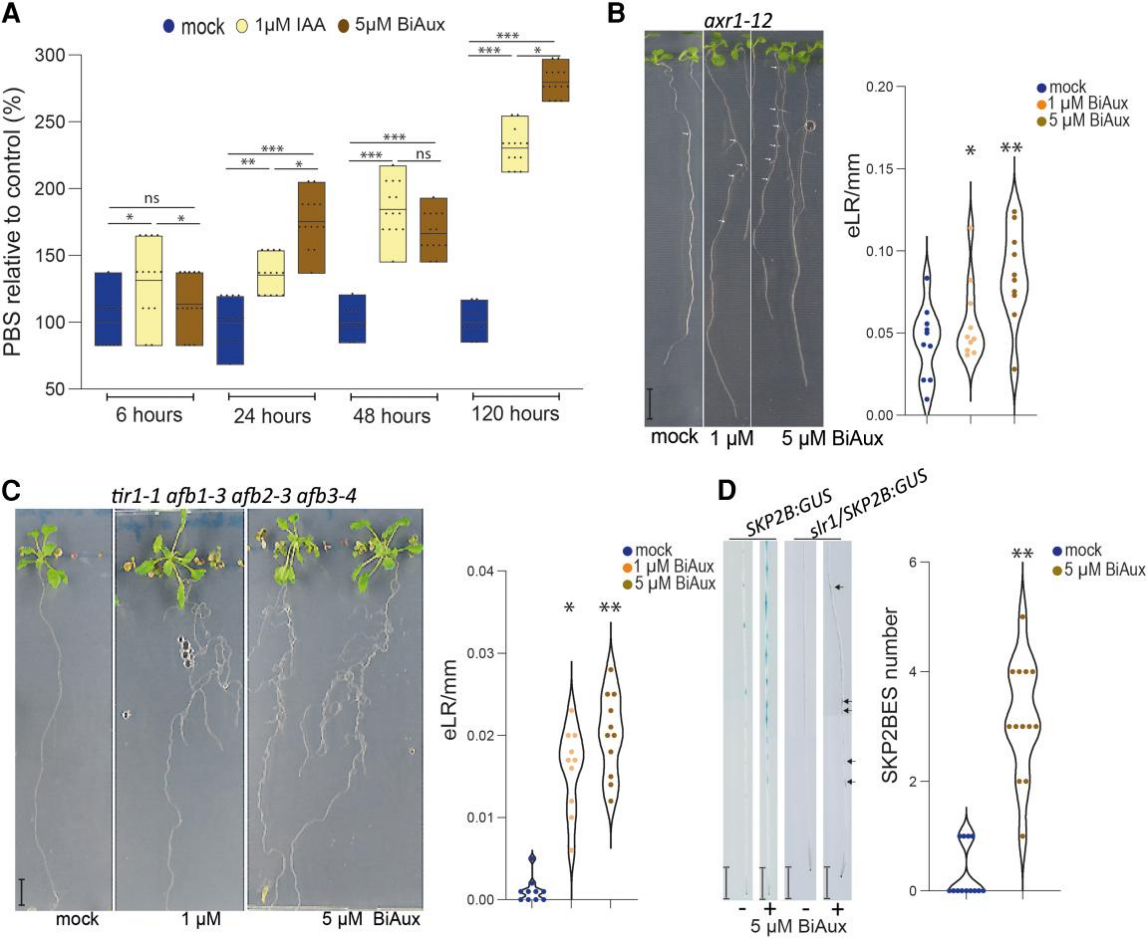
BiAux affects auxin responses. **A)** Relative number of DR5ES in seedlings grown 4 d in ½MS and the indicated hours in ½MS with DMSO (mock), 1 *µ*M of IAA or 5 *µ*M BiAux for the indicated time. Values represent the percentage relative to the mock average. Asterisks indicate significant differences by *t*-test in a genotype comparing mock and BiAux treatment. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001 by *t*-test, *n* ≥ 15 (one biological replicate). Limits in the boxplot correspond to maximum and minimum values. Line inside of boxplot indicates the main. **B)** Phenotype of *axr1-12* mutant seedlings grown in ½MS with mock or with 1 *µ*M or 5 *µ*M of BiAux for 10 d. Scale corresponds to bar: 1 cm. Right graph shows the density (number/mm) of eLR. *n* = 10 (one biological replicate). Asterisks indicate significant differences in the *axr1-12* by BiAux treatment by *t*-test. *, *P* < 0.05; **, *P* < 0.01. **C)** Phenotype of *tir1 afb1 afb2 afb3* quadruple mutant, which developed the main root, grown in ½MS or with mock or 1 or 5 *µ*M BiAux for 21 d. Scale corresponds to bar: 1 cm. Right graph shows the density (number/mm) of eLR. *n* ≥ 8 (two biological replicates). Asterisks indicate significant differences in the quadruple mutant by BiAux treatment by *t*-test. *P < 0.05; **P < 0.01. **D)** GUS staining of SKP2Bp::GUS and *slr-1/*SKP2Bp::GUS roots grown in ½MS with mock (−) or 5 *µ*M of BiAux (+) during 12 d. Scale bar corresponds to 0.5 cm, *n* ≥ 12. Arrows indicate SKP2BES in BiAux-treated *slr* roots. Note that each root is a composite figure. Asterisks indicate significant differences in *slr1* by BiAux treatment by *t*-test. **P < 0.01.

### BiAux alters gene transcription

Our data indicate that BiAux might promote the auxin signaling related to PBS formation, FC specification, and LR development. To understand the role of BiAux at the molecular level, we carried out comparative transcriptomic analyses. 

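Roots of wild-type seedlings that had grown for 4 d and then spent 3 d on medium with mock, 5 µM BiAux, 10 nM IAA or both compounds were sequenced as poly(A) RNA, with 3 libraries per treatment. The tir1-1 libraries described in the methods were not analysed here. The authors trimmed the reads, aligned them to TAIR10 with STAR, counted them on Araport11 genes with HTSeq, normalized the counts and deposited them for 20814 genes on the log2 scale, as the log2 of a whole number plus 1. Taken out of the log2 scale, these normalized counts summed to between 32413978 and 32720463 in the mock libraries (median 32459739), between 32426931 and 32590053 in the libraries labelled BiAux (median 32586050), between 32471659 and 32709187 in those labelled IAA (median 32623587) and between 32465723 and 32647533 in those labelled BiAux+IAA (median 32566353). The paper states 30 M reads per library; the normalized totals are used here, and the number of reads behind each library is unknown. The table is ordered by the IAA 3 library, in which no gene is under 3, whereas genes at 0 occur in each of the other libraries. Genes with almost no reads in IAA 3 are therefore missing from every comparison. For testing, 0.5 counts per M (CPM) of the median total (16.3 normalized counts) was added to each value before taking the log2, which understates the change of weakly expressed genes. The 19338 genes with a mean of at least 0.5 CPM over the 12 libraries were compared with limma, each comparison on its own 6 libraries. The methods of the paper name a Benjamini-Hochberg corrected p of 0.05 and also a p under 0.05 with a log2 fold change above 0.5 or below -0.5; here a gene was called when its unadjusted p was under 0.05 and its change passed these limits. Counts with adjusted p-values are given beside the calls. Treatments were taken from the title of each library, which the columns of the table repeat. A separate treatment field in the labels names another treatment for 7 of the 12 libraries. The fold changes that Table S2 lists for BiAux against mock are those of the libraries labelled IAA, from which they differ by a root mean square of 0.0133 on the log2 scale over 488 genes with a logCPM above 2, whereas the libraries labelled BiAux differ from them by 0.665. Libraries are therefore named by their label throughout, and values of the libraries labelled IAA are given beside those labelled BiAux where the paper reports on BiAux alone.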

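In the libraries labelled BiAux, 307 genes were called against mock, compared with 636 genes in the libraries labelled IAA and 1083 genes in those labelled BiAux+IAA. With Benjamini-Hochberg adjustment of limma's p-values to under 0.05 and the same limit on the fold change, the counts were 6, 55 and 283 genes. Complete separation means that every library of a group lies above or below every library of the other. It was found for 9.74% of the tested genes between BiAux and mock and for 24% between IAA and mock. By chance, 10% are separated if libraries vary independently. Same-numbered BiAux and mock libraries did not, so the 9.74% does not show an absence of change. The order of the adjusted counts depended on the replicate numbers. Deviations of same-numbered libraries from their group means had a mean correlation across genes of 0.59 between BiAux and mock and of -0.01 between IAA and mock. With the replicate number as a block, 405 genes were called in the libraries labelled BiAux and 720 in those labelled IAA, but 271 and 182 of them, respectively, had an adjusted p under 0.05. With each of the 6 libraries left out in turn, between 63 and 232 genes rose and between 139 and 538 fell in the libraries labelled BiAux, with the highest counts when mock 1 was left out. In the libraries labelled IAA, between 204 and 497 rose and between 334 and 652 fell. Since Table S2 gives the fold changes of the libraries labelled IAA as those of BiAux, the direction of this comparison rests on which labels are right.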

In comparison with IAA supplementation, BiAux treatment modified the expression of a lower number of genes in roots. 

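Against mock, 98 genes were higher and 209 lower in the libraries labelled BiAux, and 250 were higher and 386 lower in the libraries labelled IAA. The replicate block gave 118 higher and 287 lower genes for BiAux and 270 higher and 450 lower genes for IAA. Of the filters and pseudocounts tried, a mean of at least 5 CPM lowered the BiAux counts most, to 60 higher and 73 lower genes. Of the genes that Table S2 lists as upregulated by BiAux, 315 were tested here, and 19 of them were called higher in the libraries labelled BiAux and 244 in the libraries labelled IAA. Of its downregulated genes, 485 were tested, and 91 were called lower in the libraries labelled BiAux and 372 in those labelled IAA. Genes are named here when their mean was at least 5 CPM, their groups separated completely and their p was under 0.05 (adjusted, or unadjusted for BiAux against mock); larger changes of weakly expressed genes are left out. By this rule, the largest falls in the libraries labelled BiAux were those of AT1G36240, which encodes a ribosomal protein of the L30e family (log2 fold change -2.92, standard error 0.13, limma adjusted p 0.0011), AT2G04050 (-1.98, standard error 0.37, adjusted p 0.298) and AT2G21640 (-1.92, standard error 0.30, adjusted p 0.183). The largest rises were those of the phosphate starvation genes PECP1 (AT1G17710; 2.34, standard error 0.57, adjusted p 0.55), SPX3 (AT2G45130; 1.95, standard error 0.45, adjusted p 0.511) and IPS1 (AT3G09922; 1.51, standard error 0.24, adjusted p 0.183). PECP1 stood at 1584 normalized counts in BiAux 1 and at 361 and 343 in BiAux 2 and BiAux 3, and SPX3 at 726, 222 and 189, so the sizes of both rested partly on 1 library. With the replicate block, the limma adjusted p was 7.34e-09 for AT1G36240, 2.07e-06 for AT2G04050 and 1.14e-05 for AT2G21640. It was 0.0137 for PECP1, 0.00787 for SPX3 and 0.00167 for IPS1. For PECP1, SPX3 and IPS1, mock 1 was the lowest mock library and BiAux 1 the highest BiAux library. A deviation shared by BiAux 1 and mock 1 thus does not explain their lower p. By the same rule, the largest rises in the libraries labelled IAA were those of FKF1 (AT1G68050; 1.83, standard error 0.15), CDEF1 (AT4G30140; 1.65, standard error 0.12) and ABF1 (AT1G49720; 1.40, standard error 0.11), all with an adjusted p of 0.00753, and the largest falls those of IPS1 (-1.45, standard error 0.17, adjusted p 0.0297), BGLU24 (AT5G28510; -1.35, standard error 0.20, adjusted p 0.0417) and HSP23.5 (AT5G51440; -1.34, standard error 0.16, adjusted p 0.0307). IPS1 thus moved in opposite directions under the 2 labels. AT2G04050 and AT2G21640 instead averaged lower than mock under every treatment label. AT2G04050 averaged 1237 normalized counts in mock, 290 under BiAux, 354 under IAA and 230 under BiAux+IAA. For AT2G21640 these means were 543, 131, 139 and 117. Their falls were thus not particular to the BiAux label. Each of the 12 changes named here kept its direction and an unadjusted p under 0.05 with any 1 library left out. Each also kept such a p with the replicate block.

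**Figure D1:**
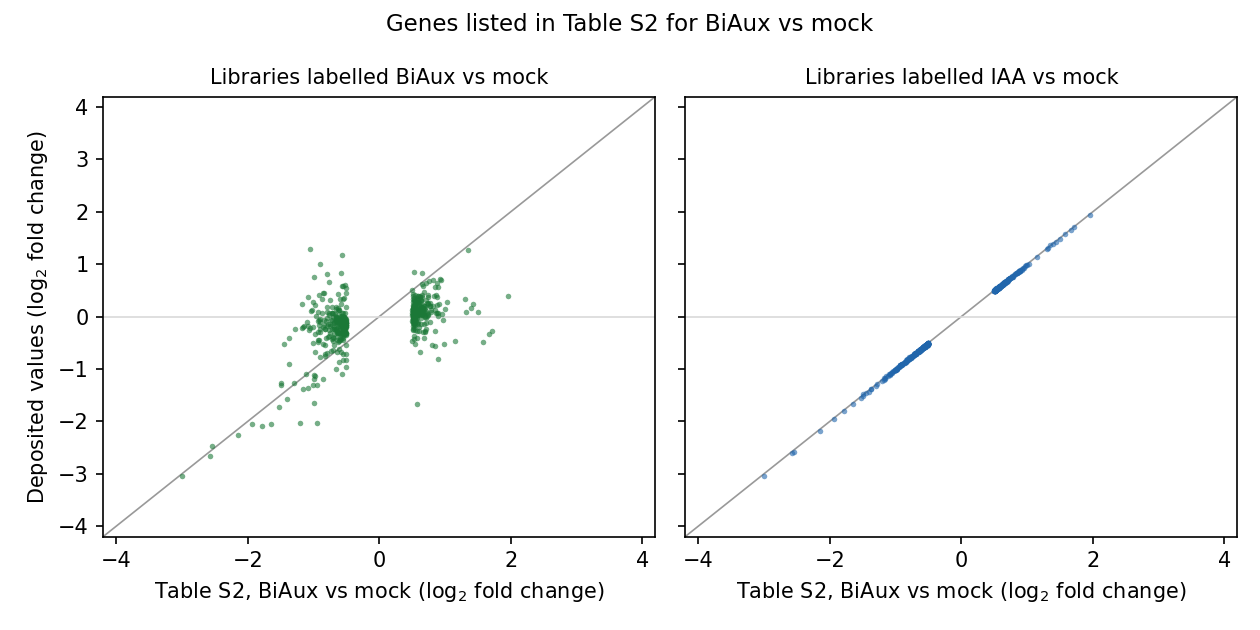
Log2 fold changes against mock of the 488 genes that Table S2 lists for BiAux with a logCPM above 2, with the value in Table S2 on the x axis and the value from the deposited normalized counts on the y axis, for the libraries labelled BiAux (left) and IAA (right). Each point is a gene and the grey diagonal marks equal values, from which the root mean square difference is 0.665 on the left and 0.0133 on the right.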

BiAux increased the expression of 360 genes and reduced the expression of 622 genes (Fig. 5A; Supplementary Table S2, sheet 1). Gene ontology (GO) analyses of upregulated genes showed an enrichment of genes belonging to regulation of root development or ion transport among others (Fig. 5B), while downregulated genes showed a significant enrichment in transcripts related to cellular response to hypoxia, glucosinolate biosynthesis, jasmonic acid, response to heat, or phosphate ion transport among others (Fig. 5C). 

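Gene ontology terms were not analysed here; instead, 8 sets of marker genes for the categories in Fig. 5B and 5C, written by hand after Table S2 had been seen but before the deposited data were examined, were tested with limma's camera (inter-gene correlation 0.01). Evening clock genes, 12 in all, were on average 0.19 higher on the log2 scale in the libraries labelled BiAux than in mock (camera p 1.17e-06) and 0.90 higher in the libraries labelled IAA (7.62e-18), where 10 of the 12 were called. Morning clock genes changed by -0.18 (0.000985) and -0.42 (4.08e-08). Heat response genes changed by -0.11 in the libraries labelled BiAux (0.173) and by -0.58 in those labelled IAA (2.39e-07). Jasmonate genes were lower under both labels, by -0.32 (3.34e-10) and -0.29 (3.92e-05). Hypoxia genes changed by -0.20 (0.0513) and -0.07 (0.956), the latter with no stable sign across pseudocounts and filters. Glucosinolate genes were 0.12 higher in the libraries labelled BiAux (0.0108), a change that became -0.02 without mock 1, and changed by -0.50 in the libraries labelled IAA (3.02e-12). Phosphate starvation genes were 0.85 higher in the libraries labelled BiAux (3.01e-29), with 15 of 20 genes called higher and library means of 1.32, 0.64 and 0.59 in BiAux 1, 2 and 3, and changed by -0.52 in the libraries labelled IAA (1.12e-09), with 9 of 20 called lower. Auxin response genes changed by -0.24 (5.38e-07) and 0.18 (0.00147). The changes of the IAA-labelled libraries in the clock, auxin response, heat, glucosinolate, jasmonate and phosphate sets each kept a p under 0.05 after Benjamini-Hochberg adjustment over the 8 sets. The replicate block cannot change the size of a set's change in this balanced design. With it, the camera p for the hypoxia genes in the libraries labelled BiAux became 0.0458, and that for their morning clock genes became 0.016. Camera compares genes, and exact permutation of the 6 libraries on each set's mean cannot give a two-sided p below 0.1. The phosphate, auxin response and jasmonate sets reached this permutation p under the BiAux label. Under the IAA label, the clock, heat, glucosinolate, jasmonate and phosphate sets reached it. There the auxin response set had a permutation p of 0.2 and the hypoxia set one of 0.6.

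**Figure D2:**
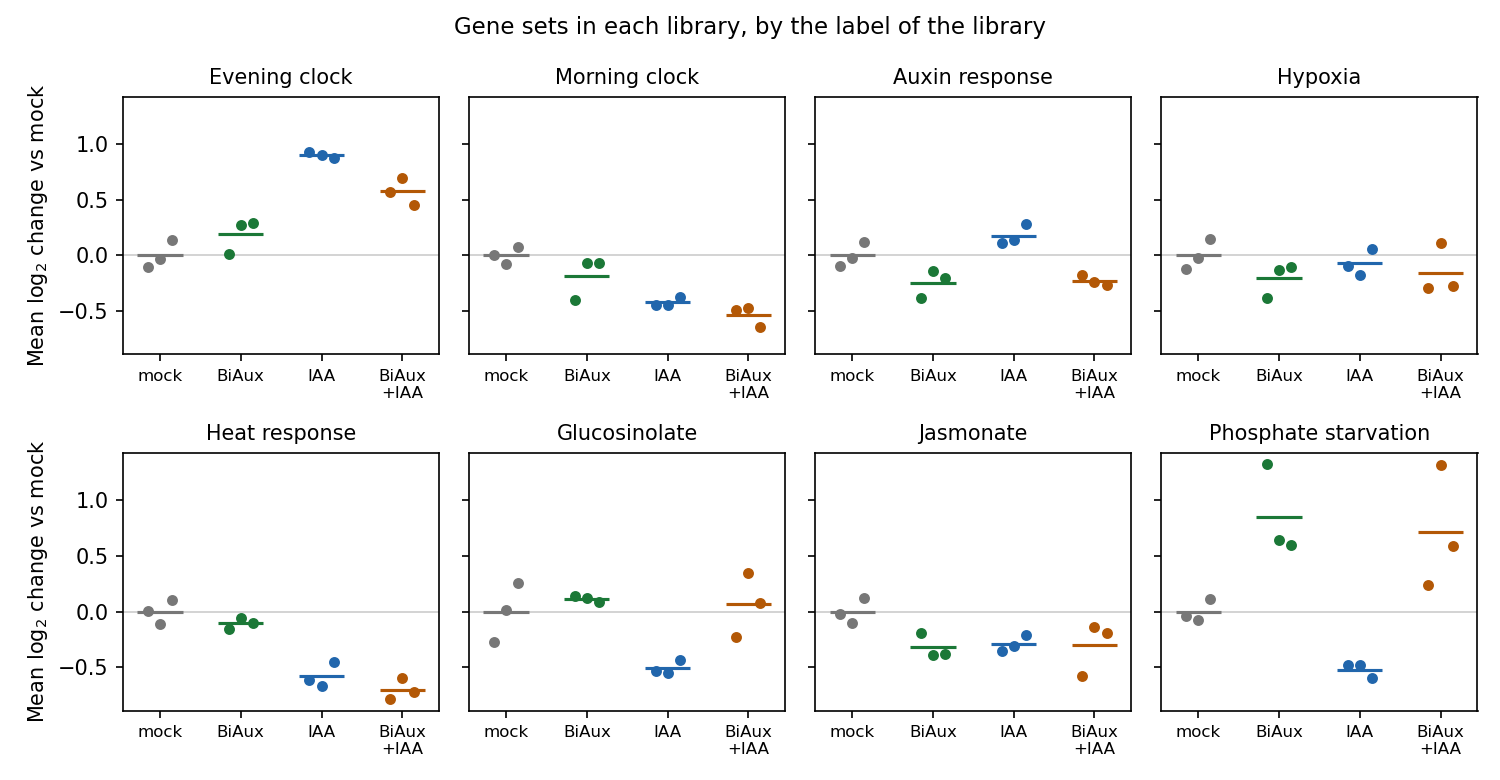
Mean change of each marker gene set relative to the mean of the mock libraries (y axis, log2) in each of the 12 libraries, grouped by label (x axis). Points are libraries and bars are group means of 3 libraries; the phosphate starvation genes average 0.85 above mock under the BiAux label and -0.52 under the IAA label.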

Next, we compared the transcript accumulation in the roots in response to the supplementation with BiAux, auxin (IAA) or both simultaneously. 

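Of the genes called against mock in the libraries labelled BiAux, 78 were not called in the same direction under either of the other labels, with 24 higher and 54 lower. Compared directly, 52 of these 78 genes (66.7%) differed between the libraries labelled BiAux and those labelled IAA at an unadjusted limma p under 0.05, and 14 did so after Benjamini-Hochberg adjustment. With the replicate block, 118 genes were found under the BiAux label alone and 63.6% of them differed between both labels. Without mock 1, the number of such genes rose to 312 and the share that differed dropped to 38.1%. In 61 of 100 relabellings of the libraries within each replicate number, the real one included, at least as many genes fell in this class. The share that differed was as large in 11 of the 100, with a median of 23.7% over the others. Which treatment these genes respond to depends on the labels, since Table S2 carries the values of the libraries labelled IAA under BiAux.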

We found that although BiAux and IAA deregulated a significant set of common genes, there was still a group of genes solely respond to the BiAux treatment (Fig. 5D). Interestingly, GO category of root development was found by analyzing the upregulated gene list form this group (Fig. 5B; Supplementary Fig. S5A), suggesting that Arabidopsis root may differentially respond to the BiAux treatment from the IAA treatment. This may explain the distinct phenotypes observed between the BiAux- and IAA-treated roots (Supplementary Fig. S3). Next, we treated Arabidopsis seedlings with BiAux plus a low amount of IAA (10 nM). This double treatment deregulated a set of genes almost similar to the one from the IAA treatment alone, but the addition of BiAux altered (increased or decreased) their expression levels (Fig. 5A; Supplementary Table S2). Furthermore, clustering analyses identified two clusters of genes (number 4 and number 8), the upregulation of which was enhanced in the BiAux + IAA treatment, compared to the level in the IAA treatment alone (Supplementary Fig. S5B). 

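Of the 636 genes called in the libraries labelled IAA against mock, 288 (45.3%) were called in the same direction in the libraries labelled BiAux+IAA, and 14 in the opposite direction. The replicate block gave 49.4%. Compared with the libraries labelled IAA, 292 genes were higher and 365 lower in those labelled BiAux+IAA, and 365 genes had an adjusted limma p under 0.05 with a log2 fold change past the same limit (301 higher, 399 lower and 493 adjusted with the replicate block, where same-numbered libraries deviated together with a mean r of 0.03). Among genes with a mean of at least 5 CPM, complete separation and an adjusted p under 0.05, the largest rises were those of PECP1 (3.76, standard error 0.45, adjusted p 0.00329), the potassium transporter gene HAK5 (AT4G13420; 2.99, standard error 0.27, adjusted p 0.000788) and SPX3 (2.80, standard error 0.39, adjusted p 0.00578). The largest falls were those of AT1G36240 (-2.60, standard error 0.16, adjusted p 4.88e-05), FMO1 (AT1G19250; -1.71, standard error 0.40, adjusted p 0.0421) and the sugar transporter gene SWEET12 (AT5G23660; -1.32, standard error 0.09, adjusted p 0.000153). Each kept its direction and an unadjusted p under 0.05 with any 1 of the 6 libraries left out. In BiAux+IAA 1, 2 and 3, PECP1 stood at 245, 1403 and 436 normalized counts. SPX3 stood at 131, 583 and 207, and HAK5 at 1102, 2750 and 1265. The sizes of these rises thus rested partly on BiAux+IAA 2. Against mock, 361 genes were higher and 722 lower in the libraries labelled BiAux+IAA (397 and 772 with the replicate block), with HAK5 (2.54, standard error 0.40, adjusted p 0.0224), AT1G75945 (1.54, standard error 0.15, adjusted p 0.00549) and CYP735A2 (AT1G67110; 1.47, standard error 0.16, adjusted p 0.00691) the largest rises by this rule and AT1G36240 (-2.97, standard error 0.18, adjusted p 0.00134) the largest fall. No choice of 3 against 3 of these libraries gives the fold changes that Table S2 lists for IAA or BiAux+IAA, with root mean square differences of at least 0.724 for IAA against mock and 0.571 for BiAux+IAA against mock.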

In both clusters, an enrichment in genes related to hormone signaling and isoprenoid biosynthesis was found, suggesting that BiAux may boost the endogenous IAA response. 

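The 250 genes that were higher in the libraries labelled IAA than in mock had a median log2 fold change of -0.27 between the libraries labelled BiAux+IAA and those labelled IAA, so that 40 of them moved further from mock and 210 moved back. The mean of these genes was 0.70, 0.72 and 0.59 above mock in IAA 1, 2 and 3, and 0.40, 0.47 and 0.29 above mock in BiAux+IAA 1, 2 and 3 (exact two-sided permutation test of the 6 libraries, p 0.1, the smallest that 3 against 3 libraries allow). The 386 genes that were lower had a median change of 0.10, with 154 moving further from mock and 232 moving back (exact permutation p 0.2). With the replicate block, the medians were -0.26 and 0.04. When genes were chosen without 1 IAA library and measured against that library, the median over the 3 ways was -0.26 for the higher genes, ranging from -0.26 to -0.11, and 0.09 for the lower genes, ranging from -0.11 to 0.10. Over 100 relabellings of the libraries within each replicate number, the real one included, the median of the others was -0.33 for the higher and 0.34 for the lower genes, so that the change back was no larger than such relabellings typically gave. The effect of BiAux with IAA was also compared with its effect without IAA as an interaction over all 12 libraries, in which 0 of 19338 genes had an adjusted limma p under 0.05, also with the replicate block. The smallest adjusted p was 0.131, and 1535 genes (7.94%) had an unadjusted p under 0.05. These values hold for the libraries as labelled. The paper's evidence is the genes called under BiAux alone, the changed levels of IAA-regulated genes in the double treatment, and gene clusters upregulated further there. From these it concludes that BiAux has targets of its own and strengthens the response of genes controlled by IAA. It proposes auxin-dependent pathways as the route. The clusters were not analysed here.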

Taken together, these results show that BiAux regulates a specific set of genes that are not controlled by IAA and, in addition, enhances the response of IAA-regulated genes, likely through activation of auxin-dependent pathways.

**Figure 5.**
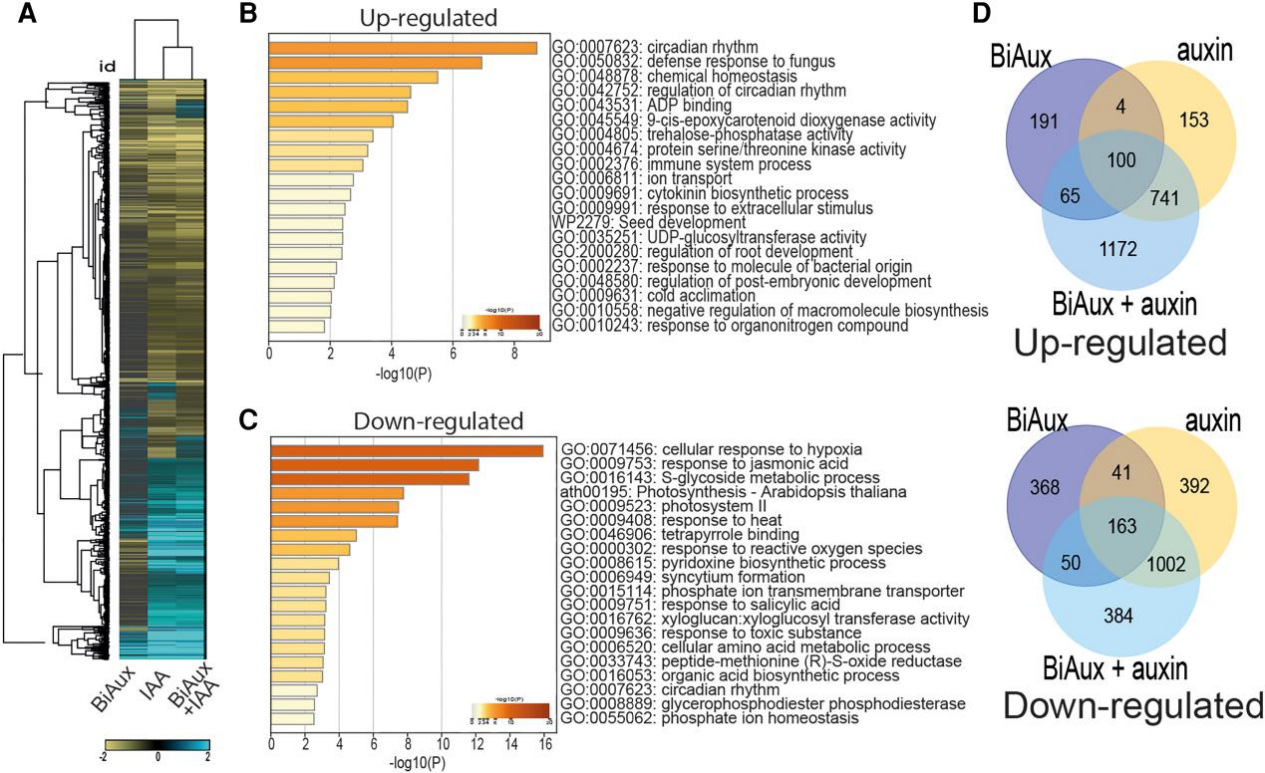
BiAux alters gene expression. **A)** Hierarchical clustering of genes deregulated by BiAux, IAA or the combination of both (IAA + BiAux). Scale bar indicates gene expression level compared with mock (log_2_). **B, C)** GO of upregulated **(B)** or downregulated **(C)** genes in Arabidopsis roots treated with mock or BiAux during 3 d. Numbers indicate the probability (log_10_ of the FDR). **D)** Venn diagrams showing the common genes between upregulated or downregulated genes in BiAux-, IAA- or BiAux + IAA-treated seedlings. Number of common genes between BiAux and IAA (both up- and downregulated) were statistically significant (binomial test, *P*-value < 0.01).

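Between the genes called in the libraries labelled BiAux and those labelled IAA, 16 were shared among the higher genes, where 1.27 are expected by chance (log2 odds ratio 4.02, one-sided Fisher's exact p 1.39e-13), and 82 among the lower genes, where 4.17 are expected (log2 odds ratio 5.32, p 2.16e-85). In addition, 17 genes higher under the BiAux label were lower under the IAA label, and 4 genes showed the reverse. With the replicate block, 20 higher and 107 lower genes were shared. Both lists were made against the same 3 mock libraries. Across genes, which are not independent replicates, the 2 sets of log2 fold changes had a correlation of 0.37. When the mock libraries were divided so that each label was compared with different ones, the correlation ranged from -0.37 to 0.29 over the 6 ways, with a median of 0.01. It was 0.02, 0.25 and 0.29 with mock 1 on the BiAux side and 0.01, -0.12 and -0.37 with mock 1 on the IAA side. The deviation shared by mock 1 and BiAux 1 thus also enters these values. Among 100 relabellings of the 12 libraries within each replicate number, the real one included, the odds ratio was at least as large in 84 for the higher and in 69 for the lower genes, so the overlap was no larger than such relabellings typically gave. The overlap of called genes was not computed with different mock libraries.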

### BiAux activity is mediated by TIR1 and AFB2

Based on the phenotype of BiAux-treated plants and the fact that BiAux contains an auxin structure, it would be possible that BiAux affects to auxin signaling by modifying the activity of the auxin receptors. To investigate this, we analyzed the response of DR5::LUC marker in wild type, *tir1*, *afb1*, *afb2*, and *afb3* mutants. We found that BiAux treatment significantly increased the number of DR5ES in wild type and the single mutants (Fig. 6, A and B). We only found a significant reduction of DR5ES number in response to BiAux treatment in the double *tir1 afb2* mutant or higher order mutants that include this combination (Fig. 6, A and B; Supplementary Fig. S6). These data indicate that TIR1 and AFB2 activities are needed for BiAux function.

**Figure 6.**
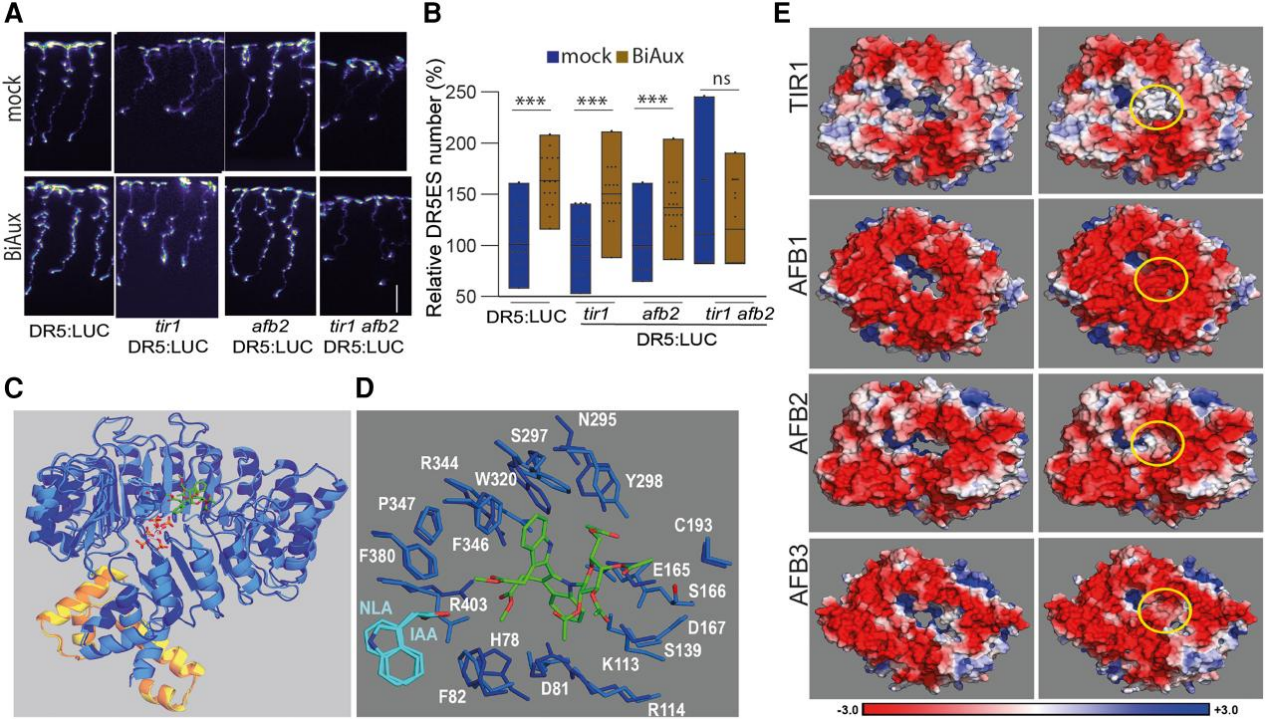
BiAux signaling requires TIR1 and AFB2. **A)** Representative pictures of luciferase signal from DR5::LUC reporter in control seedlings, *tir1*, *afb2 or* double mutant *tir1 afb2* grown for 4 d in ½MS and then transferred to fresh medium containing DMSO (mock) or 5 *µ*M of BiAux for 4 d. Scale bar = 1 cm. **B)** Relative number of DR5ES (BiAux/mock) measured in the whole roots of control and in *tir1*, *afb2*, and double *tir1/afb2*. Values represent the percentage relative to the mock average, *n* ≥ 15 (three biological replicates). Asterisks indicate significant differences by *t*-test in a genotype comparing mock and BiAux treatment. ***, *P*-value < 0.01. ns, no significant. Limits in the boxplot correspond to maximum and minimum values. Line inside of boxplot indicates the main value. **C)** Superposition of the crystal structure of the TIR1 (dark blue ribbon)–ASK1 (orange ribbon)–IP6 (sticks with carbons in white) complex (PDB id. 2P1M) and the optimized structure of the TIR1 (light blue ribbon)–ASK1 (yellow ribbon)–BiAux (sticks with carbons in green) complex. The location of auxin (sticks with carbons in cyan) and IP6 (orange and red) from the crystal structures of 2P1P (PDB id.) are also shown for reference. **D)** Binding site defined by a neighborhood of 4 Å around BiAux (sticks with carbons in green) in the superposition of crystal (sticks with carbons in dark blue) and optimized (sticks with carbons in light blue) structures displayed in **(C)**. The location of auxin (IAA) and naphthalene (NLA, naphthalen-1-yl-acetic acid) are also included for reference. **E)** PB-EP mapped onto the molecular surface of TIR1, AFB1, AFB2, and AFB3 proteins viewed from the protein side of the BiAux-binding site. Left images show the proteins in the absence of BiAux and right images show the BiAux complexes with the PB-EP mapped onto the surface of BiAux, which is marked with yellow circles. The scale bar on the bottom of this panel indicates the range of PB-EP values (in *kT*/*e* units) used in these images.

To study whether BiAux can bind to TIR1 or AFBs we used molecular modeling and docking calculations to obtain local geometries and estimate the binding energies (Supplementary Fig. S7, A and B). These docking analyses showed that BiAux bounds with low energy in the center of the TIR1-Lucine Rich Repeats solenoid, near the binding sites of IAA and IP6 molecules but far from the cAMP catalytic site (Qi et al. 2022) (Fig. 6C). We also identified a set of residues in the auxin binding site that were closer than 4 Å from BiAux (Fig. 6D). Some of these residues have been implicated in auxin and InsP6 binding (His78, Arg403) or in supporting the floor of the auxin-binding pocket being located around the InsP6 binding pocket (Lys113, Arg114) (Tan et al. 2007). Mutations affecting these residues reduced the interaction between TIR1 and Aux/IAA7 (Calderon Villalobos et al. 2012). Therefore, we hypothesized that BiAux stabilizes TIR1/AFB–Aux/IAA interaction to increase auxin perception and signaling. Based on docking models, BiAux binding generated a neutral electrostatic potential around the binding site in TIR1 and AFB2 (Fig. 6E). However, this potential was negative in the case of AFB1 or AFB3 (Fig. 6E). To analyze whether BiAux acts on other plant species, we decided to analyze its effect on tomato, and found that BiAux treatment increased root growth (Supplementary Fig. S7C), suggesting that this compound is functional in other species. By blast analyses, we found tomato sequences with high similarity to Arabidopsis TIR1 and AFB proteins (Supplementary Fig. S7D) and also structural similitudes (Supplementary Fig. S7E). Docking calculations identified a BiAux-binding site in the tomato proteins similar to the one found in Arabidopsis TIR and AFBs proteins (Supplementary Fig. S7F). Furthermore, the estimated affinity energies Δ*G* were almost identical for tomato TIR1 and slightly higher for the TIR1-like compared with the Arabidopsis proteins (−7.2, −6.9, −7.2, and −7.4 for TIR1, AFB1, AFB2, and AFB3, respectively, in Arabidopsis, and −7.3, −6.5, −6.9, and −6.9 in tomato TIR1 and TIR1-like; Supplementary Fig. S7A). Interestingly, similarly to the Arabidopsis proteins, we found that BiAux generated a neutral surface electrostatic potential in the binding site of tomato TIR1 and TIR1-like_2 while this potential is highly negative in TIR1-like_1 and TIR1-like_3 (Supplementary Fig. S7F). Taken together, these data open the possibility that BiAux might regulate the activity of auxin receptors in other plant species.

### BiAux function requires *ARF7* but not *ARF19*

As BiAux regulates LR formation, we decided to analyze the BiAux upregulated genes using the Visual LRTC tool to identify genes that could be involved in LR formation (Parizot et al. 2010). We found that a large number of BiAux upregulated genes were also induced by auxin during LR initiation (Vanneste et al. 2005) or in the whole plant (Okushima et al. 2005) (Supplementary Table S3). 

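Table S3 gives published fold changes for 246 genes, all of which are in the list of BiAux upregulated genes in Table S2. By its values, 41 of them rose more than 2-fold after 6 h of auxin in wild-type roots at p under 0.05 in the data of Vanneste and colleagues, and all 41 were tested here. In the libraries labelled BiAux, 20 of the 41 were higher than in mock, 4 were called higher and 1 lower, and their median log2 fold change was -0.01. In the libraries labelled IAA, all 41 were higher and 35 were called, with a median of 0.59, but these are the libraries whose fold changes Table S2 lists under BiAux, so the genes were selected on these values. In the libraries labelled BiAux+IAA, 36 of the 41 were higher than in mock and 15 were called, with a median of 0.41. Over all 246 genes, 230 were tested, of which 67.8% were higher than mock in the libraries labelled BiAux, compared with 37.4% of all tested genes, and 11 were called higher and 4 lower. These comparisons share the mock libraries used for selection.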

Interestingly, many of these genes were not induced, or to a lower extend, in the *arf7* mutant, while their expression in *arf19* was similar to wild-type seedlings (Supplementary Fig. S8A, Supplementary Table S3). GO analysis of these BiAux upregulated and ARF7-dependent genes showed an overrepresentation of genes related to root morphogenesis among other categories (Supplementary Fig. S8B). These data suggest that BiAux function might be mediated through *ARF7*. To corroborate this, we analyzed the expression of DR5::LUC in *arf7* and *arf19* mutants after BiAux treatment. We found that *ARF7*, but not *ARF19*, was required to increase the number of DR5ES in response to BiAux (Fig. 7, A and B). Furthermore, we found that BiAux treatment seemed to increase the expression of *ARF7*, mainly in the mature region of the root (Supplementary Fig. S8, C to E), suggesting a possible function for BiAux in the *ARF7* pathway in the LR emergence (Okushima et al. 2007).

**Figure 7.**
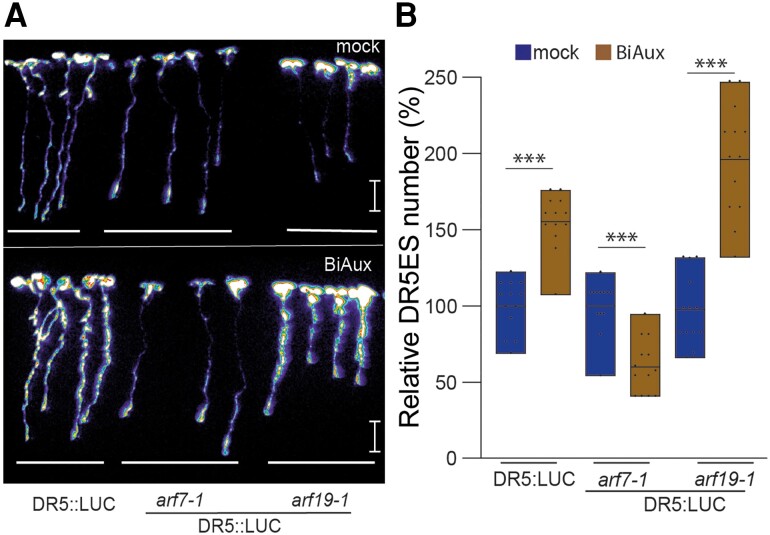
BiAux function requires *ARF7* activity. **A)** Representative pictures of luciferase signal in control seedlings, *arf7-1*, *arf19-1* grown for 4 d in ½MS and then transferred to ½MS containing DMSO (mock) or 5 *µ*M of BiAux for 4 d. Scale bar = 1 cm. **B)** Relative number of DR5ES (BiAux/mock) measured in the whole roots of control and in DR5::LUC, *arf7-1* DR5::LUC, or *arf19-1* DR5::LUC seedlings. *n* = 8 (two biological replicates). Values represent the percentage relative to the mock average. Asterisks indicate significant differences by *t*-test in a genotype comparing mock and BiAux treatment. ***, *P*-value < 0.01. Limits in the boxplot correspond to maximum and minimum values. Line inside of boxplot indicates the main value.

### BiAux regulates genes associated with root clock oscillation and FC formation

DR5::LUC expression oscillates in phase with a set of genes involved in PBS specification while *ARF7*, whose function drives PBS formation, accumulates in antiphase during the oscillations (Moreno-Risueno et al. 2010; Perianez-Rodriguez et al. 2021). Furthermore, we found a significant overlap between BiAux-regulated and in-phase expressed transcripts (Supplementary Fig. S9A), suggesting a connection between BiAux function and the root clock. It has been shown that IAA18/POTENT is required for FC specification and root clock regulation by interacting and sequestering ARF7 (Perianez-Rodriguez et al. 2021). Furthermore, *potent* mutant, an Aux/IAA domain mutant, and loss-of-function *arf7-1* mutant showed higher levels of DR5::LUC signals in the OZ and PBS number (Perianez-Rodriguez et al. 2021). The overlap between BiAux-regulated genes with *potent*- and *arf7*-regulated genes identified several common genes (Supplementary Fig. S9B). Interestingly, among these common genes, we identified *LATERAL ROOT BOUNDARY 29* (*LBD29*), which regulates cell division during LR development (Feng et al. 2012), or *PERICYCLE FACTOR TYPE-A 6* (*PFA6*), which is also involved in LR formation (Zhang et al. 2021). 

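LBD29 (AT3G58190) had 137 ± 21.5 normalized counts in the mock libraries (mean ± SD, n = 3), 106 ± 5.13 in the libraries labelled BiAux, 197 ± 4 in those labelled IAA and 125 ± 2.65 in those labelled BiAux+IAA. Its log2 fold change against mock was -0.32 under the BiAux label (standard error 0.15, limma adjusted p 1) and 0.48 under the IAA label (standard error 0.14, adjusted p 0.155), and neither passed the limit of 0.5. A pseudocount of 0.1 CPM moved the IAA value past that limit, to 0.52. With any 1 library left out, the BiAux value stayed between -0.44 and -0.24 and the IAA value between 0.36 and 0.56. With the replicate block, the unadjusted p was 0.0283 for BiAux and 0.0112 for IAA. Against the libraries labelled IAA, LBD29 was lower in those labelled BiAux+IAA (-0.59, standard error 0.10, adjusted p 0.0125). Table S2 lists the gene under BiAux against mock with the paper's reported log2 fold change of 0.53. The direction for BiAux therefore depends on which libraries carry the right label. PFA6 is not named in the gene table used here and was not analysed.

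**Figure D3:**
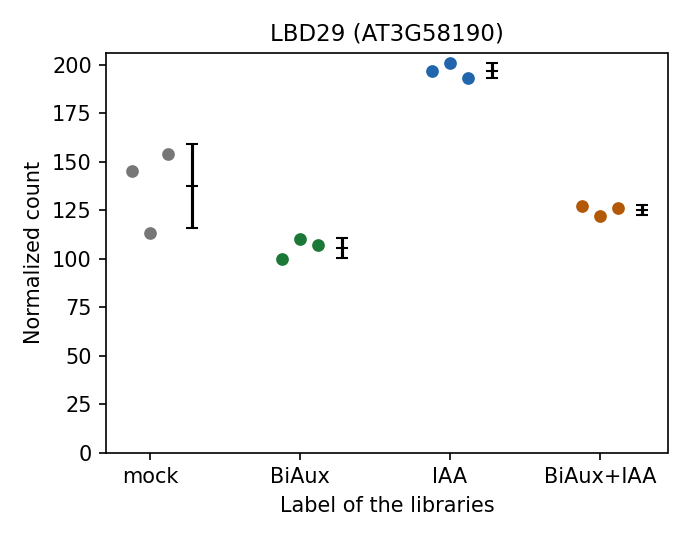
Normalized counts of LBD29 (y axis) in each of the 12 libraries, grouped by label (x axis). Points are libraries, and black bars beside them are the mean ± SD of 3 libraries, which is 106 under the BiAux label, 137 in mock and 197 under the IAA label.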

We found that BiAux treatment substantially increased the DR5::LUC signal and augmented the OZ in *potent* mutant, suggesting that the BiAux has the capacity of promoting auxin signaling in this mutant (Supplementary Fig. S9C). This would be in agreement with a role of IAA18/POTENT as a repressor of the oscillations to generate periodic responses (Perianez-Rodriguez et al. 2021).

IAA28-dependent auxin signaling regulates *GATA23* expression to specify LRFC (De Rybel et al. 2010). The *iaa28-1* mutant, which contains a mutation in the DII domain, generates a nondegradable version of the IAA28 protein (Rogg et al. 2001). We observed that both wild type and *iaa28-1* mutant increased the number of DR5ES in response to BiAux treatment (Supplementary Fig. S10, A and B), although it was significantly smaller in the mutant (2.3-fold versus 1.7-fold), suggesting that proper degradation of IAA28 is needed for BiAux function. In addition, we used the SKP2Bp::GUS marker to analyze the formation of LRFCs in the *iaa28-1* mutant roots in response to the BiAux treatment (Supplementary Fig. S10, C and D). Although *iaa28-1* mutant still responded to BiAux, the *iaa28-1* strongly reduced the number of SKP2BES compared with wild-type plants (Supplementary Fig. S10E). This data suggest that the formation of LRFCs promoted by BiAux depends on IAA28 degradation.

### BiAux regulates auxin co-receptor activity

Auxin is perceived by a co-receptor system involving the interaction between the TIR1/AFBs and Aux/IAA proteins. Thus, we decided to analyze whether BiAux affects auxin perception by using the auxin–receptor system developed in yeast (Calderon Villalobos et al. 2012) or by pull-down assays (Parry et al. 2009). We found that, opposite to auxin, BiAux alone did not promote the formation of auxin co-receptors (Supplementary Fig. S11, A to C). However, combined with IAA, BiAux increased the interaction between TIR1 and IAA1/AXR5 or IAA3/SHY2, but not between TIR1 and IAA14/SLR or Aux/IAA7 (Supplementary Fig. S11, A and B). These data indicate that BiAux might enhance the formation of specific auxin co-receptor systems.

As BiAux affects TIR1/AFBs interaction with Aux/IAA proteins, we decided to analyze if it regulates IAA18/POTENT and IAA28, two proteins involved in PBS and LR formation and their stability is regulated by auxin (Moss et al. 2015). We found that BiAux enhanced IAA18/POTENT interaction with TIR1, AFB2, and AFB1 in the yeast two hybrid (Y2H) system (Fig. 8, A and B; Supplementary Fig. S12). We also found that the addition of BiAux in combination with IAA significantly increased the interaction between IAA28 and TIR1 or AFB2, but not with AFB1 neither AFB3 (Fig. 8, C and D; Supplementary Fig. S12).

**Figure 8.**
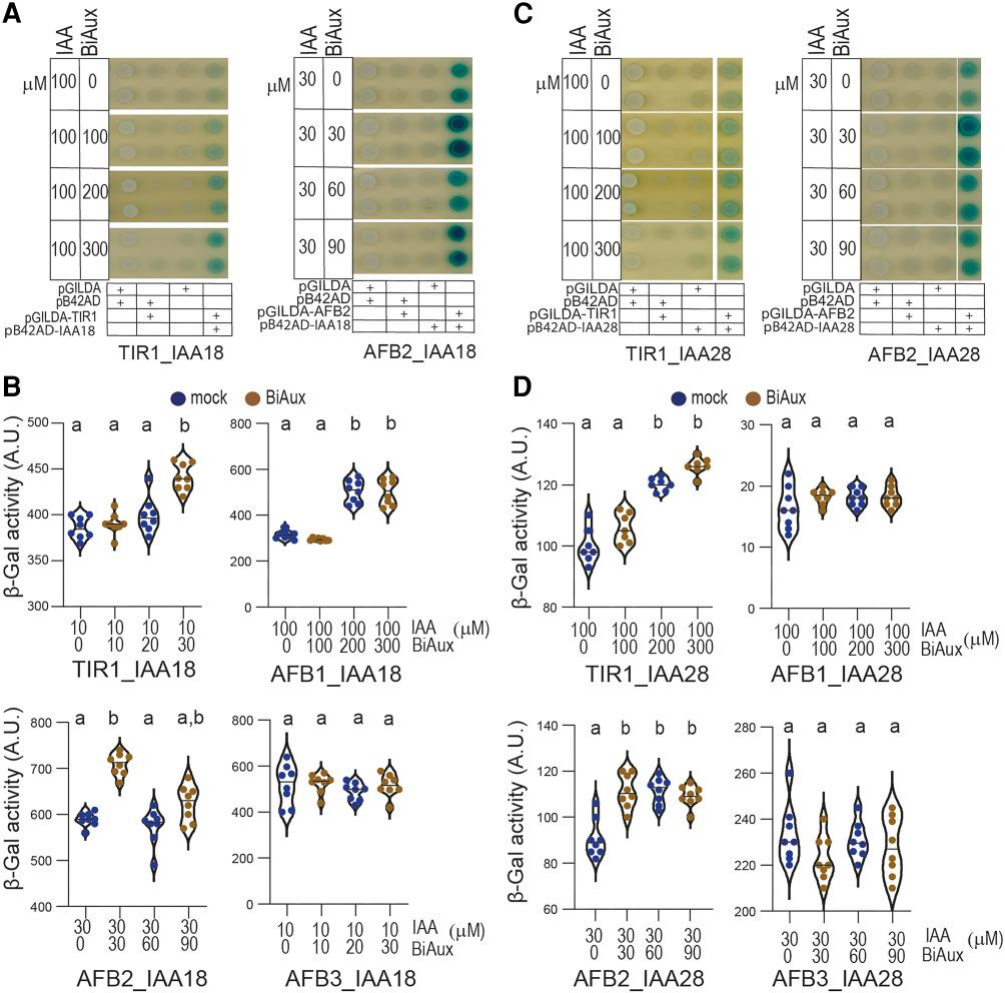
BiAux increases the interaction between TIR1/AFB2 and IAA18 or IAA28. **A)** Y2H interaction experiments between TIR1 and AFB2 with Aux/IAA18 adding different concentration of auxin (IAA) and BiAux as indicated. **B)** Quantification of β-galactosidase in arbitrary units. *n* = 12 (two biological replicates). **C)** Y2H interaction experiments between TIR1 or AFB2 with Aux/IAA28 adding different concentration of auxin and BiAux as indicated. **D)** Quantification of β-galactosidase in arbitrary units. *n* = 12 (two biological replicates). Significance was analyzed by ANOVA and Tukey HSD post-test. *P* < 0.05. Different letters indicate statistical differences.

We analyze the role of BiAux in the degradation of IAA28. Seven-day-old pHS::IAA28-VENUS seedlings were incubated with mock, BiAux, IAA or BiAux + IAA and confocal images of the root meristems were taken every 10 min (min). BiAux alone slightly increased IAA28-VENUS degradation, likely due to the presence of endogenous auxin in the root meristem, while IAA addition led to a faster degradation rate (Fig. 9, A and B). Although not significantly different, the degradation rate in BiAux + IAA-treated seedlings tended to be higher than IAA-treated (Fig. 9, A and B), suggesting that both IAA and BiAux act synergistically.

**Figure 9.**
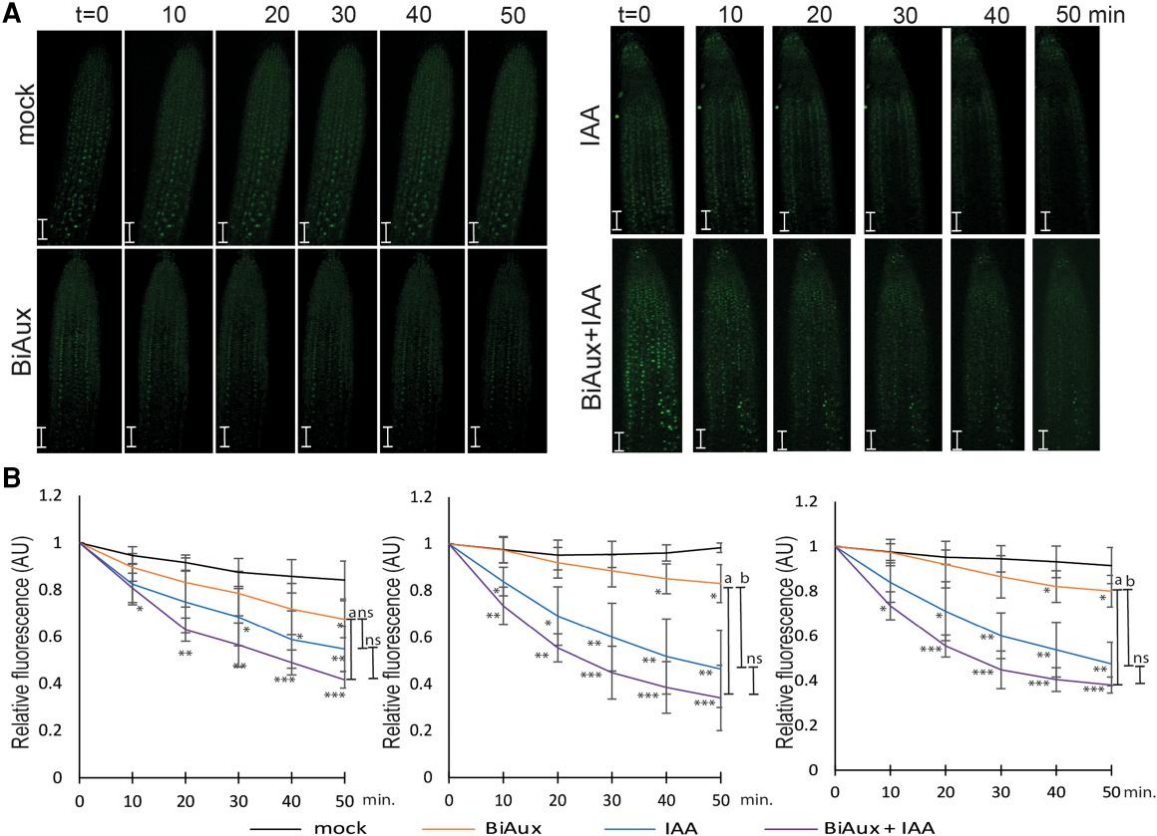
BiAux increases the degradation of IAA28. **A)** IAA28-VENUS signal in root meristem of pHS::IAA28-VENUS seedlings treated with mock (DMSO), 10 *µ*M BiAux, 1 *µ*M of IAA, or 10 *µ*M BiAux plus 1 *µ*M of IAA. Pictures were taken every 10 min. Scale bars correspond to 50 *µ*m. Note that each root is a composite figure. **B)** IAA28-VENUS signal quantification in three different experiments. Asterisks indicate statistical differences between the treatment and mock by *t*-test. *P < 0.05; **P < 0.01; ***P < 0.001. “a” indicates statistical differences between BiAux + IAA and BiAux treatments (*P* < 0.001) in at least three time points. “b” indicates statistical differences between IAA treatment and BiAux (*P* < 0.01) in at least three time points. ns indicates no statistical difference between BiAux + IAA and IAA treatments. Error bars correspond to standard deviation (Sd).

## Discussion

Auxin, an indol-based phytohormone, plays an essential role in the specification and development of LR (Xuan et al. 2015; Du and Scheres 2018). In a nontargeted metabolomic analyses we identified a compound that accumulates in illuminated roots, a condition that induces LR emergence (Silva-Navas et al. 2015). Based on the monoisotopic mass we infer a putative chemical formula that contains two methylated auxins and modified with a *N*-glucoside, we called BiAux. Modification of chemical compounds to improve their activities has been done in many works (Yao et al. 2017). Here, we reported a more effective and sustainable protocol to synthesize a reduced form of BiAux, by using lower-toxic reagents. Remarkably, treatment of Arabidopsis seedlings with BiAux increases the number of PBS and LRP and promotes the emergence of LRs in Arabidopsis plants without affecting root length. This effect indicates a specific function of BiAux in LR formation, one of the multiple auxin-regulated processes.

In nature, most of the IAA is presented in conjugated forms, which are usually classified based on the distinct linked formed via the carboxy group into ester or amide-type conjugates (Casanova-Sáez et al. 2021). In addition, the indole ring of IAA undergoes modifications such as *O*- and *N*-glycosylation (Kai et al. 2007). Many works have reported IAA-conjugates forms, although very few containing an active *N_1_*-β-D-glucopyranosyl-1-*H*-indole-3-acetic acid (IAA-*N*-Glc) modification (Kai et al. 2007; Teichert et al. 2008). However, the identification of such conjugates in plant extracts suggests that *N*-glucosylation of indole can be the common metabolic pathway of IAA in plants (Kai et al. 2007). In the last years, the bisindole natural products, which consist of two monomeric indole units, are gaining interest because of their function as antitumoral molecules (Andreani et al. 2008). Furthermore, there are several examples where bisindoles compounds show higher biological activity than their corresponding monomeric units (Ryan and Drennan 2009; Pandey et al. 2021).

Auxin perception involves the formation of TIR1/AFBs-Aux/IAA co-receptors. Auxin binds to the F-box TIR1/AFBs proteins to stabilize their interaction with Aux/IAA repressors. This stabilization facilitates Aux/IAA ubiquitylation and subsequent degradation (Pierre-Jerome et al. 2013; Salehin et al. 2015). The Arabidopsis genome contains 6 TIR1/AFBs and 29 Aux/IAA proteins, so their combination can generate a large number of co-receptors to control the different auxin responses. Thus to fully understand how auxin regulates multiple processes in planta, we need to identify the mechanisms that control the interaction between the different TIR1/AFBs and Aux/IAA proteins. To explain this control, several possibilities have been proposed, such as common spatial-temporal expression of both co-receptors proteins (or cell-type specific co-expression), intracellular auxin levels (accumulation, conjugation, or transport), or protein modification (Wang and Estelle 2014). To explore the role of auxin levels into this intriguing combinatorial question, an elegant heterologous interaction system based on a Y2H and different auxin concentrations in medium was designed. Using this system, it was shown that the formation of different co-receptors involving TIR1 and Aux/IAA proteins requires a wide range of auxin concentration, suggesting different affinities (Calderon Villalobos et al. 2012). Here, we provide strong evidences that BiAux enhances the interaction between TIR1 or AFB2 with specific members of the Aux/IAA family that are involved in LR formation, conferring, therefore, specificity to auxin signaling during these developmental processes.

In Arabidopsis, regular oscillations of gene expression regulated by the root clock, both in phase or antiphase with the auxin marker DR5::LUC, and fluctuation of the levels of derived auxin from LR cap controls the specification of FC (Moreno-Risueno et al. 2010; Kircher and Schopfer 2018; Xuan et al. 2020). Our data show that BiAux enhances PBS formation by altering the root clock. BiAux treatment increased the amplitude of the DR5::LUC signal without substantially perturbing the frequency, and leading to the formation of more than one PBS/oscillation that were normally in the close vicinity (Fig. 3 A). Interestingly, some PBS loss DR5::LUC expression in the WT, suggesting that they will not develop LRs later. This is in agreement with the idea that several PBS might enter in a dormant stage (Manzano et al. 2012) acting as “PBS reservoirs”. Later, if the environmental conditions (stress, nutritional status, etc.) required more LRs, these dormant PBS could be re-activated to form LRs. The process involves the degradation of Aux/IAA repressors and the activity of *ARF7*, a member of the ARF family involved in PBS formation (Moreno-Risueno et al. 2010) and LR initiation (Okushima et al. 2007). The GATA23–Aux/IAA28 module also controls FC specification (De Rybel et al. 2010). Aux/IAA proteins interact with ARF to repress their transcriptional activity and, to release this repression, Aux/IAA proteins are targeted for degradation in an auxin-dependent manner through the SCF–TIR1/AFB complexes. Structural data demonstrate that auxin binds to TIR1/AFBs to increase the Aux/IAA interaction surface and to stabilize the interaction (Tan et al. 2007). Several gain-of-function mutations affecting *Aux/IAA* genes generated dominant negative mutants that, among other effects, reduced the number of LR. One of these mutant, *iaa28-1*, develops fewer LR that WT seedlings and addition of exogenous IAA or IBA slightly increases the number of LR, indicating that Aux/IAA28 transduces the auxin signaling to form LR (Rogg et al. 2001). In our case, BiAux enhances the TIR1/AFB2 interaction with Aux/IAA28 and enhances its degradation. However, BiAux does not completely overcome the reduction of LR formation in the gain-of-function *iaa28-1* mutant, suggesting that the proper degradation of Aux/IAA28 is indeed required for BiAux function.

*ARF7* accumulates in antiphase during the oscillating gene expression that corresponds with FC specification (Moreno-Risueno et al. 2010). *ARF7* loss-of-function blocks DR5::LUC oscillations (Perianez-Rodriguez et al. 2021), indicating that its function is required for specification of prebranching sites. Interestingly, BiAux regulates a significantly higher number of genes expressed in phase than in antiphase, suggesting that this compound affects the oscillation process. Furthermore, BiAux increases *ARF7* expression in the mature zone, where *ARF7* is required to activate the emergence of the LRP (Okushima et al. 2007). ARF7 activity is negatively controlled by Aux/IAA repressors. One of them, IAA18/POTENT, acts as regulator of the clock oscillations since a dominant mutation that prevent the degradation of IAA18/POTENT protein leads to the formation of massive PBS priming (Perianez-Rodriguez et al. 2021). Interestingly, BiAux treatment of *potent* mutant substantially increases the DR5::LUC expression in the OZ, suggesting a connection between BiAux and IAA18/POTENT signaling. Our analyses do not show active degradation of IAA18/POTENT in roots upon BiAux, although further experiments need to be done to clarify this point.

In the last decade, chemical designed has developed auxin agonist and antagonist to investigate auxin-regulated processes. However, many of these compounds bind in the auxin binding pocket, altering the accessibility of endogenous auxins (Ma et al. 2017). Here, we show that BiAux alone does not allow TIR1–Aux/IAA interaction, but in contrast, it enhances such interaction in presence of auxin. Docking analyses show that BiAux binds to TIR1 in a different site than IAA, becoming an allosteric regulator of auxin signaling. Genetic studies corroborate that BiAux function is dependent on TIR1 and AFB2 activities, but not on AFB1 or AFB3. Furthermore, BiAux increases the interaction between TIR1 or AFB2 with Aux/IAA28 and, to a lesser extent, with IAA18/POTENT. These data, together with the fact that BiAux enhances the interaction of specific Aux/IAA, suggest that BiAux might provide certain specificity to form TIR1/AFBs–Aux/IAA co-receptor systems.

In conclusion, our data support that BiAux acts as positive allosteric regulator of TIR1/AFB2, promoting their interaction with Aux/IAA28 and IAA18/POTENT. Based on our data, we proposed that BiAux promotes FC specification and LR formation by enhancing the auxin-dependent degradation of IAA28 by TIR1 and AFB2. In addition, BiAux might also increase the level of *ARF7* in the differentiation zone to promote the emergence of LR. However, there are several questions that need to be answered: Is BiAux metabolized into the root cells to render a different compound responsible for the PBS and LRs formation? what is the exact glucoside that is attached to the indol? Is really BiAux produced in roots cells? and if yes, what are the enzymes involved? Nevertheless, independently of these questions, our data clearly show that BiAux is able to specifically induce PBS formation, FC activation and LR emergence in Arabidopsis and can be used to better understand these processes in plants. In addition, we show that BiAux increases the number of root meristematic cells that will transit through the OZ. In the other hand, in combination with IAA, BiAux regulates components of the root clock (IAA18 and ARF7). Thus, it is possible that the higher number of cells transiting the OZ, combined with the modulation of the oscillation amplitude, promote the formation of PBS. It would be interesting to include BiAux in the different models that consider cell proliferation, auxin pulses, and root clock (Perianez-Rodriguez et al. 2021; van den Berg et al. 2021).

## Materials and methods

### Plant material

In this work, we used *A. thaliana* (Arabidopsis) accessions plants (ecotype Columbia (Col-0) and Wassilewskija (Ws)). SKP2Bp::GUS expression sites (SKP2BES) in roots (Manzano et al. 2012) was used as a marker for FC and LRP in all stages. The DR5::LUC reporter line was used to monitor the oscillations leading to PBS specification by the root clock in the OZ (Moreno-Risueno et al. 2010). This line was also used to quantify the total number of DR5ES, representing all the DR5::LUC sites along the root and gathers PBS and LRP that express DR5::LUC. The Arabidopsis mutants used were *slr1* (Fukaki et al. 2002), *axr1-12* (Lincoln et al. 1990), *tir1-1*, *afb1-3 afb2-3 afb3-4* (Parry et al. 2009), and their combination generated by cross and selection of the progeny through genotyping by PCR, *iaa28* (Rogg et al. 2001), *arf7* (SALK_040394), and *arf19* (SALK_009879), which were crossed with DR5::LUC and *iaa18/potent* (Perianez-Rodriguez et al. 2021). DR5::LUC reporter or SKP2Bp::GUS were introgressed as indicated in mutant backgrounds by cross and the progeny genotyped by PCR to obtain homozygous stable alleles. To avoid additional stresses generated by light illumination, Arabidopsis seedlings were grown in the D-Root system (Silva-Navas et al. 2015; González-García et al. 2022) to maintain the root system in darkness, unless otherwise indicated.

### Generation of IAA28-VENUS lines and IAA28-VENUS degradation

To generate the pHS::IAA28-VENUS-NLS transgenic lines, we used the plasmid provided by Dra. J. Nemhauser (Moss et al. 2015). We isolated 12 different lines and isolated T3 containing only one insertion. IAA28-VENUS expression was induced by cultivating 7-d-old seedlings at 37 °C in darkness for 2 h. Afterwards, they were mounted on glass slides and covered with a HybriWell sealing system cover (Sigma GBL611202). This sealing cover was filled with 200 *µ*L of half-strength MS (½MS) containing mock (DMSO), 10 *µ*M BiAux, 1 *µ*M of IAA, or 10 *µ*M BiAux plus 1 *µ*M of IAA. Stack confocal images were taken every 5 min in an automatized mode using the Leica SP8 microscope in a quantum mode (scale 15/255). The Argon laser was utilized at an intensity of 19.84%, and 488 nm was employed for excitation, with the intensity set to 63%. The collection bandwidth for the HYD channel was adjusted to range between 500 and 545 nm. Additionally, no gain or offset values were selected; both remained at zero. Quantification of the IAA28-VENUS level in the root meristems were done using the LasX software using the maximum protection of all stacks. All values were relativized to the value at time 0 for each treatment. We carried out three independent experiment and analyzed three root meristems in each experiment.

### UHPLC/ESI–QTOF–MS

The root samples as well as the synthesized BiAux were analyzed using ultra-high performance liquid chromatography with electrospray ionization, couple to quadrupole-time-of-flight-mass spectrometry (UHPLC/ESI–QTOF–MS). Briefly, 500 *μ*L of methanol was added to grounded root samples. The mixture was vortexed for 2 min, sonicated for 5 min, and centrifuged at 10,000 *× g* for 10 min at 4 °C. The supernatant was liophylizated and then resuspended in 300 *μ*L of methanol, vortexed for 2 min, sonicated for 5 min, and centrifuged at 10,000 *× g* for 10 min at 4 °C. The supernatant was transferred to a Chromacol vial (Thermo Fisher Scientific, Madrid, Spain) for LC–MS analysis. The procedure was performed in duplicate. The samples were analyzed on a 1,290 Infinity series UHPLC system equipped with an electrospray ionization source (ESI) with Jet Stream technology coupled to a 6,545 iFunnel QTOF-MS system (Agilent Technologies, Waldbronn, Germany). The separation was performed in the reverse phase column Zorbax Eclipse XDB-C18 4.6 × 50 mm, 1.8 *µ*m (Agilent Technologies), being maintained at 40 °C. The flow rate was 0.5 mL/min with a mobile phase consisting of solvent A: 0.1% (v/v) formic acid, and solvent B: methanol. The elution was carried out in gradient mode and included 2% B (0 to 6 min), 2% to 50% B (6 to 10 min), 50% to 95% B (11 to 18 min), 95% B for 2 min (18 to 20 min), and returned to starting conditions 2% B in 1 min (20 to 21 min) to finally keep the re-equilibration with a total analysis time of 25 min. The flow rate was 0.5 mL/min, and the injection volume was 2 *μ*L. Detector was operated in full scan mode (*m/z* 50 to 1,500), at a scan rate of 1 scan/s both in positive and negative ESI modes. Accurate mass measurement was assured through an automated calibrator delivery system that continuously introduced a reference solution, containing masses of *m/z* 121.0509 (protonated purine) and *m/z* 922.0098 (protonated HP-921) in positive ESI mode; whereas *m/z* 119.0363 (proton abstracted purine) and *m/z* 966.0007 (formate adduct of HP-921) in negative ESI mode. The capillary voltage was ±4,000 V for negative and positive ionization modes. The source temperature was 225 °C. The nebulizer and gas flow rate were 35 psig and 11 L/min, respectively, fragmentor voltage to 175 V, and a radiofrequency voltage in the octopole (OCT RF Vpp) of 750 V. The Mass Hunter Workstation Software LC/MS Data Acquisition Version B.07.00 (Agilent Technologies) was used for control and data acquisition. LC–QTOF–MS data processing was performed in MassHunter Qualitative Analysis (Agilent Technologies) Software version B.08.00.

### BiAux characterization

From previous studies, we focused mainly on an unknown compound detected in a LC–MS analysis and found to significantly increase its level in illuminated roots (Silva-Navas et al. 2019). The only data extracted from the analysis of this compound was the protonated ion peak at *m/z* 707.2451 as deprotonated ion. A search was done using ChemCal software (https://www.chemcalc.org/) using the following parameters: mass: 707.2451; accuracy: 10; range: C0 to 50 H0 to 50 N0 to 10 O0 to 20; ionization: H^−^; unsaturation filter: 0 to 20. Afterwards, ChemSpider database (http://www.chemspider.com/Search.aspx) was used to obtain candidate structures for a target molecular formula.

### BiAux synthesis

BiAux compound was synthesized as described in Supplementary Fig. S1A and Materials and methods.

### Root morphological analyses

Seedlings were grown in ½MS medium during the indicated days containing the amount of IAA, BiAux as indicated. Seedlings were cultivated with the roots in presence of light or in darkness using the D-Root device (Silva-Navas et al. 2015). Afterwards, they were scanned to high resolution with an Epson 600V scanner and root length were quantified using Fiji software. To quantified LRP, wild type of mutant crossed with SKP2Bp::GUS seedlings were stained for GUS activity as described by Silva-Navas et al. (2019) and LRP-GUS stained were quantified in a stereomicroscope Leica Z9.

### Luciferase imaging and expression analysis

DR5::LUC line in wild type or mutant backgrounds were cultivated in ½MS medium containing different concentration of auxin or BiAux. After the specified days of incubation, plates containing seedlings were sprayed with 1 mL of 2.5 mM potassium luciferine (Gold Biotechnology, St. Louis, Mo., Goldbio.com, cat. no: LUCK-1). Luminescence was acquired using a NightOwl II (Berthold), or a Flumazone (Leica M205FA adapted with Hamamatsu EMCCD × 2 camera). Expression was measured by selecting the region of interest and quantifying the analog–digital units per pixel using the MetaMorph Image Analysis Software. The intensity profile along the roots was measured with MetaMorph Image Analysis Software. The luciferase measurements were referred to as the percent change with respect to its own control. The number of DR5ES with high expression relative to the adjacent regions along the primary root was used to approximately reflect PBS spacing. The values were represented as relative (percentage) to the number of DR5ES in the control, by dividing each value by the mean of the control plant treated with mock.

For time lapse experiment, DR5::LUC seedlings were grown in ½MS for 4 d and then they were transferred to fresh medium containing either mock (DMSO) or 5 *µ*M of BiAux for two more days. Afterwards, roots we transfer to fresh plates containing mock or BiAux and a time lapse record was made for vertical root growth during 24 h. A video clip was composed using images that were taken every 20 min with the flumazone camera and recorded with the MetaMorph software. To create the kymograph a line was drawn from the upper part of the OZ at time 0 until the end of the root at time 24 h (this line reflects the growth over 24 h). Subsequently, the Kymograph tool was selected and a line width of 5 was used for the previously generated line.

To profile expression of ARF7, the maxima intensity along the root of pARF7::LUC treated with mock or BiAux was analyzed with the Linescan tool. A line was draw along the root (middle section) in the growth zone from the meristem to about 3 cm shootward.

### Docking and molecular structures

The 3D geometry of BiAux was modeled and optimized with Chimera 1.13. For the TIR1–ASK1 complex, we used its crystal structure in the PDB id. 2P1M in our analyses. Since AFB1, AFB2, or AFB3 proteins have no experimental structures available, we modeled them from their amino acid sequences using the “User Template Mode” of the Swiss-Model service and giving the crystal structure of TIR1 in 2P1M as template. The 3D models of AFB1 and AFB3 had coverages of 98% and 97%, respectively, and Global Quality Model Estimator (GMQE) scores of 0.83 and 0.81, respectively. This score is defined in a (0.0 to 1.0) scale with higher values indicating 3D models of higher quality.

The geometries of BiAux bound to TIR1, AFB1, and AFB3 were obtained by means of protein–ligand docking calculations performed with AutoDock Vina, selecting the best solutions (i.e. those having the lowest protein–ligand affinity Δ*G* computed by Vina). Since docking methods include ligand flexibility but keep the protein fixed, we explored the conformational flexibility of the TIR1–ASK1–BiAux complex by optimizing its complete structure. To this end, we immersed the docking complex in water setting a periodic solvation box with 15 Å spacing in all dimensions and Na^+^ and Cl^−^ ions added to counter total charge and set 0.150 M salt concentration. The optimization was achieved through 5,000 minimization steps with the conjugate-gradient algorithm implemented in NAMD. As shown in Fig. 6, the optimized geometry of TIR1 and ASK1 proteins in the complex with BiAux, including the conformations of residue side chains in the binding site, are in very close agreement with the geometries of both backbone and side chains of TIR1 and ASK1 in the complex with IP6 in the crystal structure 2P1M. Therefore, we did not consider necessary to optimize the structures of the BiAux complexes with AFB1 and AFB3 proteins. All the molecular graphics were prepared and rendered with PyMOL 2.3.2.

### Electrostatic potentials

Poisson–Boltzmann electrostatic potentials (PB-EPs) were obtained by solving numerically the nonlinear PB equation with the APBS 1.5 program using the input interface implemented as a plug-in in PyMOL 2.3.2. These APBS calculations were performed in sequential-focusing multigrid mode with dielectric constants 4 for proteins and 78.54 for water at 0.150 M NaCl concentration. 3D grids defined by 193^3^ = 7,189,057 points for proteins and protein–ligand complexes were employed in the multigrid APBS calculations. PB-EPs were mapped onto the molecular surfaces and are given in *kT*/*e* units, *k* being the Boltzmann´s constant, *T* is the absolute temperature = 298 K, and *e*, the unit electron´s charge.

### Transcriptomic analyses

Wild type and *tir1-1* Arabidopsis seedling were grown in ½MS for 4 d and then they were transferred to fresh medium containing mock, 5 *µ*M of BiAux, 10 nM of IAA or 5 *µ*M of BiAux plus 10 nM of IAA for three more days. Afterwards, roots were harvested, and RNA extracted using the RNeasy kit (Qiagen) following manufacturer's instructions. RNAseq analyses (100 PE) were carried out by BGI company obtaining 30 M of reads/library (quality 96% as average). Library construction and RNA sequencing were performed by Beijing Genomics Institute (BGI-Shenzhen, Shenzhen, China). About 20 *µ*g of total RNA was subject to poly(A^+^) RNA isolation by oligo-dT chromatography, followed by RNA fragmentation. Fragmented RNAs were converted into double-stranded cDNA using random-hexamer primers followed by end repair, 3′ end adenylation and adapter ligation. cDNA fragments were selected by agarose gel extraction and enriched by PCR amplification. The library was loaded onto an Illumina HiSeq 2000 instrument for pair-end sequencing. The average read length of 100 bp was generated as raw data.

Prior to assembly, FastQC (Andrews 2010) (v0.11.9) was used to obtain information about the quality of the sequencing data. This information was used for the initial filtering of sequences by Trimmomatic (v0.36) (Bolger et al. 2014). For each sample, RNA-seq raw reads (pair-end, 100 bp) were trimmed to remove the potential Illumina adaptor contamination and conduct read trimming and clipping of the low-quality bases. The remaining reads were aligned to the *A. thaliana* (TAIR10 genome reference) using the Araport11 annotation (Cheng et al. 2017) by STAR aligner (v2.5.3a) (Dobin et al. 2013). Based on the RNA-seq mapped reads and the Araport11 annotation, HTSeq (v1.99.2) (Anders and Huber 2010) with the intersection “union” option was employed to generate the read counts per gene. Normalization and statistical analyses of differential gene expression was conducted with EdgR Bioconductor package in R (Anders and Huber 2010; Love et al. 2014). A multiple-test corrected *P*-value (Benjamini and Hochberg 1995) of 0.05 was employed. Differential expression analysis was calculated with EdgR and differentially expressed genes were considered for those genes that showed a *P-*value < 0.05 and a fold-change log_2_ > 0. 5 or <−0.5.

Venn diagrams were generated with the interactive Venn tool (http://www.interactivenn.net/). GO categorization was generated with metascape tool (https://metascape.org/) (Zhou et al. 2019), using the following custom enrichment parameters: (i) minimum overlap = 3; (ii) *P*-value cutoff = 0.05; (iii) minimum enrichment = 1.5.

### Y2H assays

TIR1, AFB1, AFB2, and AFB3 coding regions were cloned in the into the Y2H bait vector pGILDA vector. IAA1, IAA3, IAA7, IAA14, IAA18 (POTENT), and IAA28 were cloned in the pB42AD (Clontech) (Calderon Villalobos et al. 2012). Transformation and interaction were analyzed as described by Prigge et al. (2010). Homogenous colonies were spotted on SD-galactose/raffinose inducing medium containing—Ura/–His/–Trp drop out supplement, 80 *µ*g/mL X-Gal, and IAA or BiAux in the indicated concentration. Plates were incubated for 3 d at 30 °C and β-galactosidase staining reported the IAA-dependent protein–protein interaction. Plates were scanned in RGB-color and blue intensity of the colonies was quantified using the measurement tool within Fiji. First, we quantified the blue in mock and BiAux colonies, which were no-statistically different. Then, the average of blue from these colonies was subtracted from the values of those spots in the IAA or IAA + BiAux treatments.

### GO and statistical analyses

GO was done using the Metascape tool (https://metascape.org/gp/index.html#/main/step1). The analyses were done using the following parameters: minimum overlapping of 3, *P*-value cutoff of 0.05, and a minimum enrichment of 1.5. Statistical calculations were performed using PRISM8.1 (GraphPad, San Diego, CA, USA). Comparisons between two groups were performed with Student *t*-test, while multigroup comparisons were performed using one-way analysis of variance (ANOVA), followed by Turkey's test. The *P*-values of <0.05 were considered statistically significant and indicated by different letters.

To compare common expression of genes (Venn diagram) we used the interacting Venn web (http://www.interactivenn.net/) and significance of gene overlapping was analyzed by a Binomial test (*α* = 0.005 and *P*-value < 0.05).

### Accession numbers

RNA-seq data are deposited in the GEO Data Bank (GSE234606). Sequence data from this article can be found in the GenBank/EMBL data libraries under accession numbers: TIR1, 825473; AFB1, 828045; AFB2, 822296; AFB3, 837838; ARF7, 100191131; ARF19, 838505; IAA18/POTENT, 841623; IAA28, 832658; IAA3/SHY2, 839570; IAA1/AXR5, 827103; IAA7/AXR2, 821879, IAA14/SLR, 827102.

## Supplementary Material

kiae090_Supplementary_Data

## Data Availability

The data that support the findings of this study are available on request from the corresponding author, J.C.P. RNA-seq data are deposited in the GEO Data Bank (GSE234606).

# Supplementary material for: Synthetically derived BiAux modulates auxin co-receptor activity to stimulate lateral root formation
**Source:** Plant Physiol. 2024 Feb 20;195(2):1694–711. doi: 10.1093/plphys/kiae090
**Supplement:** kiae090_Supplementary_Data

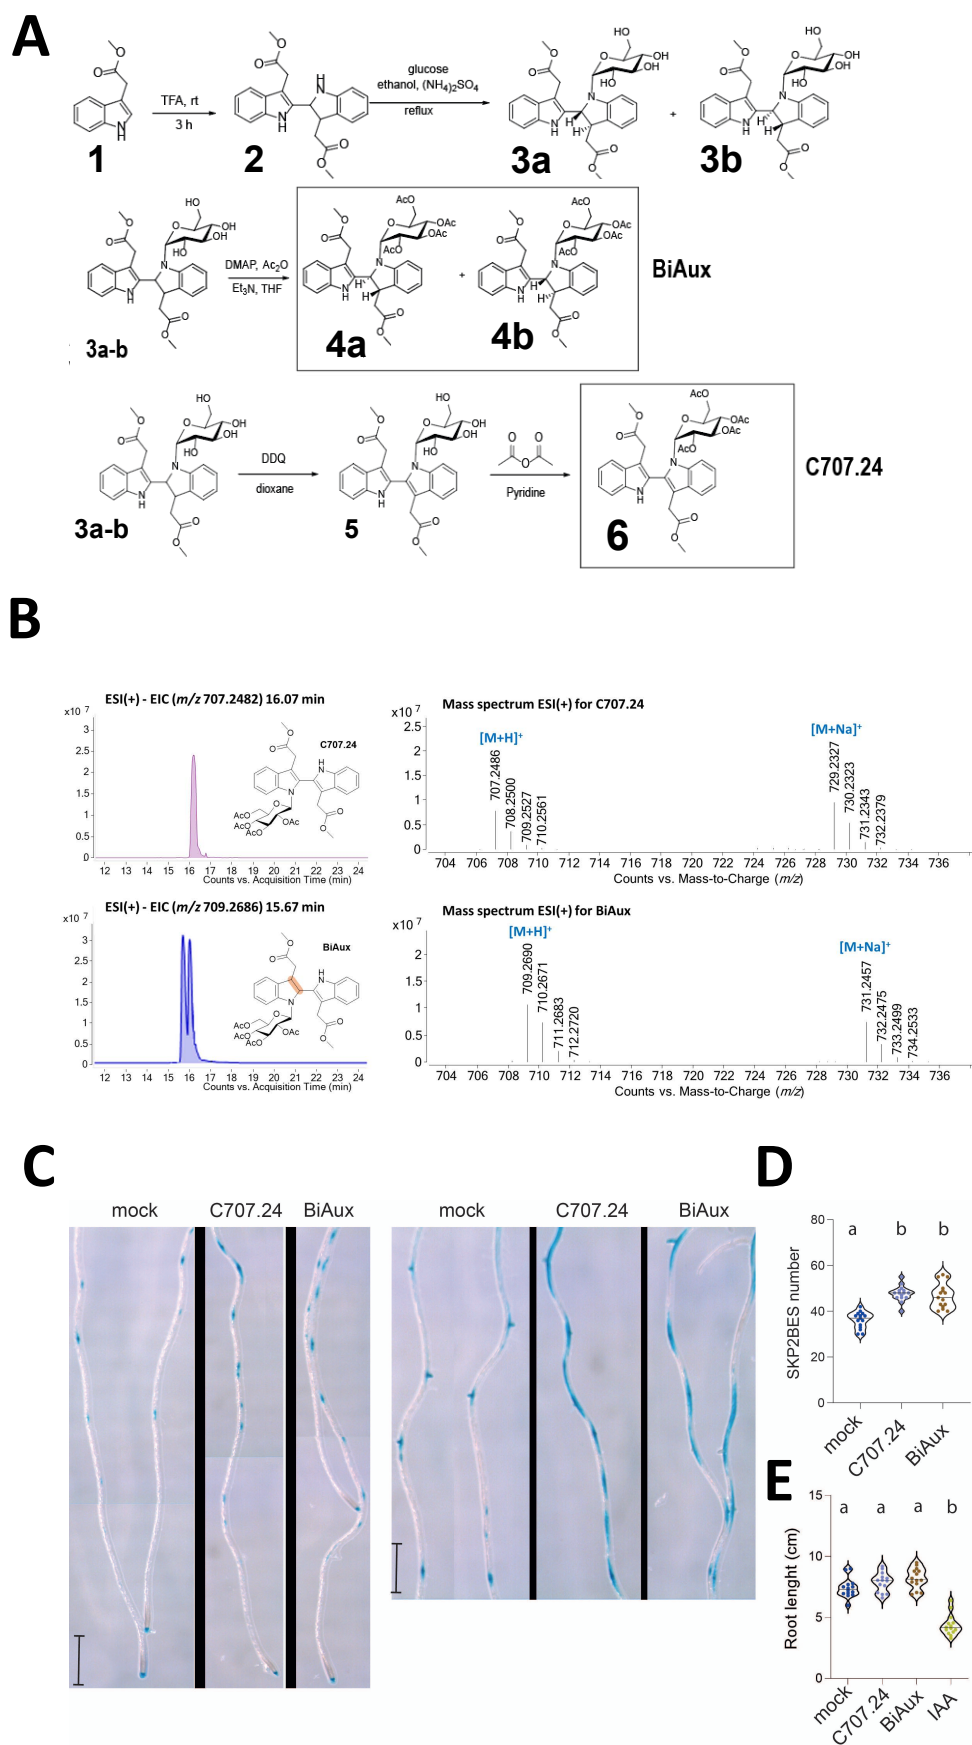

**Supplemental Fig S1. LC-ESI-MS analysis of synthesized BiAux.** **A)** Schematic procedure for the synthesis process of BiAux and C707.24 compound (for details see supplemental methods). **B)** Extracted ion chromatograms (EIC), in positive ionization mode, obtained from LC-ESI-QTOF-MS analysis and their corresponding mass spectra for the chemically synthesized BiAux or C707.24. EIC for BiAux of  $m/z$  709.2686 yielded two isomeric peaks at 15.67 and 16 min that correspond to the diastereoisomers BiAux synthesized. Orange ellipse labels the reduced form in position C2 and C3. EIC for C707.24 of  $m/z$  707.2488. **C)** GUS stained roots of SKP2Bp::GUS seedlings grown for 8 days in the medium containing mock (DMSO) or 5  $\mu$ M of BiAux or 5  $\mu$ M of C707.24. Representative pictures of the root tip (left) or a middle region of the roots were taken. Scale bars correspond to 0.5 cm. Note that some of the root images shown are composite figures made of multiple images. **D)** Quantification of the number of lateral root primordia (LRP), counted as positive GUS-stained spots. **E)** Root length of SKP2Bp::GUS seedlings germinated for 4 days in 1/2MS medium and then transferred to fresh medium containing DMSO (mock), 5  $\mu$ M of BiAux, 5  $\mu$ M of C707.24 or 0.5  $\mu$ M of IAA for 4 extra days. Significance was analyzed by ANOVA and Tukey

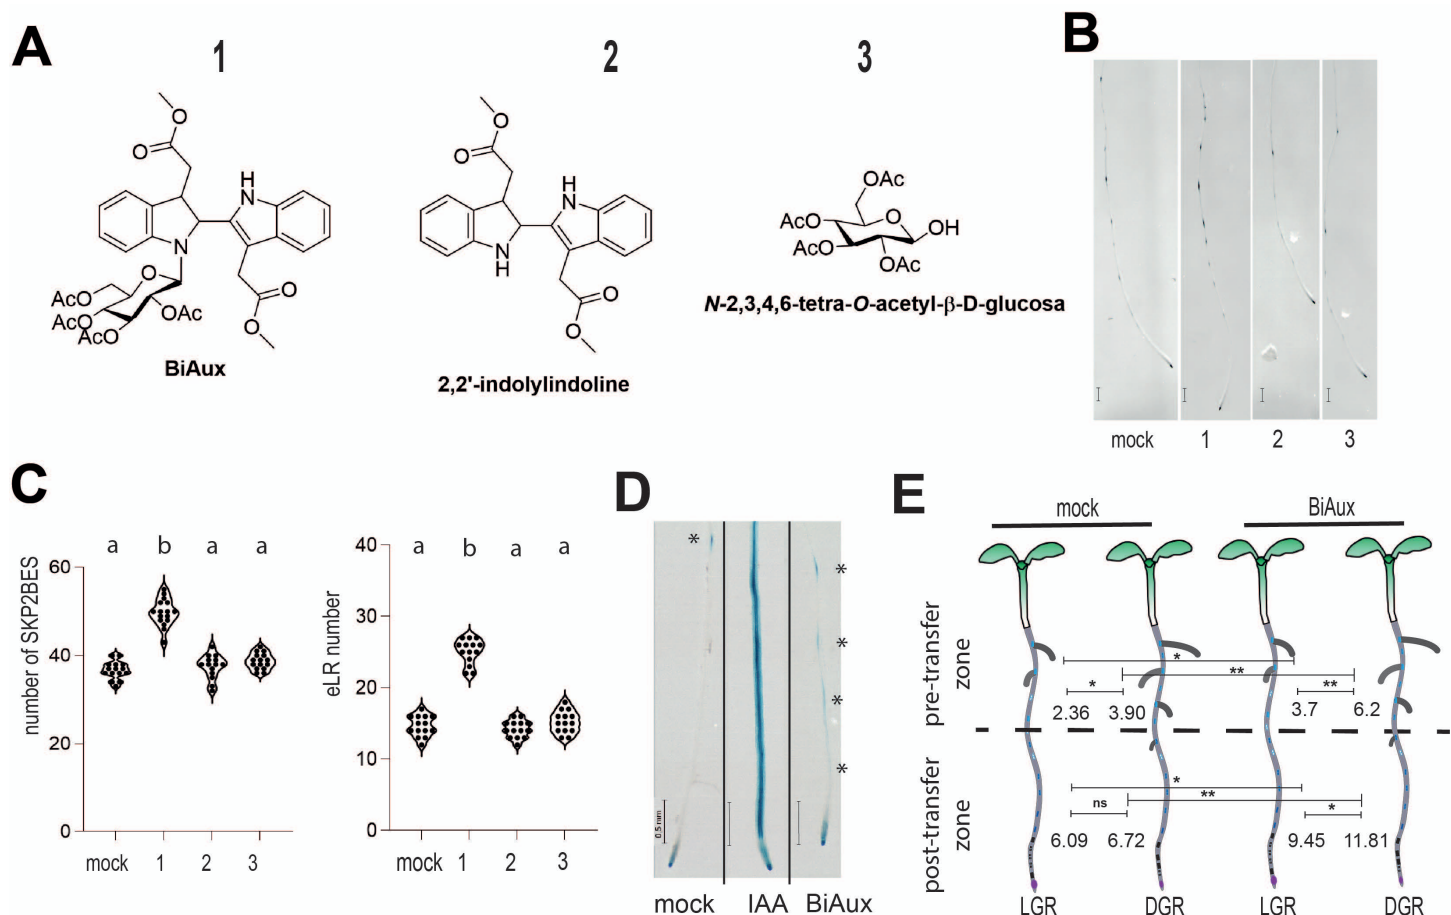

**Supplemental Fig. S2. BiAux, but not the intermediate used for its synthesis, increases LR formation.** **A)** Chemical structures of intermediate molecules used for BiAux syntheses. 1: BiAux; 2: 2,2'-indolyindoline; 3: *N*-2,3,4,6-tetra-*O*-acetyl-β-*D*-glucose. **B)** Representative pictures of GUS stained roots of SKP2Bp::GUS seedlings grown for 8 days in a 1/2MS medium supplemented with DMSO (mock), 5 μM of BiAux, 5 μM of 2,2'-indolyindoline or 5 μM of *N*-2,3,4,6-tetra-*O*-acetyl-β-*D*-glucose. Scale bar correspond to 0.5 cm. **C)** Number of SKP2Bp::GUS expression sites (SKP2BES) or emerged lateral root (eLR) in Arabidopsis seedlings grown as in (B).  $n \geq 12$  (1 biological replicate). **D)** Representative pictures of SKP2Bp::GUS roots grown in 1/2MS for 4 days and then transferred to fresh medium containing DMSO (mock), 0.5 μM of IAA, or 5 μM of BiAux for 1 day and then stained for GUS activity. Scale bar correspond to 0.5 cm. **E)** Number of DR5::LUC expression sites (DR5ES) in Arabidopsis seedlings grown in light-grown root (LGR) or dark-grown root (DGR) (Silva et al. 2015) for 4 days and then transferred to fresh medium containing DMSO (mock) or 5 μM for BiAux for 3 days. Asterisks indicate significant differences by t-test. \*,  $p < 0.05$ ; \*\*  $p < 0.01$ . Dash line indicates the transference point. Pre-transfer zone: root portion from shoot-root junction until the line (grown in 1/2MS medium). Post-transfer zone: root portion from line to root tip, that has been grown in 1/2MS medium containing mock, IAA or BiAux. Blue spots in the root cartoons represent DR5::LUC expression sites and the dark-pink the oscillation zone.

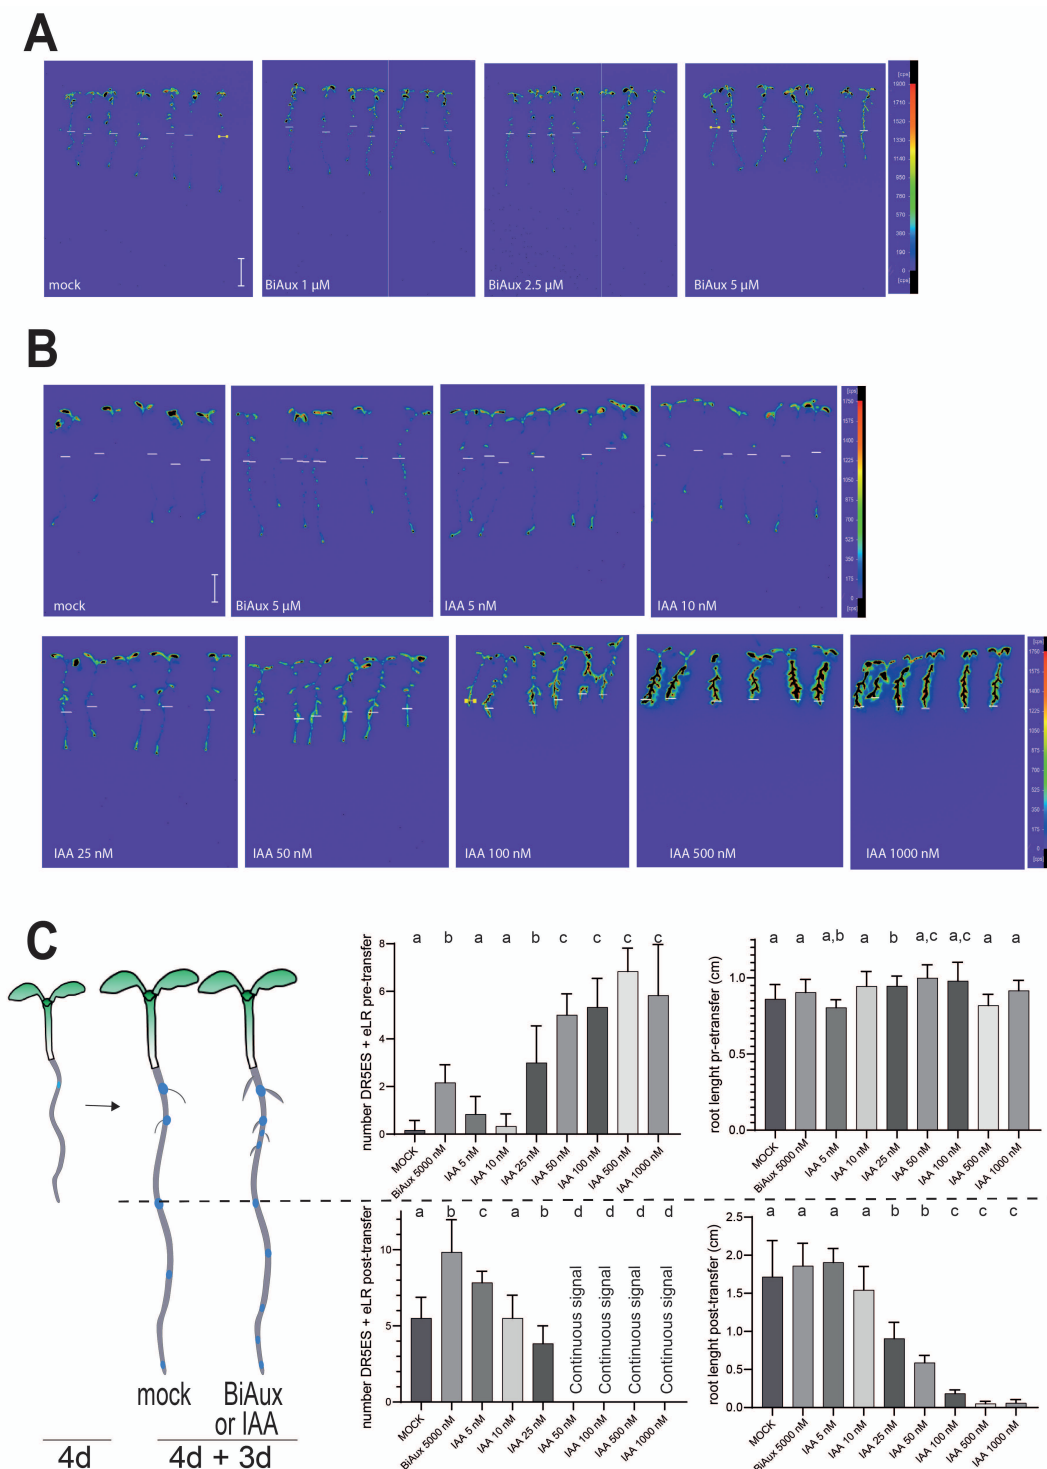

**Supplemental Fig. S3. BiAux and IAA do not produce similar effects.** **A)** Representative Luminescence pictures of DR5::LUC seedlings germinated for 4 days in MS1/2 medium and then transferred to fresh medium containing DMSO (mock) or 1, 2.5 or 5  $\mu$ M of BiAux for 4 extra days. Scale bar correspond to 1 cm. **B)** Representative Luminescence pictures of DR5::LUC seedlings germinated for 4 days in 1/2MS medium and then transferred to fresh medium containing DMSO (mock), or 5  $\mu$ M of BiAux or 5, 10, 25, 50 100, 500 or 1000 nM of IAA. Scale bar correspond to 1 cm. **C)** Root growth and number of DR5ES and eLRs of DR5::LUC seedlings grown as in (b) and quantified in the pretransfer and post-transfer growth root zones.  $n \geq 12$  (1 biological replicate). Pre-transfer zone: root portion from shoot-root junction until the line (grown in 1/2MS medium). Post-transfer zone: root portion from line to root tip, that has been grown in 1/2MS medium containing mock, IAA or BiAux. Blue spots in the root cartoons represent DR5::LUC expression sites. Error bars correspond to standard deviation (SD).

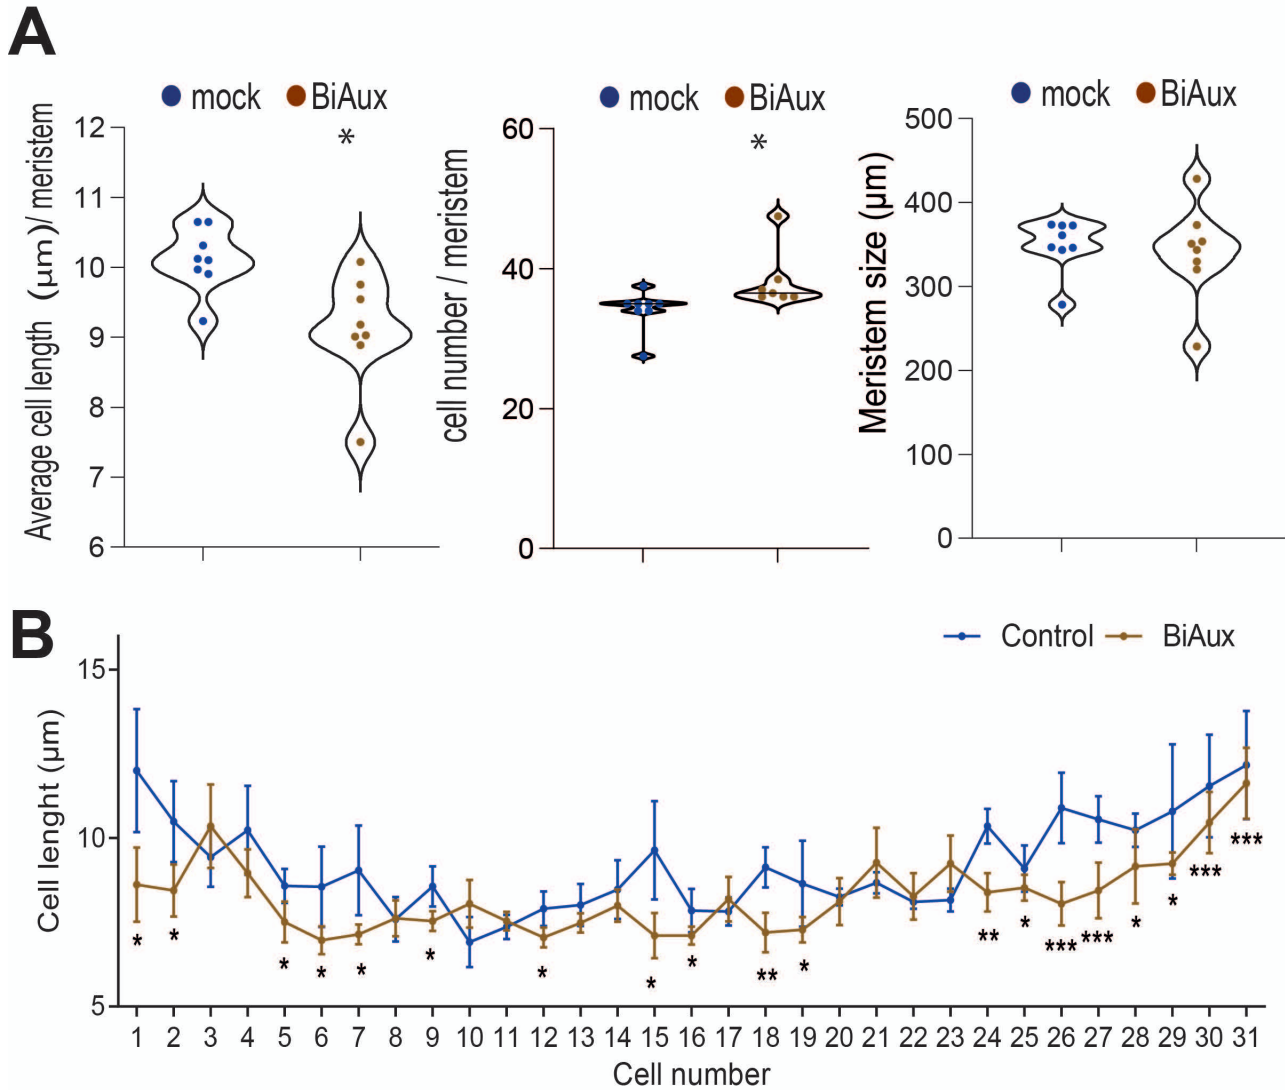

**Supplemental Fig. S4: BiAux application does not reduce root meristem size but affects meristematic cell number and size.** **A)** Root meristem of Arabidopsis seedlings grown on medium containing mock or 5  $\mu\text{M}$  of BiAux were stained with propidium iodide and analyzed by confocal microscopy. From left to right, average meristematic cell length ( $\mu\text{m}$ ), average number of meristematic cortical cell number and meristem size ( $\mu\text{m}$ ) were quantified ( $n=10$ ). Asterisks indicate significant differences by t-test. \*,  $p < 0.05$ . **B)** Cell length of the first 31 cortical meristematic cells were quantified and represented according to their position in the meristem.  $n=15$  roots. Asterisks indicate significant differences by t-test. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ . Error bars correspond to standard deviation.

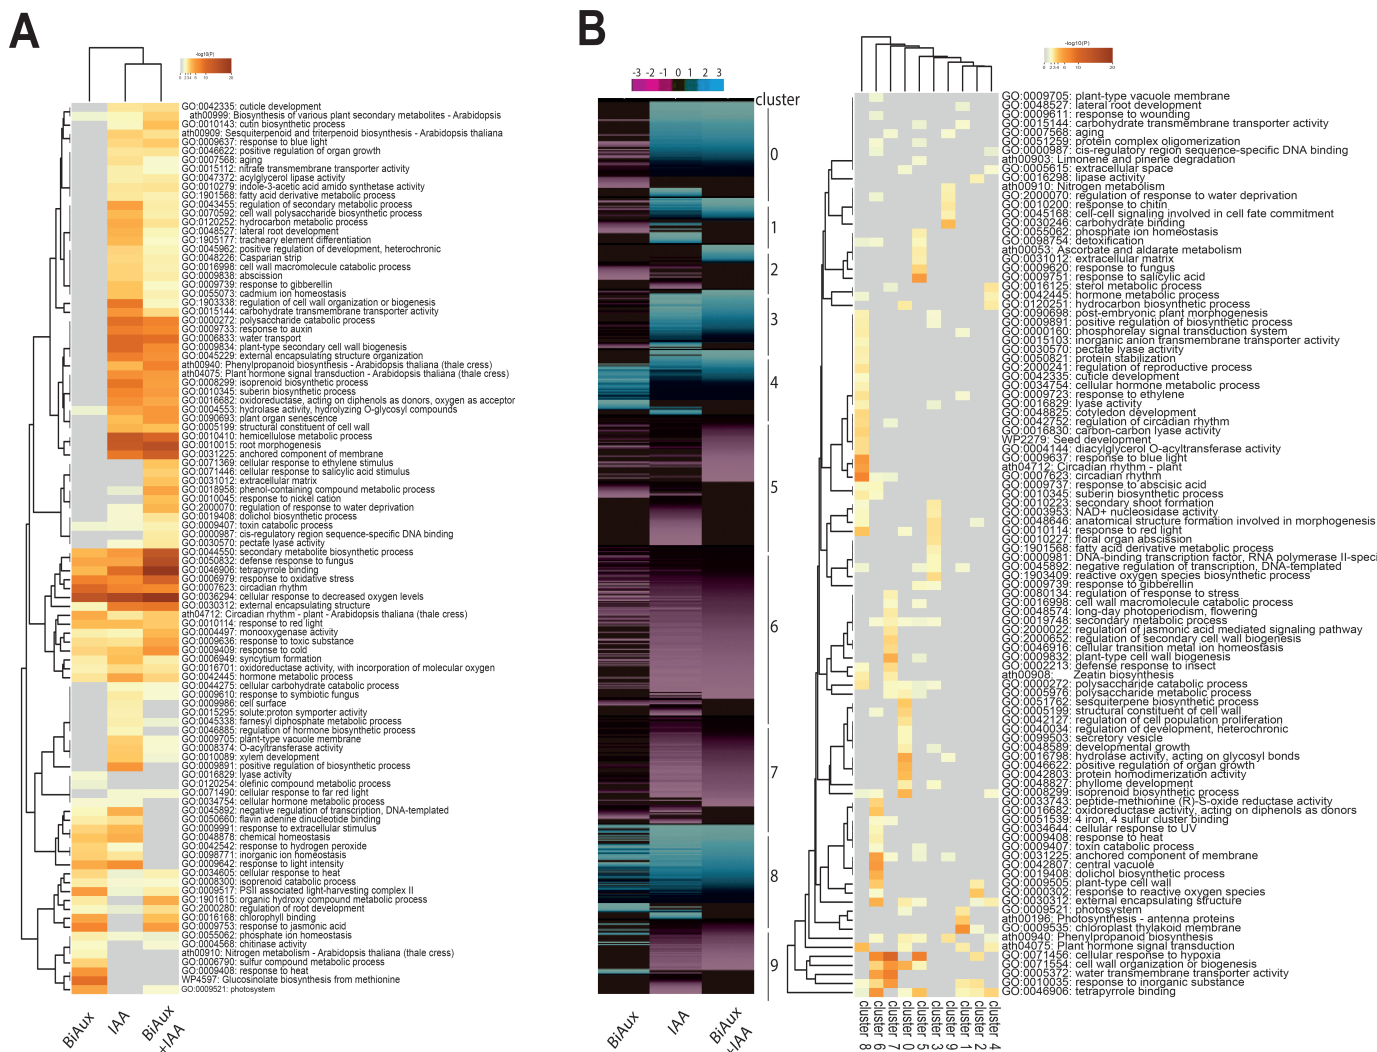

**Supplemental Fig. S5: BiAux enhances the expression of IAA-regulated genes. A) Gene ontology classification of genes de-regulated by IAA, BiAux or IAA+BiAux treatments. B) Cluster of genes deregulated by BiAux, IAA or BiAux+IAA versus mock in roots. Right panel shows the gene ontology of the different cluster identified. Scale bar corresponds to the expression level respect to mock.**

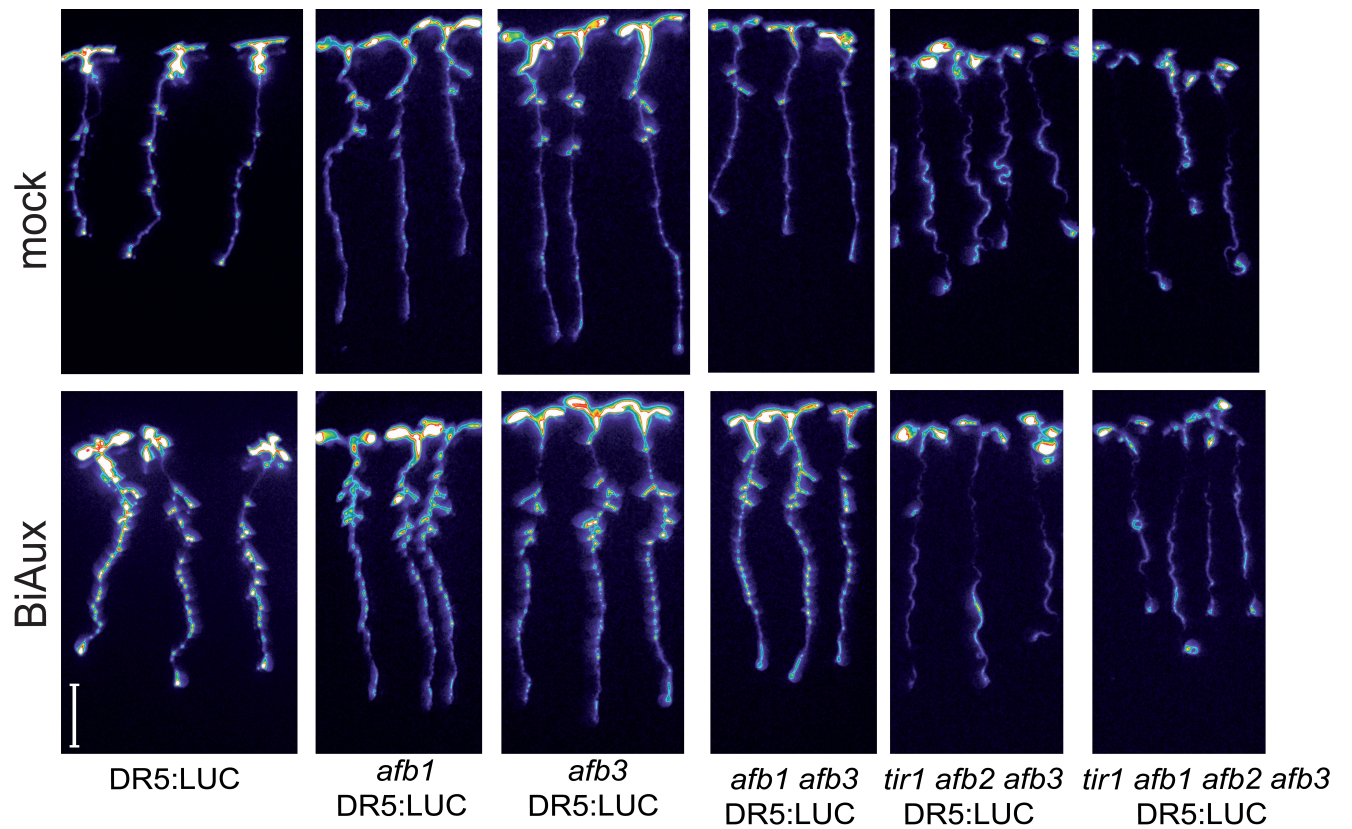

**Supplemental Fig. S6: AFB1 and AFB3 do not contribute to BiAux signaling.** Representative pictures of luciferase signal in control seedlings, *afb1*, *afb3*, *tir1 afb3*, *tir1 afb2 afb3* or *tir1 afb2 afb1 afb3* mutants germinated for 4 days in 1/2MS and then transferred to a fresh medium containing mock or 5 μM of BiAux during 4 extra days. Notice that only double, triple or quadrupole mutants containing the combination *tir1 afb2* did not respond to BiAux. Scale bar corresponds to 1 cm.

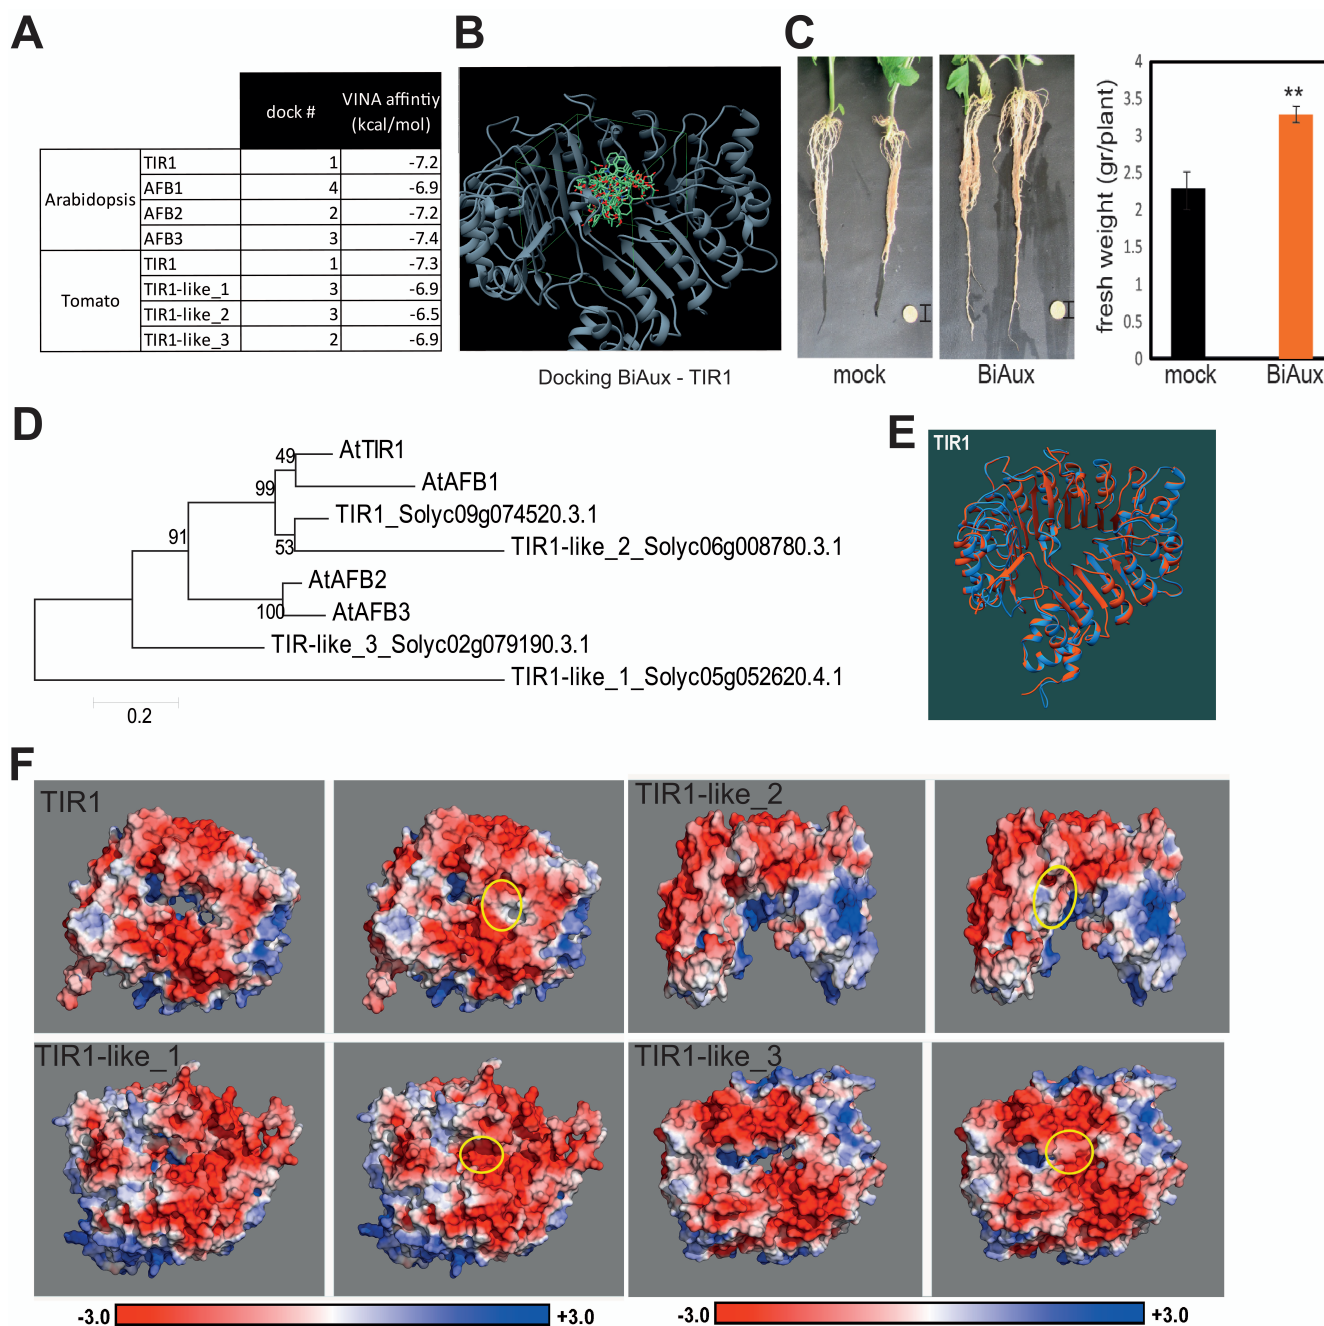

**Supplemental Fig. S7: Docking analyses of BiAux binding in tomato TIR1 and TIR1-like proteins.** **A)** Number of docking number of analyses and free energy (kcal/mol) estimation between BiAux and Arabidopsis TIR1 and AFBs or tomato TIR1 and TIR1-like proteins. **B)** Multiple docking representation of BiAux in TIR1. Superposition of the crystal structure of the TIR1 (dark blue ribbon) and BiAux (sticks with carbons in green/red) complex.

**C)** Representative phenotype of roots from tomato plants that were grown in vermiculite for 4 weeks and irrigated with 1/8 of Murashige and Skoog (MS) medium salts every 3 days and 1  $\mu$ M of BiAux or mock once a week. Graph shows the fresh weight (gr per plant) of tomato roots grown as indicated. n= 10 (1 biological replicate). Asterisks indicate the statistical significance by a t-test \*\*, pval<0.01. Scale bar corresponds to 2.5 cm. Error bars correspond to standard deviation (SD). **D)** Phylogenetic tree of Arabidopsis TIR1 and AFB1-3 and tomato TIR1 and TIR1-like proteins. **E)** Structural superposition of Arabidopsis (blue cartoons) and in tomato (red orange cartoons) TIR1 proteins. Template modeling (TM)-score and root-mean-square deviation (RMSD) between them are 0.993 and 0.407 Å (569/581 residues), demonstrating that both proteins in Arabidopsis and tomato are extremely similar. **F)** Poisson-Boltzmann electrostatic potential (PB-EP) mapped onto the molecular surface of tomato TIR1 and TIR1-like proteins viewed at the side of the BiAux-binding site. Left images show the proteins in the absence of BiAux and right images correspond to protein-BiAux complexes, with the surface of BiAux marked with yellow ellipses. The bottom scale bar indicates the range of PB-EP values (in kT/e units) used in these images. Note that in tomato TIR1 and TIR1-like\_2, BiAux generates mainly neutral potential, while in TIR1-like\_1 and TIR1-like\_3 BiAux generates a strong negative potential.

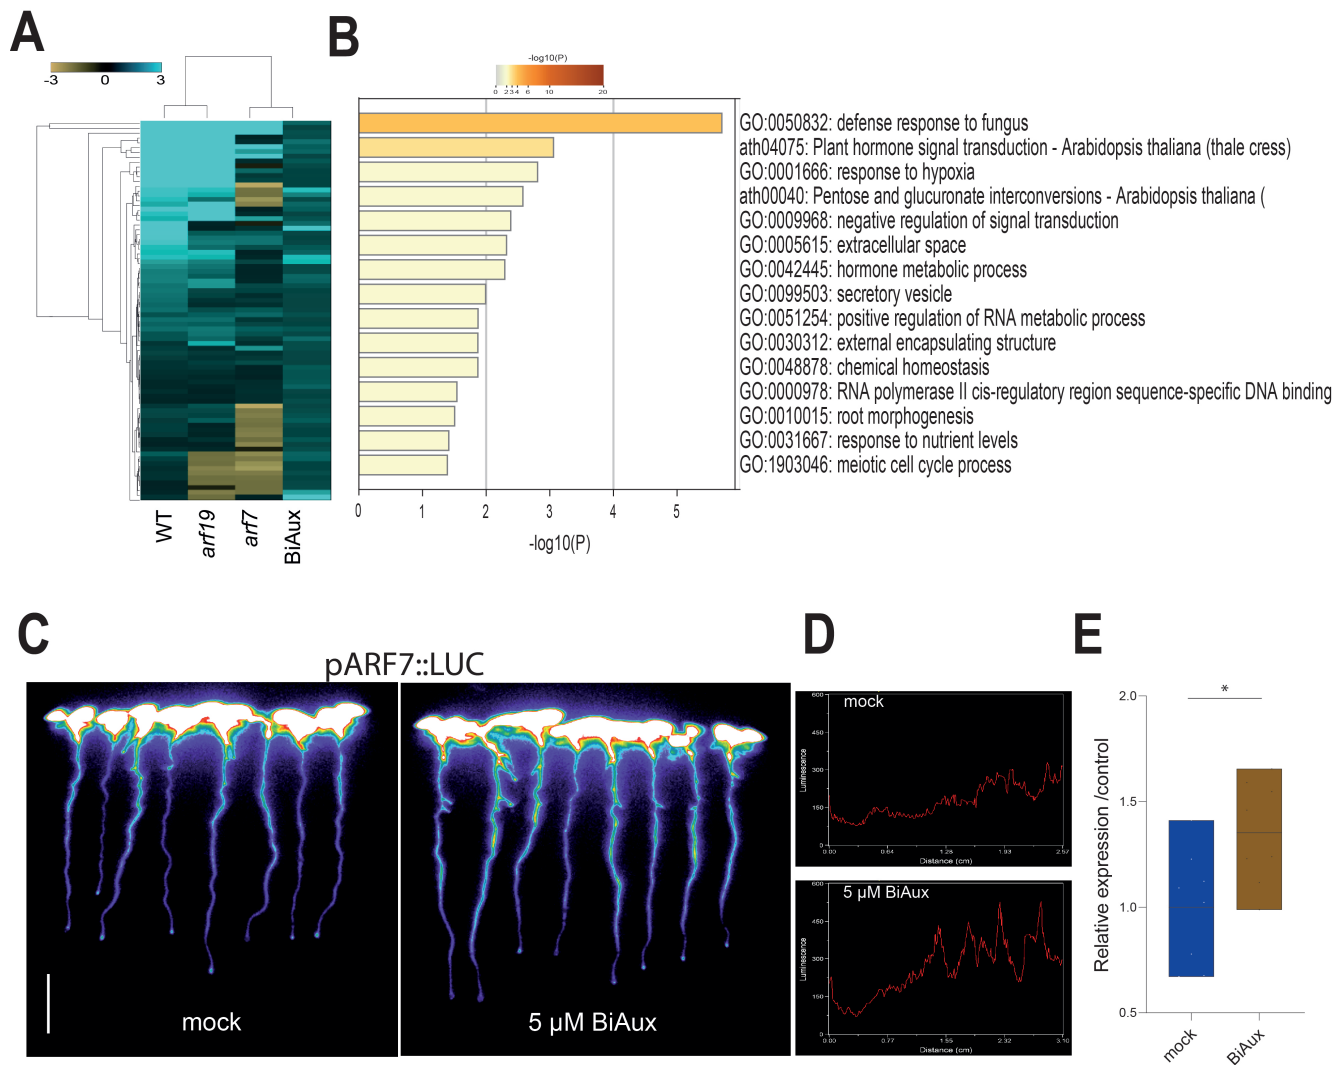

**Supplemental Fig. S8: BiAux signaling is mediated by ARF7.** **A)** Hierarchical clustering of genes up-regulated by BiAux that were also up regulated in Arabidopsis seedling by auxin and differentially regulated in *arf7* or *arf9* mutants in response to auxin. **B)** Gene ontology of genes that were up-regulated by BiAux in wild type (WT) seedlings and were up-regulated by auxin in WT or *arf19-1*, but not in *arf7-1* mutant. **C)** LUCIFERASE signal in pARF7::LUC Arabidopsis line that was grown 4 days in 1/2MS and then transferred to fresh medium containing mock or 5  $\mu$ M of BiAux for another 4 days. Scale bar corresponds to 1 cm. **D)** Signal intensity profile (linescan) of the root showing increased *ARF7* expression in pARF7::Luciferase seedlings treated with mock or to 5  $\mu$ M of BiAux. The 0 corresponds to the quiescent center position. The measures move shootwards. **E)** Quantification of luciferase signal of roots from the panel (C). Asterisk indicate significant differences by t-test. \*,  $p < 0.05$ .  $n = 4$  roots. . Limits in the boxplot correspond to maximum and minimum values. Line inside of boxplot indicates the main.

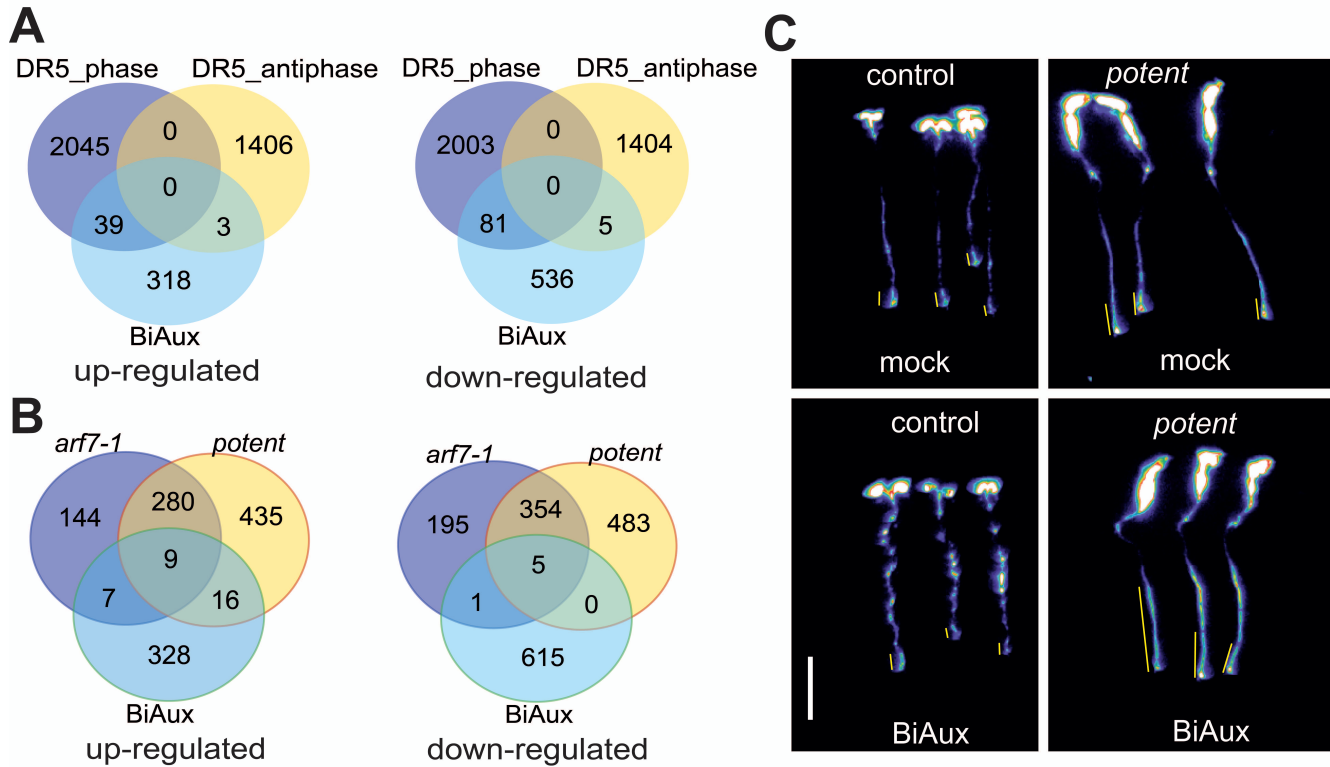

**Supplemental Fig. S9: BiAux regulated genes that are preferentially expressed in phase with the DR5::LUC expression in the oscillation zone. A)** Venn diagrams showing the common genes between up- or down-regulated genes in BiAux -treated seedlings and genes expressed in DR5-associated phase or antiphase. **B)** Venn diagram of the differentially expressed genes (up- or down-regulated) in WT by the effect of BiAux and deregulated genes (up- or down-regulated) in *arf7-1* or *potent*. **C)** Luciferase assays showing the expression of DR5::LUC marker in control or *potent* seedlings that were grown 4 days in 1/2MS and then transferred to fresh medium containing mock or BiAux during 2 days. Yellow lines indicates the increase in auxin signaling in the meristematic area of DR5::LUC or *potent*/DR5::LUC. Scale bar corresponds to 1 cm.

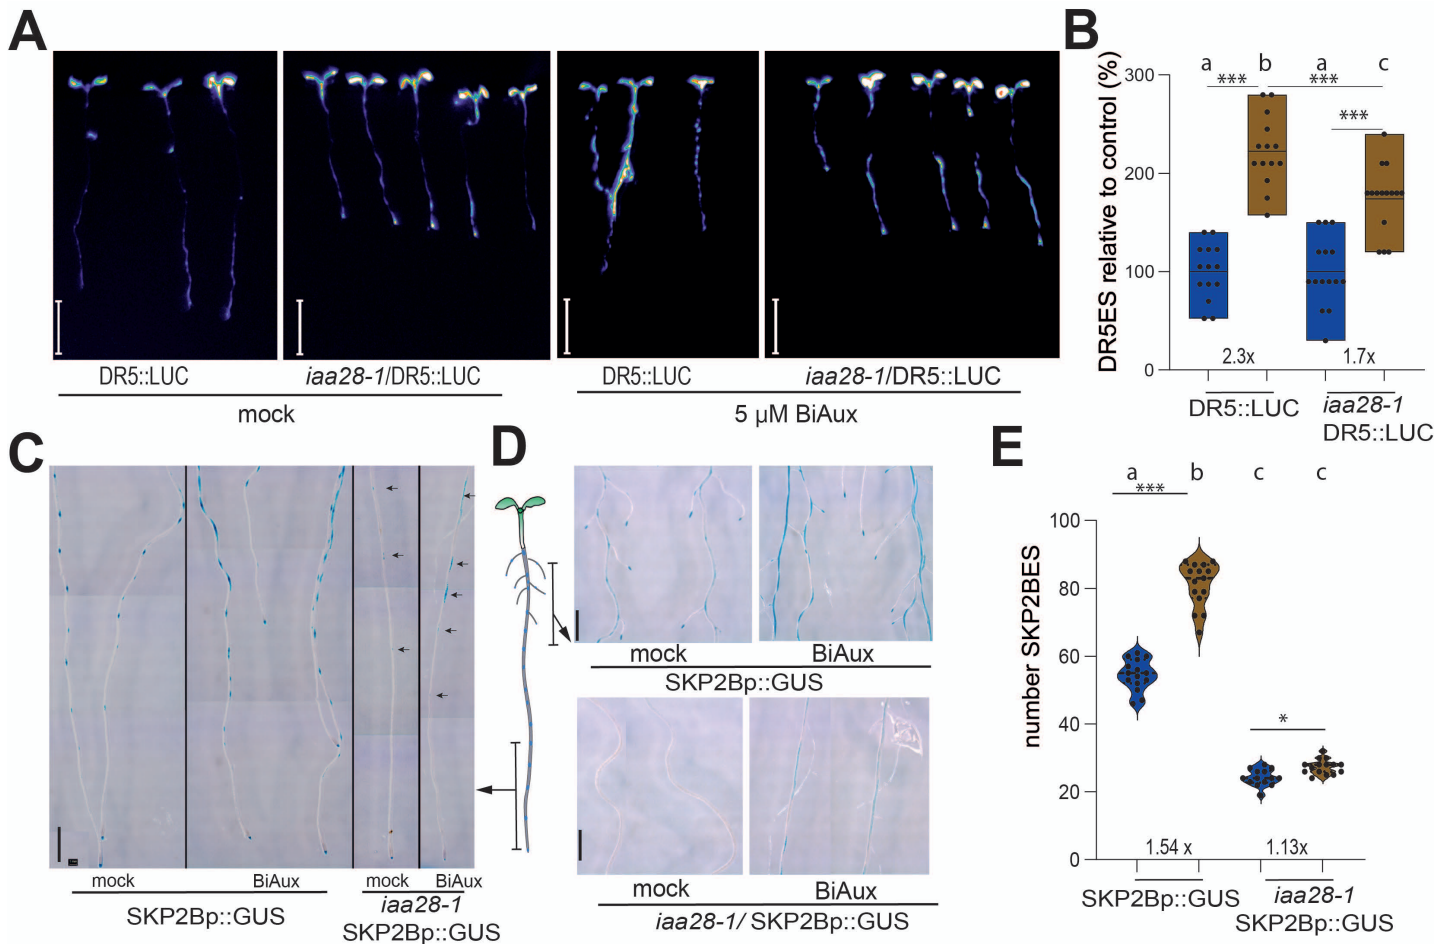

**Supplemental Fig. S10: BiAux activity in *iaa28-1* mutant.** **A)** DR5::LUC activity in wild type (Ws ecotype) and *iaa28-1* gain-of-function mutant were grown in 1/2MS medium containing mock or 5  $\mu$ M of BiAux during 6 days. Scale bar corresponds to 1 cm. Images were digitally extracted for comparison. **B)** Relative number of DR5ES measured in the whole DR5::LUC and *iaa28-1*/DR5::LUC roots of seedlings grown for 4 days in 1/2MS and transferred to a medium containing mock or 5  $\mu$ M of BiAux for 3 days. Values represent the percentage relative to the mock average.  $n \geq 10$  (1 biological replicate). Asterisks indicate significant differences by t-test in a genotype comparing mock and BiAux treatment. \*\*\*,  $p$ val<0.001. Values at the bottom indicate the fold change increase in both genotypes by the BiAux treatment. **C-D)** GUS staining of SKP2Bp::GUS and *iaa28-1*/SKP2Bp::GUS roots grown in 1/2MS with mock or 5  $\mu$ M of BiAux for 12 days, showing the root tip area (C) or a mature region of the root as represented in the cartoon (D). Scale bars correspond to 5 mm. Arrows indicate SKP2BES and several of the root images are composite figures. Note that some of the root images shown are composite figures made of multiple images. **E)** Number of SKP2BES in SKP2Bp::GUS or *iaa28-1*/SKP2Bp::GUS grown as in C-D. Different letters indicate statistical differences analyzed by ANOVA and Tukey HSD post-test. Asterisks indicate significant differences by t-test in a genotype comparing mock and BiAux treatment. \*  $p$ val<0.05; \*\*\*  $p$ val<0.001.

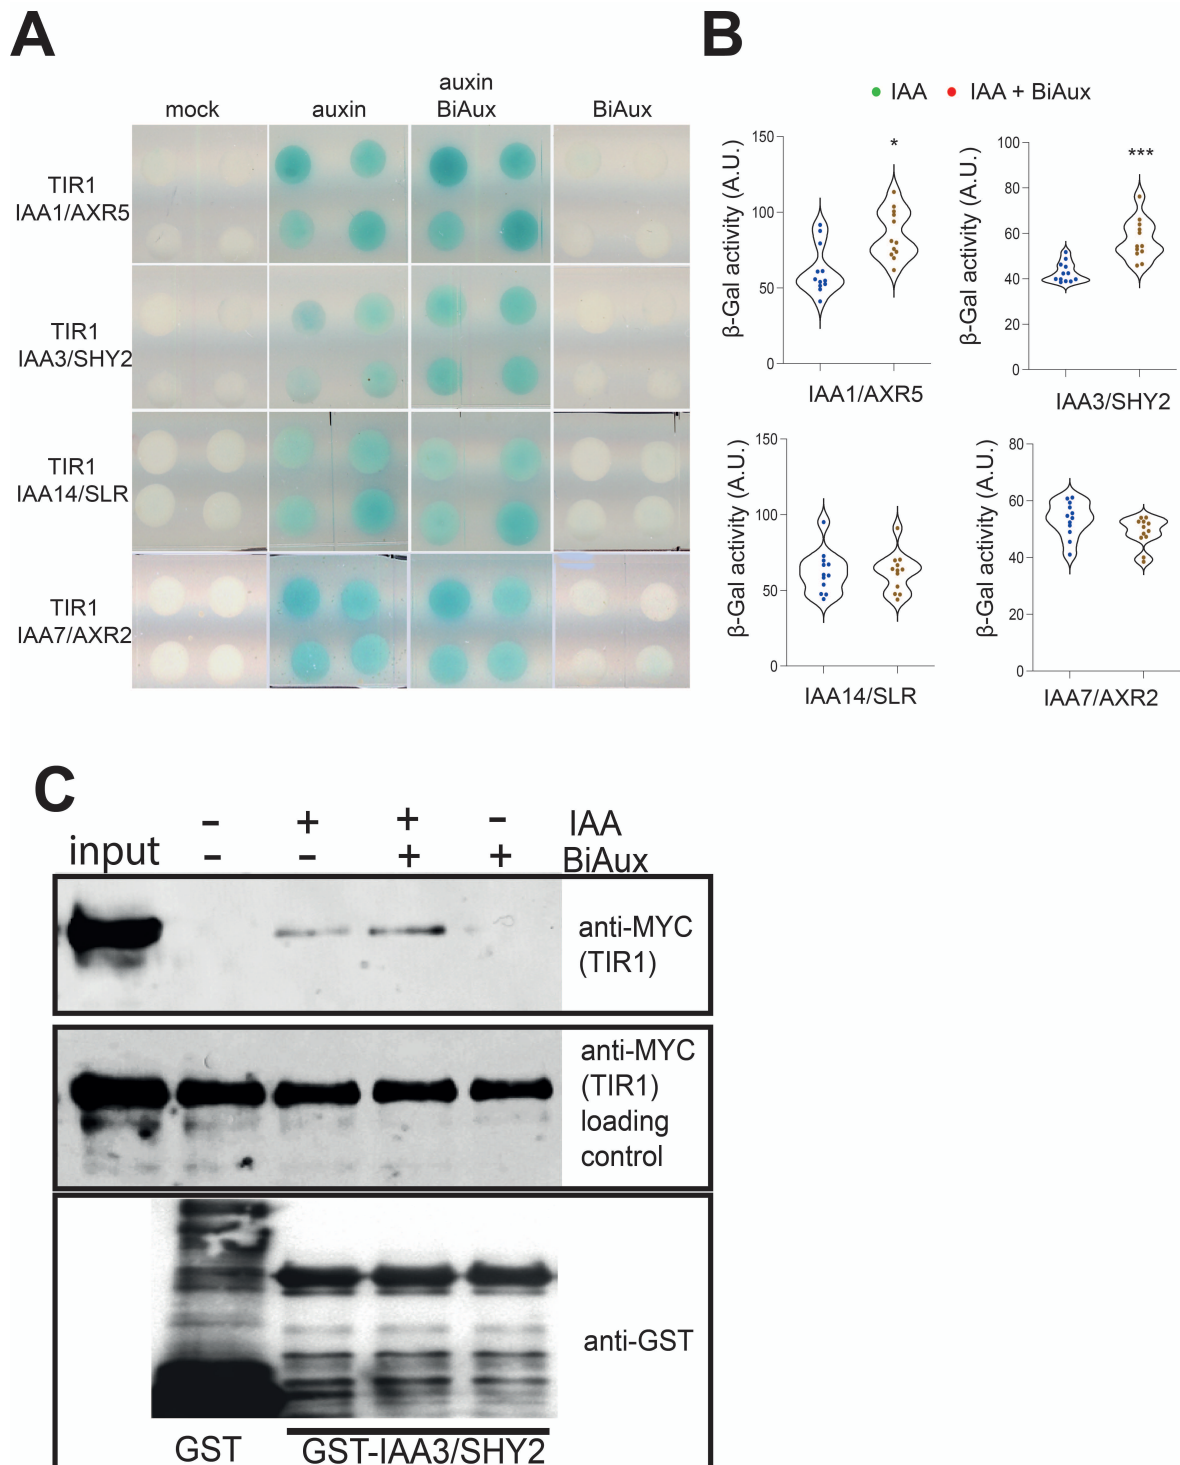

**Supplemental Fig. S11: BiAux increases the interaction between TIR1 and specific Aux/IAA proteins.**

**A)** Yeast-two hybrid interaction between TIR1 and Aux/IAA1, Aux/IAA3, Aux/IAA14 or Aux/IAA7 in presence of auxin (10  $\mu$ M IAA) with or without 5  $\mu$ M of BiAux. **B)** Quantification of the interaction shown in A. **C)** TIR1 protein were synthesized *in vitro* and incubated with GST-IAA3 protein in the absence or presence of 10  $\mu$ M of IAA and 0, or 30  $\mu$ M of BiAux. After pulldown, the TIR1-myc protein was assessed by western-blot (top panel). Middle panel shows the input of *in vitro* synthesized TIR1 and the lower panel show the GST or GST-IAA3 protein.

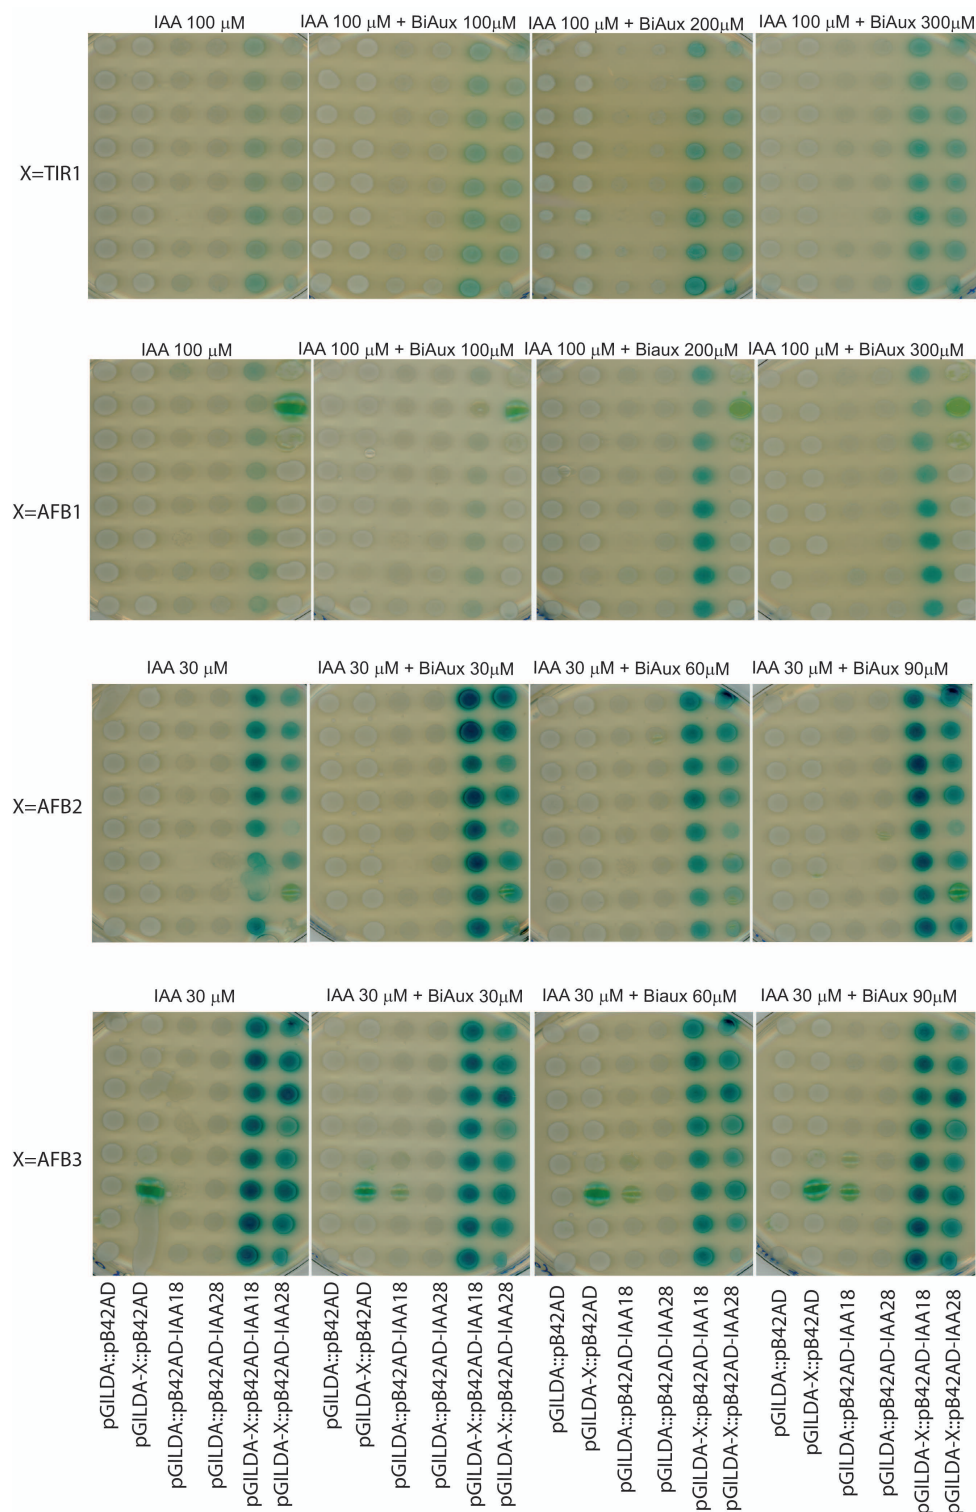

**Supplemental Fig. S12.** Yeast-two hybrid interaction experiments between TIR1, AFB1, AFB2, or AFB3 with Aux/IAA18 or Aux/IAA28. Yeast harboring GAL4 DBD-TIR1/AFBs and AD-Aux/IAA18 or Aux/IAA28 constructs were generated. Homogenous colonies were spotted on SD-galactose/rafinose inducing medium containing – Ura/–His/–Trp drop out supplement, 80  $\mu$ g/ml X-Gal, and IAA or BiAux in the indicated concentration. Plates were incubated for 3 days at 30°C and  $\beta$ -galactosidase staining reported the IAA-dependent protein-protein interaction.

## **Supplemental methods**

### **Plant extraction for mass spectrometry**

For each sample, a total of 100 mg of pooled plant roots from seedlings grown with eth root system in presence of light or in darkness were frozen in liquid nitrogen. The plant material was stored at -80 °C until its use. For the extraction, the plant material was completely transferred into 2 mL screw-cap tubes that contained ceramic beads (MagNA Lyser Green Beads), and 1 mL of a chloroform/methanol/H<sub>2</sub>O mixture (20:60:20, v/v) containing 50 µl of a reserpine stock solution (0.2 mg/mL methanol) as internal reference. The plant material was crushed in a MagNA Lyser (Roche, Mannheim, Germany) at 6,500 rpm for 1 min. Next, the samples were centrifuged (10 min, 14,000 rpm) to sediment cell debris, and 200 µl of each supernatant were transferred to 300 µl glass vials and sealed by using screw caps containing PTFE/silicone septa.

### **BiAux synthesis**

Commercially available reagents were used without further purification. Silica gel 40-60 mm, 60 Å was obtained from Acros Organics. Pre-coated silica gel 60 F254 aluminium sheets, Methyl 2-(1*H*-indol-3-yl)acetate, Trifluoroacetic acid (TFA), 2,3-dichloro-5,6-dicyano-1,4-benzoquinone (DDQ), glucose and acetic anhydride were purchased from Merck.

NMR spectra were recorded in CDCl<sub>3</sub> or DMSO-d<sub>6</sub> (δ=ppm) on a Bruker AV. 250 MHz and a Bruker AV. 400 MHz Spectrometer. Chemical shifts (δ) are reported in parts per million (ppm) relative to CDCl<sub>3</sub> (1H: δ 7.27 ppm) and CDCl<sub>3</sub> (13C: δ 77.0 ppm) or DMSO-d<sub>6</sub> (1H: δ 2.49 ppm)

Scheme 1. General procedure for the synthesis of Biaux.

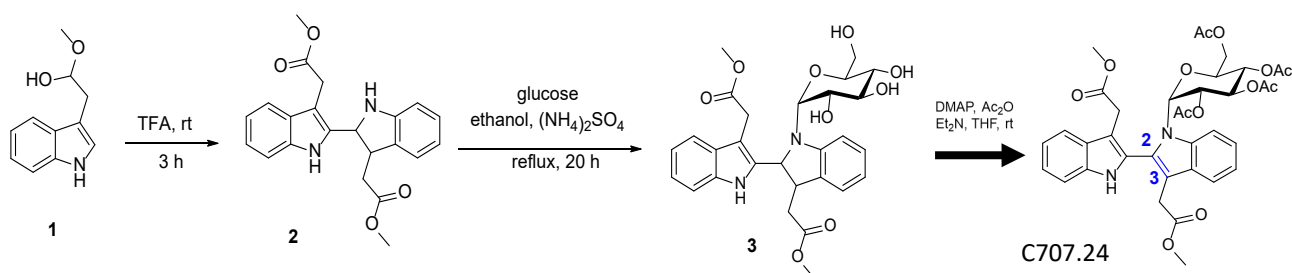

# 1. Synthesis of methyl 2-(2-(3-(2-methoxy-2-oxoethyl)-1*H*-indol-2-yl)indolin-3-yl)acetate (2)

Methyl 2-(1*H*-indol-3-yl)acetate (**1**, 500 mg, 2.64 mmol) was dissolved in 6.6 mL of trifluoroacetic acid and the solution was stirred under Argon atmosphere at room temperature. After 3 h 15 mL of water were added and the pH was adjusted to 4 with NaOH 2N in an ice bath. The product was extracted with dichloromethane (3 x 15 mL). The organic fractions were collected, dried over Na<sub>2</sub>SO<sub>4</sub> anhydrous and evaporated under vacuum, affording a light yellow semi-solid (455 mg, 1.20 mmol, 90 % yield). NMR data were consistent with previous reported data. Anal. Calc. for C<sub>22</sub>H<sub>22</sub>N<sub>2</sub>O<sub>4</sub>: C, 69.83; H, 5.86; N, 7.40. Found: C, 69.72; H, 5.84; N, 7.38. <sup>1</sup>H NMR (250 MHz, CDCl<sub>3</sub>) δ 8.71 (s, 1H), 7.59 (d, *J* = 7.7 Hz, 1H), 7.35 (d, *J* = 7.5 Hz, 1H), 7.25-7.09 (m, 4H), 6.90 (t, *J* = 7.0 Hz, 1H), 6.81 (d, *J* = 7.7 Hz, 1H), 5.07 (d, *J* = 8.2 Hz, 1H), 3.89 (m, 1H), 3.81 (d, *J* = 1.2 Hz, 2H), 3.71 (s, 3H), 3.64 (s, 3H), 2.84 (d, *J* = 6.8 Hz, 2H).

# 2. Synthesis of methyl 2-(2-(3-(2-methoxy-2-oxoethyl)-1-glucopyranosylindolin-2-yl)-1*H*-indol-3-yl)acetate (3)

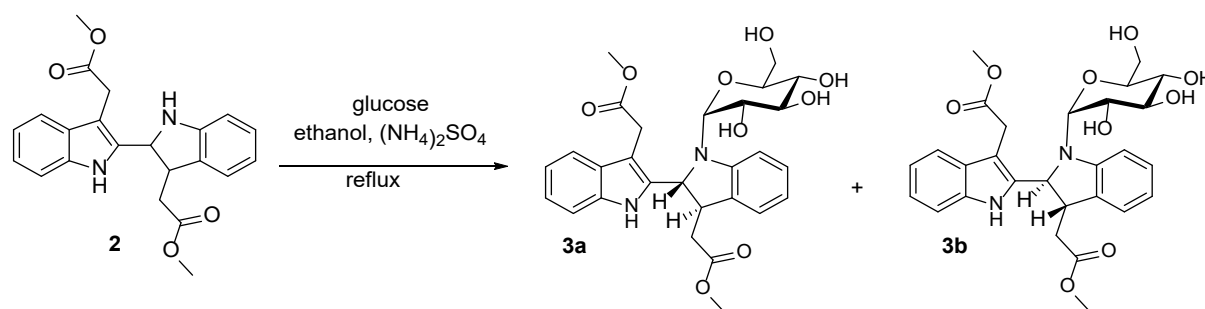

The 2,2'-indolyldoline (450 mg, 1.19 mmol) was dissolved in absolute ethanol (10 mL) and glucose (643 mg, 3.57 mmol) and (NH<sub>4</sub>)<sub>2</sub>SO<sub>4</sub>(315 mg, 2.38 mmol) and 3 Å molecular sieves (100 mg) were added. The mixture was refluxed under Argon for 8 h and the reaction progress was monitored by TLC, employing as mobile phase CH<sub>2</sub>Cl<sub>2</sub>/MeOH (90:10, v,v). The solvent was evaporated under vacuum, and the product was purified through column chromatography, employing silica gel and CH<sub>2</sub>Cl<sub>2</sub>/MeOH (90:10, v,v) as eluent, to yield a colorless syrup (385 mg, 0.714 mmol, 60 % yield). **3** was collected as a mixture of diastereoisomers **3a** and **3b**. NMR data were consistent with previous reported data.

Anal. Calc. for C<sub>28</sub>H<sub>32</sub>N<sub>2</sub>O<sub>9</sub>: C, 62.21; H, 5.97; N, 5.18. Found: C, 61.97; H, 5.94; N, 5.16.

<sup>1</sup>H NMR (250 MHz, CDCl<sub>3</sub>) δ 9.09 (s, 1H), 8.96 (s, 1H), 7.54-7.51 (m, 1H), 7.48 – 7.44 (m, 1H), 7.25-7.20 (m, 3H), 7.14-7.05 (m, 7H), 6.90 (dd, *J* = 14.6, 7.5 Hz, 2H), 6.82 – 6.75 (m, 2H), 5.21 (d, *J* = 4.9 Hz, 2H), 4.67 (d, *J* = 8.0 Hz, 1H), 4.47 (d, *J* = 9.0 Hz, 1H), 3.82 (d, *J* = 4.0 Hz, 2H), 3.74-3.72 (m, 2H), 3.71-3.69 (m, 6H), 3.66 (s, 3H), 3.64 (s, 6H), 3.60 (s, 6H), 3.56 (s, 3H), 3.45-3.42 (m, 4H), 3.31-3.29 (m, 2H), 3.20-3.18 (m, 4H), 2.74 (t, *J* = 6.6 Hz, 4H).

### 3. Synthesis of BiAux (**4**)

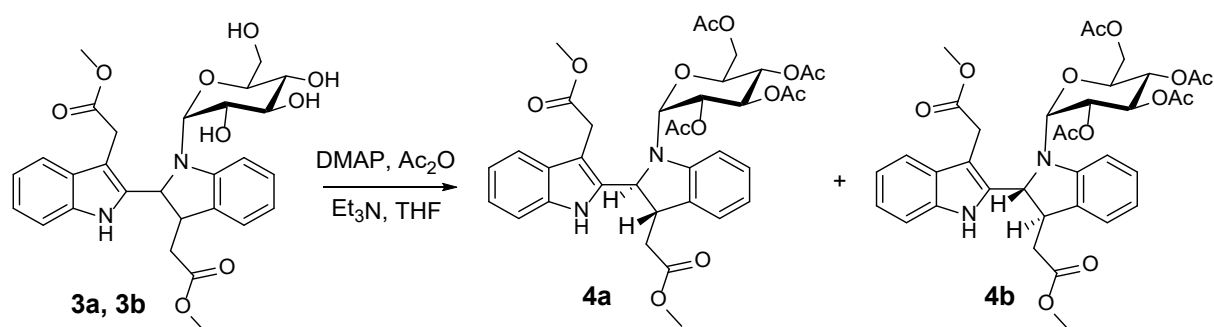

Methyl 2-(2-(3-(2-methoxy-2-oxoethyl)-1-glucopyranosylindolin-2-yl)-1*H*-indol-3-yl)acetate (**3**, 300 mg, 0.554 mmol), dimethylaminopyridine (DMAP, 24 mg, 0.196 mmol) and triethylamine (163 µL, 1.16 mmol) were dissolved in 3 mL of freshly distilled THF. Acetic anhydride (245 µL, 2.58 mmol) was added dropwise during 30 min. and the reaction was stirred

at room temperature. After 24 h the solvent was evaporated under vacuum and the product was purified through silica gel-column chromatography, employing a mixture CH<sub>2</sub>Cl<sub>2</sub>/MeOH (90:5, v,v) as eluent. Biaux was collected as a white solid as a mixture of diastereoisomers **4a** and **4b** (320 mg, 0.454 mmol, 82 % yield).

Anal. Calc. for C<sub>36</sub>H<sub>40</sub>N<sub>2</sub>O<sub>13</sub>: C, 61.01; H, 5.69; N, 3.95. Found: C, 60.83; H, 5.67; N, 3.93.

<sup>1</sup>H NMR (250 MHz, CDCl<sub>3</sub>) δ 8.26 (s, 1H), 7.89 (s, 1H), 7.52 (d, *J* = 1.7, 1H), 7.49 (d, *J* = 2.0, 1H), 7.22 (d, *J* = 1.2, 1H), 7.16-7.09 (m, 4H), 7.06-6.98 (m, 5H), 6.84-6.76 (m, 3H), 6.69 (d, *J* = 7.9 Hz, 1H), 5.39 (t, *J* = 9.4 Hz, 1H), 5.17-5.08 (m, 3H), 5.03-5.01 (m, 1H), 4.96 (d, *J* = 4.9 Hz, 1H), 4.92-4.71 (m, 3H), 4.03 (d, *J* = 2 Hz, 2H), 3.97-3.87 (m, 2H), 3.84-3.73 (m, 4H), 3.65 (s, 3H), 3.63 (s, 3H), 3.59 (s, 3H), 3.56 (s, 3H), 2.65-2.53 (m, 4H), 1.94 (s, 6H), 1.93 (s, 3H), 1.92 (s, 3H), 1.91 (s, 3H), 1.90 (s, 3H), 1.86 (s, 3H), 1.79 (s, 3H).

<sup>13</sup>C NMR (63 MHz, CDCl<sub>3</sub>) δ 171.2, 171.2, 170.8, 169.7, 169.2, 168.4, 134.7, 134.4, 129.4, 127.4, 127.1, 126.9, 123.6, 121.5, 121.4, 119.3, 118.7, 118.6, 117.6, 109.9, 85.1, 73.2, 72.7, 71.9, 67.3, 66.8, 60.3, 51.0, 50.7, 45.2, 37.5, 28.8, 19.6, 19.5, 19.3, 19.1.

## NMR spectra of Biaux

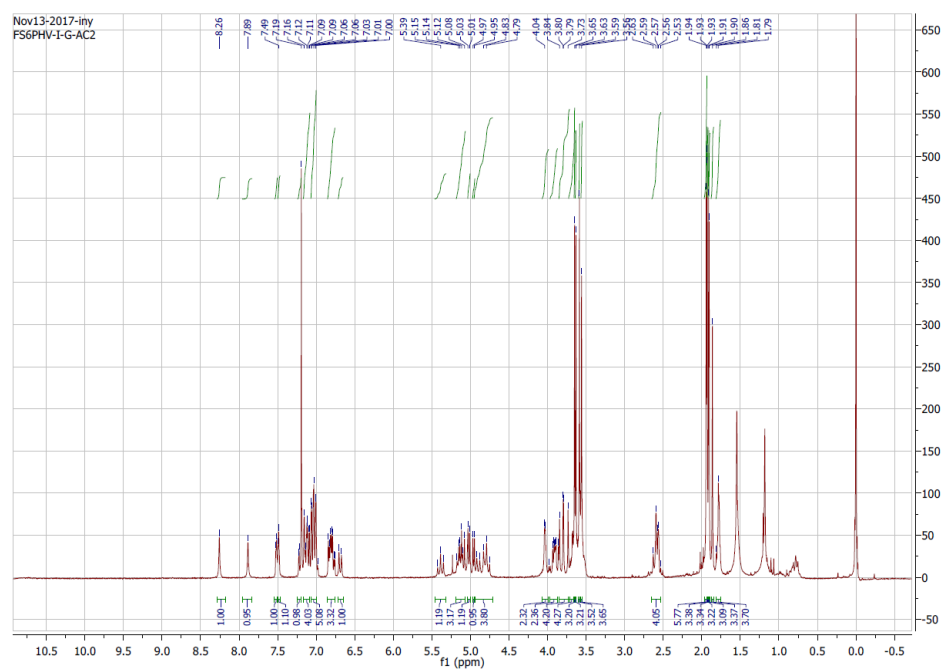

**Figure SM1.**  $^1\text{H}$ -NMR spectra of Biaux.

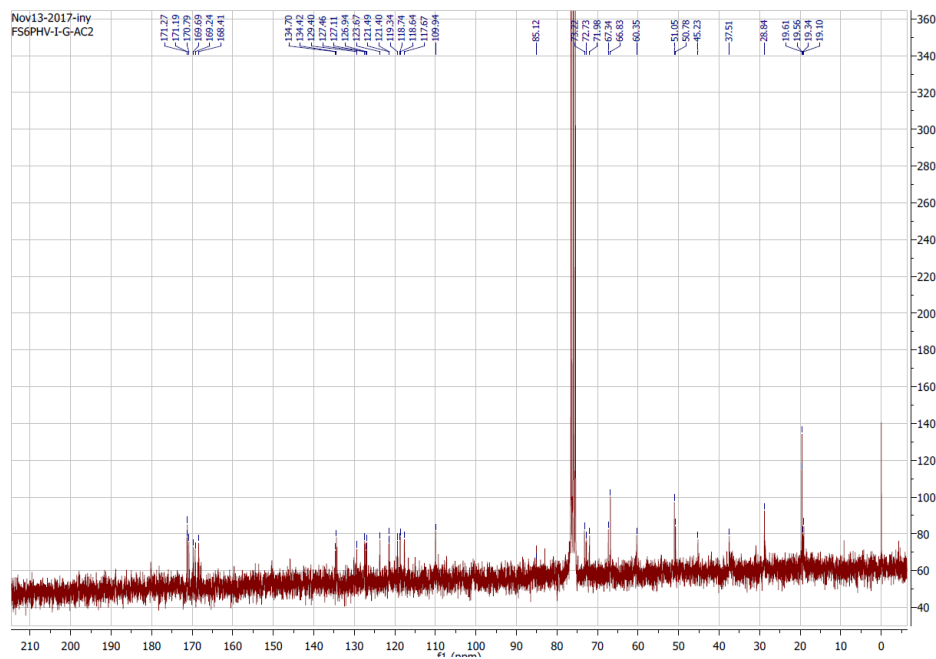

**Figure SM2.**  $^{13}\text{C}$ -NMR spectra of Biaux.

To verify the correct synthesis of BiAux, this was also studied using the MS/MS spectrum (Fig. SM3)

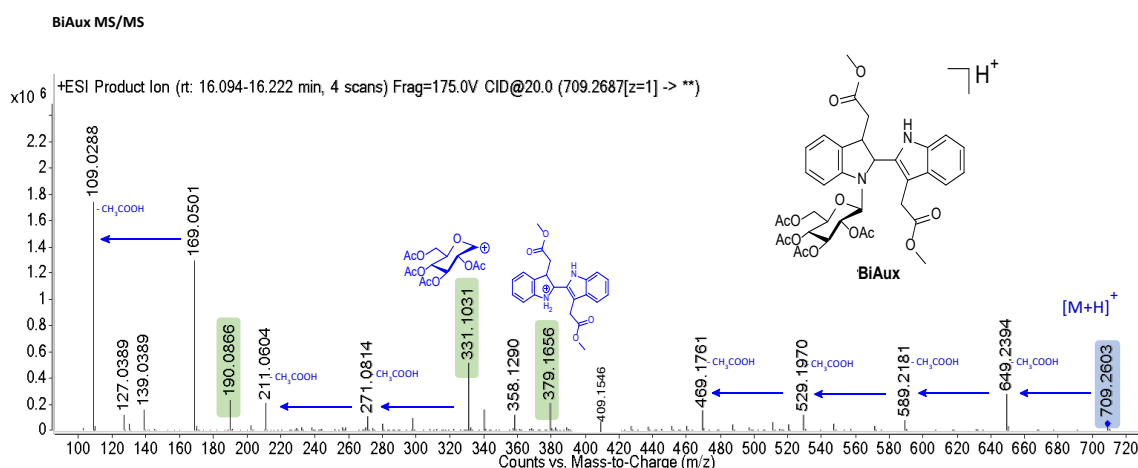

**Fig. SM3.** MS/MS spectrum for BiAux and fragmentation products.

### Confocal laser microscopy

For confocal laser microscopy, we used a Leica SP8 microscopy with the Leica Application Suite (Las AF Lite) X software or a vertical Zeiss LSM 880 with the ZEN 2.3 SP1 software. Roots were stained with propidium iodide (PI) as indicated. To investigate the expression of the different transcriptional or translational fluorescent protein fusions, we used the standard settings for the corresponding green fluorescent protein (GFP), YFP tags.

### In Vitro Protein Expression and Pulldown Reactions.

The cDNAs of TIR1 was amplified and cloned into pTNT (Promega) fused to an MYC epitope. Aux/IAA3 cDNAs was amplified and cloned into pGEX-4T3 (Amersham Pharmacia) using EcoRI and XhoI restriction sites. Full length TIR1 protein was obtained by in vitro translation using TNT coupled wheat germ extract system (Promega). GST-tagged Aux/IAA proteins were expressed and purified from *Escherichia coli* using standard procedures. For pulldown assays, 20  $\mu$ L of TIR1 protein was incubated for 2 h at 4 °C with  $\mu$ g of GSH-sepharose immobilized

GST-Aux/IAA3 protein in 200  $\mu$ L of lysis buffer (50 mM Tris p 8.0, 200 mM NaCl, 10% glycerol, 0.1% Tween-20, protease inhibitors) in the presence of 10  $\mu$ M

IAA. After washing the samples 5 times with 10-fold bed volumes of lysis buffer, beads were resuspended in one bed volume of sample buffer, denaturated, and separated on SDS/PAGE. Products were detected western-blot against MYC (1:7000, Roche) and anti-mouse (1:50.000 Santa Cruz). The GST was detected by western-blot using anti-GST conjugated with HRP (1:30.000) (SantaCruz).

## **Tomato TIR1 and TIR1 docking analyses**

### ***Dockings and molecular structures***

3D model structures of tomato TIR1 (UniProtKB: C8C507), TIR1-like\_1 (UniProtKB: A0A3Q7F6C2), TIR1-like\_2 (UniProtKB: Q6TDU2), and TIR1-like\_3 (UniProtKB: A0A3Q7GSK9) proteins were retrieved from the AlphaFold Protein Structure Database (<https://alphafold.ebi.ac.uk/>), which since 2022 includes almost all the sequences in UniProt (Varadi et al., 2022). The similarity of these models with the corresponding Arabidopsis models was evaluated with TM-align (<https://zhanggroup.org/TM-align/>) (Zhang and Skolnick, 2005). This method quantifies the structural similarity between two proteins by computing the TM-score, a unitless parameter defined in the (0 – 1) range, widely employed as a metrics to quantify structural similarity (is that used by the Protein Data Bank). TM-score values smaller than 0.3 mean no similarity, values greater than 0.50 suggest a common fold, and TM-scores approaching 1.0 indicate great overall similarity, with 1.0 meaning perfect match between the structures (Zhang and Skolnick, 2004). Given that the structures of Arabidopsis TIR1 and AFBs proteins were modelled with other methodology, we checked that they were consistent with the AlphaFold models. In fact, TM-scores systematically above 0.95 were found in all cases thus revealing that both methodologies provide essentially the same structures for Arabidopsis sequences. The geometries of BiAux docked to TIR1 and AFBs were obtained with the same AutoDock Vina methodology employed for the equivalent Arabidopsis proteins. Structural superpositions of Arabidopsis and tomato protein models were obtained with the MatchMaker tool of Chimera. The superposition metrics given by root mean square distance (RMSD) values was that provided by MatchMaker.

## Phylogenetic analysis

TIR 1nd TIR1-like protein sequences from tomato (*Solanum lycopersicum*) were obtained by blasting Arabidopsis amino acid sequence against the tomato genomic DNA bank (using 6 frames translation). Four different sequences were obtained and the protein sequence was used to generated the protein structure for further docking analyses: Solyc09g074520.3.1; Solyc06g008780.3.1; Solyc02g079190.3.1; and Solyc05g052620.4.1.

The maximum-likelihood phylogenetic tree was based on the alignment of AFB and TIR family protein sequences of *Arabidopsis thaliana* and *Solanum lycopersicum*. The phylogenetic tree was made by MEGA6 software using Bootstrap method with 1000 replications as test of phylogeny and Jones-Taylor-Thornton (JTT) method as analysis model. The length of a branch denotes the genetic distance (number of substitutions per unit time) between the two taxa it connects.

## References:

Varadi M, Anyango S, Deshpande M, Nair S, Natassia C, Yordanova G, Yuan D, Stroe O, Wood E, Laydon A, Zidek A, Green T, Tunyasuvunakool K, Petersen S, Jumper J, Clancy E, Green R, Vora A, Lutfi M, Figurnov M, Cowie A, Hobbs N, Kohli P, Kleywegt G, Birney E, Hassabis D, Velankar S (2022) AlphaFold Protein Structure Database: massively expanding the structural coverage of protein-sequence space with high-accuracy models. *Nucleic Acids Research* 50: D439-D444.

Zhang Y, Skolnick J (2005) TM-align: a protein structure alignment algorithm based on the TM-score. *Nucleic Acids Research* 33: 2302-2309.

Zhang Y, Skolnick J (2004) Scoring function for automated assessment of protein structure template quality. *PROTEINS: Structure, Function, and Bioinformatics* 57: 702-710.

MEGA6: Molecular Evolutionary Genetics Analysis Version 6.0 Tamura K, Stecher G, Peterson D, Filipski A, and Kumar S (2013) *Molecular Biology and Evolution* 30:2725-2729

How the deposited data were processed for this re-analysis (not part of the article)

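The data are poly(A) RNA sequencing of wild-type Arabidopsis roots from seedlings treated for 3 d with mock, 5 µM BiAux, 10 nM IAA or both, with 3 libraries per treatment and 12 libraries in all. The tir1-1 libraries were not analysed here. The authors checked reads with FastQC, trimmed them with Trimmomatic, aligned them to TAIR10 with STAR, counted them with HTSeq on Araport11 genes, and normalized the counts and tested genes with edgeR. The deposited table holds the authors' normalized counts on the log2 scale to 3 decimals, from 0 to 18.995, for 20814 genes. Before the data were examined, linear values had been assumed. Of the values up to 8, 100% are the log2 of a whole number plus 1. The methods name edgeR for normalization without giving the scaling behind the deposited values, and the table holds no gene under 3 normalized counts in IAA 3.

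Values were taken out of the log2 scale, less 1, and rounded. Because such values are normalized and no reads could be recovered from them, tests made for counts were not used. The 19338 genes with a mean of at least 0.5 counts per M (CPM) were kept. The log2 of the value plus 16.3 was tested with limma 3.58.1 (lmFit, and eBayes with trend) in R 4.3.3, each comparison on its own 6 libraries and the interaction on all 12. Genes were called at an unadjusted p under 0.05 and a log2 fold change above 0.5 or below -0.5, and p-values were also adjusted by the Benjamini-Hochberg method. Gene sets, 8 in all, were tested with camera at an inter-gene correlation of 0.01. They were written by hand after the categories in the paper, with Table S2 already seen. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

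Groups were taken from the title of each library, and the replicate numbers used as blocks come from the same titles. The paper does not state whether libraries with the same number were grown or prepared together. The treatment field of the labels disagrees with the title in 7 of 12 libraries and was not used for grouping. Normalized totals lay between 32413978 and 32720463, and the paper states 30 M reads per library of 100 bases. The original depth of each library is unknown, so counting error could not be computed. Median-of-ratios factors computed from the table ranged from 0.923 to 1.06, and genes of the organelles took between 0.436% and 0.651% of the counts.

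Genes were named when the paper names them, when they belong to a marker set, or when they were among the 3 largest rises or falls of a comparison with an adjusted p under 0.05 (unadjusted where fewer than 6 genes passed), a mean of at least 5 CPM and complete separation of the groups. Gene symbols came from the RefSeq gene table of TAIR10.1, which held 20694 of the 20814 identifiers. Fold changes of Table S2 were compared with those of the table after adding 0.5 to each value, over genes with a logCPM above 2 in Table S2. All 18480 choices of 3 against 3 libraries were also compared with it.

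The alternatives tried were pseudocounts of 0.1 and 2 CPM, no filter, a filter at a mean of 5 CPM, median-of-ratios factors, 1 fit of all 12 libraries, the replicate block, different mock libraries for the 2 treatments, leaving out each library in turn, and the deposited log2 values as they are. The steps were tested on simulated data with 200 changed genes, of which 99.5% were called in the right direction and 97% had an adjusted p under 0.05, while 0.418% of the unchanged genes were called. With no change simulated, 65 of 19341 genes were called and 0 had an adjusted p under 0.05. The simulated libraries varied independently at a fixed dispersion, and changes of equal size were placed only in genes with a mean of at least 5 CPM. No deviation shared by mock 1 and BiAux 1 was simulated. These values thus check the steps and do not give error rates in the real libraries.

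Gene ontology terms, the cluster and phase lists of other studies and PFA6 were not analysed here. Genes of Table S2 that are not in the table were not analysed here, among them 17 of its upregulated and 66 of its downregulated genes for BiAux.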

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

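The tests of explanations in this part were chosen only after the result had been seen. AT1G36240, a ribosomal protein gene of the L30e family that the paper does not discuss, stood out as a strong signal in genes outside those it reports on. It changed by -2.92 on the log2 scale in the libraries labelled BiAux against mock (3 of 3 libraries lower than every mock library) and by -2.60 in the libraries labelled BiAux+IAA against those labelled IAA (3 of 3 lower). Its normalized counts were 2383 ± 198 in mock, 302 ± 46 under BiAux, 1844 ± 202 under IAA and 296 ± 84.8 under BiAux+IAA (mean ± SD, n = 3). The effect with IAA was not shown to differ from the effect without it (limma interaction, adjusted p 0.791). It was in 0 of the visible gene lists of the 4 comparisons in Table S2.

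A scaling of whole libraries cannot account for a change of this size, since the median-of-ratios factors ranged from 0.923 to 1.06. Reads shared between paralogs were tested on its family member AT1G77940, whose log2 fold change in the libraries labelled BiAux was -0.10, with no rise against mock. In BiAux+IAA against IAA, AT1G77940 changed by 0.24, from 11440 to 13470 normalized counts, a larger number of counts than AT1G36240 lost, and its paralog AT3G18740 changed by -0.16 and 0.24 in the 2 comparisons. Shared reads would have to raise a paralog in both comparisons, and in the libraries labelled BiAux against mock neither of these 2 rose. For a mislabelled sample, 73 genes were taken that, like AT1G36240, separated the libraries labelled BiAux and BiAux+IAA from the other 6. Their change was over 0.5 both without and with IAA, and Table S2 lists 6 of them (8.22%) the same way. The selection put the libraries labelled IAA on the mock side, and those libraries gave Table S2 its BiAux values. A low share was thus largely fixed by the selection and does not test mislabelling. It does not settle whether the 6 libraries labelled BiAux and BiAux+IAA received BiAux or differ in another way that follows the labels. A variant or insertion in the seed stock of these libraries was not tested. A response of AT1G36240 to BiAux may be a candidate explanation, but it cannot be told apart from a mislabelled sample.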

How the results depend on the processing

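The splits of the libraries given here were chosen only after the results had been seen. The deposited log2 values as they are, and all gene set tests in the libraries labelled IAA, were also chosen after seeing the data; the other settings were chosen before the data were examined. The tests of edgeR and DESeq2 on whole reads were not run, since whole reads could not be recovered. LBD29 has no value with a mean of at least 5 CPM, which it does not reach.

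Over all comparisons and alternatives other than leaving out a library, 251 values for comparisons kept their direction and side of the threshold or stayed within their limit, 32 moved, 2 became weaker, 2 stronger and 2 reversed; for single genes, 225 stayed, 2 became stronger and 1 weaker. The latter were LBD29 in the libraries labelled IAA against mock (0.52 with 0.1 CPM, 0.53 with deposited values) and in BiAux+IAA against IAA (-0.46 with 2 CPM). For single genes, the filters, the fit of all 12 libraries and the replicate block cannot change a log2 fold change, only its p. Part of this stability in size and direction was therefore fixed in advance.

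With a pseudocount of 2 CPM, 61 genes rose, 106 fell and 3 had an adjusted p under 0.05 in the libraries labelled BiAux; 150 rose and 230 fell under IAA, 240 and 452 under BiAux+IAA, and 182 and 194 in BiAux+IAA against IAA. The BiAux-only genes were then 33, of which 78.8% differed between the labels, and 50.3% of the IAA genes were called the same way in BiAux+IAA. The hypoxia set under IAA went from -0.07 to 0. With a mean of at least 5 CPM, 60 genes rose and 73 fell under BiAux, 229 fell under IAA, 371 fell under BiAux+IAA with 187 adjusted, and 170 rose and 199 fell in BiAux+IAA against IAA. The BiAux-only genes were 31, with 80.6% differing, and the hypoxia set under IAA reversed to 0.12. This filter removes genes, so a lower count there does not show that the changes are less stable; for the other settings the cause was not tested.

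The adjusted counts also depended on the model. They were 10 (BiAux) and 115 (IAA) with median-of-ratios size factors; 38, 314, 559 and 195 (BiAux+IAA against IAA) with one fit of all 12 libraries; and 271, 182 and 754 with the replicate block. The block also gave 118 BiAux-only genes and 49.4% of IAA genes called the same way. The hypoxia set under BiAux passed its threshold at -0.16 with median-of-ratios size factors and at -0.20 with the replicate block. With different mock libraries for BiAux and IAA, the median correlation of the fold changes was 0.01, from -0.37 to 0.29 over the 6 ways, with the lower values where mock 1 was on the IAA side; the overlap of called genes was not computed in this way, and under the other alternatives it kept its direction and a p under 0.05. The cause of the other changes was not tested.

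Across the fits that each left out a library, the libraries labelled BiAux gave from 63 to 232 higher, from 139 to 538 lower and from 1 to 31 adjusted genes; IAA from 204 to 497, from 334 to 652 and from 0 to 635 (unadjusted, 3241 genes had a p under 0.05 with all libraries); BiAux+IAA from 234 to 552 higher and from 54 to 753 adjusted; and BiAux+IAA against IAA from 127 to 462 adjusted. BiAux-only genes ranged from 49 to 312, the share differing from 38.1% to 71.6%, the share of IAA genes called the same way from 38.2% to 48.9%, and the interaction from 0 to 1 genes (1535 unadjusted with all libraries). Under BiAux, the morning set ranged from -0.24 to -0.07, hypoxia from -0.27 to -0.12, heat from -0.16 to -0.05 and glucosinolate from -0.02 to 0.24, reversing without mock 1; under IAA, hypoxia ranged from -0.14 to 0. The cause was not tested.

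For the counts of higher, lower and adjusted genes in each of the 4 comparisons, 1 of the 4 splits that part the same-numbered pairs gave a count as large, which was the real one. The other splits of the 10 keep same-numbered pairs on a side. For BiAux against mock, 5 of all 10 gave as many higher genes. The split of mock 2, mock 3 and BiAux 2 from the rest gave 1123. By this unadjusted count, the deviation of mock 1 and BiAux 1 exceeds the difference between the labels. By the count of adjusted genes it does not, with 0 in that split and 6 in the real one. As many lower genes came from 3 of 10 for BiAux, and as many higher genes from 2 of 10 each for IAA and BiAux+IAA against mock. For gene sets, 1 of the 4 splits gave a mean change as large, except 2 for the morning and heat sets and 3 for the glucosinolate set under BiAux, and 2 for the hypoxia set under IAA. With 4 or 10 splits, no share under 0.05 can be reached. In 100 relabellings of all 12 libraries within each replicate number, the real one included, as many higher, lower and adjusted genes came from 46, 19 and 9 for BiAux against mock, from 9, 2 and 3 for IAA, from 4, 1 and 1 for BiAux+IAA against mock and from 8, 6 and 1 for BiAux+IAA against IAA; these relabellings mix treatments within a group. Of the same 100, 84 gave an overlap as large for the higher and 69 for the lower genes, 61 as many BiAux-only genes, 11 as large a share of them differing, and 13 as large a share of IAA genes called the same way. For the interaction, the 100 of 100 was fixed in advance by a real count of 0 and tests nothing. The change back of the IAA genes in BiAux+IAA was -0.27 for the higher and 0.10 for the lower genes, against a median of -0.33 and 0.34 over the other relabellings, so it was no larger than these typically gave.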

Differences from the paper's values

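The libraries are named by their labels, and values under a label are set beside the paper's values for that treatment. At an unadjusted p under 0.05 and the paper's limits on the fold change, 98 genes were higher in the libraries labelled BiAux, against the paper's 360, and none of the alternatives set before the data were examined closed the gap. For lower genes, 209 stood against the paper's 622, and only leaving out mock replicate 1, with 538, came within the limit. These gaps compare different libraries, since the fold changes of Table S2 for BiAux are those of the libraries labelled IAA. In those, 250 genes were higher and 386 lower, beside the paper's 360 and 622. The same limit holds for the other values set beside the paper's for BiAux below. For IAA, 250 higher and 386 lower genes stood against the paper's 998 and 1598, and for BiAux+IAA against mock, 361 and 722 against the paper's 2078 and 1599, with no alternative set before the data were examined closing either gap. For BiAux+IAA against IAA, 292 genes were higher against the paper's 150, which a pseudocount of 2 CPM (182), a mean of at least 5 CPM (170) and leaving out BiAux+IAA replicate 2 (210) brought within the limit, and 365 were lower against the paper's 62, which none did.

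BiAux alone called 78 genes, against the paper's about 560 in Fig. 5D, read by eye, and 45.3% of the IAA genes were called the same way in BiAux+IAA, against the paper's about 77% in Fig. 5D, read by eye; no alternative set before the data were examined closed these gaps. Genes higher under both labels were 16 against the paper's 104, which none closed, and genes lower under both were 82 against the paper's 204, which leaving out mock replicate 1 (198) did.

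For BiAux against mock, the log2 fold changes of PECP1, SPX3 and IPS1 were 2.34, 1.95 and 1.51, against the paper's -2.04, -1.54 and -1.71, and LBD29 was -0.32 against the paper's 0.53. For IAA against mock, FKF1 was 1.83 against the paper's 1.59 (1.56 with a pseudocount of 2 CPM), BGLU24 -1.35 against the paper's -0.96 (-1.07 with the same pseudocount), CDEF1 1.65 against the paper's 4.49, HSP23.5 -1.34 against the paper's -0.98 and LBD29 0.48 against the paper's 1.06. LBD29 passed the limit of 0.5 under IAA, as in the paper, with a pseudocount of 0.1 CPM (0.52) and with the deposited log2 values as they are (0.53), a setting chosen after seeing the values. LBD29 in BiAux+IAA against mock was -0.11 against the paper's 1.14. Apart from the values of FKF1 and BGLU24 with a pseudocount of 2 CPM, these gaps were closed by none of the pseudocounts, filters, median-of-ratios factors, fit of all 12 libraries and replicate block set before the data were examined; fits that leave out a library were not compared with the paper for single genes.

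Among the categories lowered by BiAux, the paper names glucosinolate biosynthesis and phosphate ion transport. The phosphate set used here holds phosphate starvation genes beyond transport, and it was 0.85 higher in the libraries labelled BiAux. The glucosinolate set was 0.12 higher there, with 12 of 23 genes higher and an exact permutation p of 0.7 over the libraries, and -0.02 without mock replicate 1, so no direction is shown for it. In the libraries labelled IAA the sets of glucosinolate and phosphate genes changed by -0.50 and -0.52. The paper concludes that genes controlled by IAA respond more strongly in the double treatment. It names gene clusters with such a response, which were not analysed here, and also describes lowered levels. The median change over all IAA-up genes between BiAux+IAA and IAA was -0.27, back toward mock. These genes were selected as high in the same IAA libraries, and the median over other relabellings was -0.33. The value of -0.27 thus does not test the paper's statement. The auxin response set, written with Table S2 seen, was not chosen by these calls. Its mean changed by -0.4 between BiAux+IAA and IAA, a value taken after the results had been seen. Relative to mock, its means were 0.114, 0.137 and 0.281 in IAA 1, 2 and 3. They were -0.178, -0.238 and -0.265 in BiAux+IAA 1, 2 and 3. As labelled, this set was thus lower in the double treatment than with IAA.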

Other observations

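The tests in this part were chosen only after the results had been seen, and they were made on the same data. The fold changes that Table S2 lists for BiAux against mock were those of the libraries labelled IAA, with a root mean square difference of 0.0133 on the log2 scale, whereas the next of 18480 choices of 3 against 3 libraries differed by 0.144. This may reflect a mislabelled sample group, in the deposited table or in Table S2. Scaling with median-of-ratios factors took the difference of the libraries labelled BiAux from 0.665 to 0.67. It took that of the libraries labelled IAA from 0.0133 to 0.0055. Over the 488 genes compared, fold changes of the libraries labelled BiAux had a correlation of 0.52 with Table S2, and 76.2% had the same sign. For the libraries labelled IAA, these values were 1 and 100%. A scaling of whole libraries shifts all genes alike, so these values argue against it as the reason for these genes. A normalization acting gene by gene was not tested. Groups taken from the treatment field gave 0.831. Libraries filed in the order of their numbers remain open, since no choice of libraries came closer than 0.724 to the values of Table S2 for IAA against mock. A plain exchange of the BiAux and IAA labels would give the libraries labelled BiAux the fold changes that Table S2 lists for IAA. They differed from these by a root mean square of 1.05 over 1395 genes, with a correlation of -0.11. These values argue against such an exchange alone. Which of the labels is right cannot be told from these data.

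Mock 1 and BiAux 1 deviated from their groups in the same genes, with a correlation of 0.78 across genes, which are not independent. A batch following the replicate number would reach the other groups; the correlation of mock 1 was 0.04 with IAA 1 but 0.32 with BiAux+IAA 1, so that such a batch remains open. A few genes taking most of the reads were tested on the share of the 10 largest genes in mock 1, which was 4.28% where the libraries ranged from 3.67% to 5.04%. Both deviations followed gene length across genes, with a Spearman rho of -0.37 in mock 1 and -0.31 in BiAux 1. With GC content, rho was -0.11 and -0.1. After removing GC content and gene length, the correlation between the deviations was 0.75, so these properties account for little of it. The median-of-ratios factor of mock 1 was 0.953, which leaves library size open, since original totals are unknown. A batch holding mock 1 and BiAux 1 is a candidate explanation, but the value of 0.78 that raised it cannot also test it, and no biological explanation was tested.

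The overlap between the genes called under BiAux and IAA may come in part from the shared mock libraries, but this could not be isolated. With different mock libraries, the median correlation of the fold changes was 0.01, from -0.37 to 0.29 over the 6 ways, against 0.37 with the same ones. These ways also differ in whether mock 1, which deviates together with BiAux 1, is on the BiAux side (0.02, 0.25 and 0.29) or on the IAA side (0.01, -0.12 and -0.37). The overlap of called genes itself was not computed with different mock libraries.

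Genes separating the libraries labelled BiAux and BiAux+IAA from those labelled mock and IAA numbered 224 (91 higher, 133 lower), where 41.9 are expected by chance. The libraries labelled BiAux or mock were separated from the rest by 591 genes, and those labelled BiAux or IAA by 35.

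The change back of IAA-called genes in BiAux+IAA could come from selection on the same IAA libraries. Measured against an IAA library left out of the selection, the median change was -0.26 for the higher genes, ranging from -0.26 to -0.11, and 0.09 for the lower genes, ranging from -0.11 to 0.10, which does not settle it for either. As the mock libraries also took part in the selection and the labels are in doubt, the change back remains a hypothesis.

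Clock genes differed between the libraries labelled IAA and mock, with a mean of 0.90 in the evening set (12 of 12 genes higher) and -0.42 in the morning set (10 of 11 lower). A time of harvest that differed between the groups is a candidate explanation that the value of -0.42 cannot tell apart from an effect of treatment, since harvest times are not given.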
